# Molecular pathway analysis towards understanding tissue vulnerability in spinocerebellar ataxia type 1

**DOI:** 10.7554/eLife.39981

**Published:** 2018-12-03

**Authors:** Terri M Driessen, Paul J Lee, Janghoo Lim

**Keywords:** SCA1, inferior olive, cerebellum, gene expression, Mouse

## Abstract

The neurodegenerative disorder spinocerebellar ataxia type 1 (SCA1) affects the cerebellum and inferior olive, though previous research has focused primarily on the cerebellum. As a result, it is unknown what molecular alterations are present in the inferior olive, and whether these changes are found in other affected tissues. This study addresses these questions for the first time using two different SCA1 mouse models. We found that differentially regulated genes in the inferior olive segregated into several biological pathways. Comparison of the inferior olive and cerebellum demonstrates that vulnerable tissues in SCA1 are not uniform in their gene expression changes, and express largely discrete but some commonly enriched biological pathways. Importantly, we also found that brain-region-specific differences occur early in disease initiation and progression, and they are shared across the two mouse models of SCA1. This suggests different mechanisms of degeneration at work in the inferior olive and cerebellum.

## Introduction

A hallmark of neurodegenerative diseases is brain-region-specific cell death and dysfunction. Why specific brain regions are affected and others remain unscathed is a key question in the field. In order to answer this question, the innate differences and similarities in affected tissues must first be established. Studies in a diverse subset of neurodegenerative disorders have begun using large-scale transcriptomics and proteomics to assess brain region-dependent molecular alterations. For example, a large RNA-sequencing (RNA-seq) study conducted across brain regions and peripheral tissues in Huntington’s disease (HD) mouse models identified gene clusters related to transcription, chromatin factors, and mitochondria that appear to be specific to the striatum (Langfelder et al., 2016). The same study also found glia-related genes that were significantly enriched in the striatum and cortex, as well as other tissues thought to be less affected in HD, such as the cerebellum and brainstem (Langfelder et al., 2016). In Alzheimer’s Disease (AD), regional variability in transcriptional changes were observed early in disease progression, but the similarities between tissues increased as animals aged (Landel et al., 2014). Finally, a recent study in spinocerebellar ataxia type 3 (SCA3) identified brain region-dependent variability in gene expression changes prior to the onset of motor phenotypes despite modest transcriptional alterations in brain regions that remain largely unscathed (Toonen et al., 2018). Collectively, this suggests that a subset of gene clusters spans affected tissues regardless of the degree of tissue vulnerability, while other genes may be enriched in discrete affected tissues. Disease progression may also play a role in dictating the degree of overlap between two affected tissues, with a higher degree of variability between tissues early on in disease.

Mouse models for neurodegenerative disorders can be utilized to query the underlying differences and similarities in affected tissues, including the models generated for spinocerebellar ataxia type 1 (SCA1). SCA1 is a fatal late-onset neurodegenerative disorder that is characterized by impaired motor coordination and balance (Globas et al., 2008). Atrophy and loss of Purkinje cells (PCs) in the cerebellum and cell death in the inferior olive have been identified in postmortem human tissue (Koeppen, 2005; Koeppen et al., 2013). Many of these behavioral and pathological traits have been faithfully recaptured in both a transgenic, and a knockin, mouse model for SCA1 (Burright et al., 1995; Clark et al., 1997; Watase et al., 2002). Both SCA1 models demonstrate motor incoordination and PC pathology, and develop hallmark nuclear inclusions in PCs (Burright et al., 1995; Clark et al., 1997; Watase et al., 2002).

SCA1 is caused by a polyglutamine (polyQ) expansion in the ATAXIN-1 (ATXN1) protein, which is involved in gene regulation, including transcription (Orr et al., 1993). Transcriptional regulators, including Capicua, SMRT, and RORa/Tip-60, have been shown to interact with ATXN1 (Fryer et al., 2011; Gehrking et al., 2011; Kim et al., 2013b; Lam et al., 2006; Lim et al., 2008; Serra et al., 2006; Tsai et al., 2004). Since ATXN1 functions as a transcriptional regulator, several previous studies have investigated how polyQ-expanded ATXN1 can impact the normal transcriptional signature of the cerebellum (Crespo-Barreto et al., 2010; Cvetanovic et al., 2011; Gatchel et al., 2008; Ingram et al., 2016; Lin et al., 2000; Serra et al., 2004). These studies have identified that various biological pathways, including glutamate signaling, calcium signaling, and long-term depression, are enriched in this tissue at different time-points (Crespo-Barreto et al., 2010; Gatchel et al., 2008; Ingram et al., 2016; Serra et al., 2004). Despite the prevalence of transcriptomic data collected from the SCA1 cerebellum, other affected regions, such as the inferior olive, have remained largely unstudied.

The cerebellum and inferior olive are intricately connected. Neurons of the inferior olive, a collection of subnuclei in the rostral medulla, send climbing fibers to innervate PCs (Bengtsson and Hesslow, 2006). PC axons, in turn, synapse onto deep cerebellar nuclei, which send efferent fibers to various brain regions including the inferior olive. Previous studies have found inferior olive cell loss in postmortem SCA1 human tissue, as well as changes in climbing fiber synaptic density on PCs (Koeppen et al., 2013; Kuo et al., 2017). This coincides with data from the transgenic mouse model expressing polyQ-expanded human ATXN1 (ATXN1-82Q) in PCs under the control of the *Pcp2* promoter (Burright et al., 1995). These mice exhibit aberrant climbing fiber pruning on PC soma and dendrites, a reduction in the responsiveness of PCs to climbing fibers, and alterations in climbing fiber arborization and extension (Barnes et al., 2011; Duvick et al., 2010; Ebner et al., 2013). Previous work has indicated that localization of ATXN1-82Q to the PC nucleus is associated with alterations in climbing fiber-PC synapses (Ebner et al., 2013). However, this does not exclude the possibility that affected inferior olive neurons may also influence the degree of climbing fiber synapses on PCs. Other neurodegenerative disorders, including SCA7, 14, and 23, as well as Essential Tremor, have aberrant climbing fiber innervation on PC soma and dendrites, indicating that this observation is not isolated to SCA1 (Smeets and Verbeek, 2016). Though the inferior olive is affected in SCA1, the precise role of the inferior olive in the manifestation of SCA1 clinical phenotypes is unclear (Barnes et al., 2011; Duvick et al., 2010; Ebner et al., 2013; Koeppen et al., 2013; Kuo et al., 2017). Furthermore, the molecular basis of inferior olive alterations in SCA1 is unknown.

The purpose of the present study was to investigate molecular and pathological signatures of the inferior olive in SCA1 mouse models, and further identify similarities and differences in the gene expression profile between the inferior olive and cerebellum, two highly affected tissues in SCA1. We used two SCA1 mouse models, knockin and PC-specific transgenic, which express polyQ-expanded ATXN1 in different cell types and tissues, but faithfully recapture many aspects of the behavioral and pathological phenotypes associated with SCA1 (Burright et al., 1995; Watase et al., 2002). Comparison of transcriptomics data from these two mouse models allowed for the dissection of how polyQ-expanded ATXN1 influences gene expression changes when it is preferentially expressed in specific cell-types and tissues. We found that differentially regulated genes in the inferior olive segregated into several unique biological pathways. Particularly, the defense response appears largely unique to the SCA1 inferior olive across SCA1 mouse models. We also found that there are common, and distinct, enriched biological pathways between the SCA1 cerebellum and inferior olive.

## Results

### Study design towards understanding the molecular basis of pathogenesis underlying tissue susceptibility in SCA1

A key question in the field is whether the molecular mechanisms underlying pathogenesis in SCA1 affected tissues are similar or distinct. This led us to conduct a thorough comparison of transcriptional changes in the inferior olive and cerebellum using two different SCA1 mouse models, knockin (KI) and transgenic (Tg) (Figure 1). Two independent time-points were analyzed. The first time-point selected for analysis was 5 weeks of age, which coincides with the earliest time-point of rotarod impairment in both mouse models (Clark et al., 1997; Watase et al., 2002). The second time-point chosen was 12 weeks of age, to assess early disease progression. The 12 week time-point also coincides with the initiation of significant thinning of the molecular layer in ATXN1-82Q Tg mice, but precedes gross PC loss.

**Figure 1.**
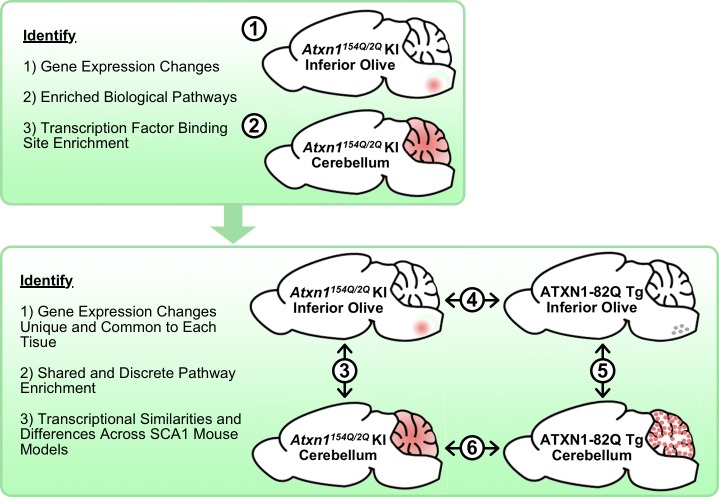
Schematic illustrating the cross-tissue and cross-model comparisons conducted to identify common and unique molecular alterations across SCA1 affected tissues. Transcriptomics data from *Atxn1^154Q/2Q^* KI inferior olive and cerebellum were first analyzed individually (1-2) before comparing the two tissues (3). Using the ATXN1-82Q Tg inferior olive, comparison of the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg inferior olive was assessed (4) before evaluating similarities and differences between ATXN1-82Q Tg affected tissues (5). Finally, a cerebellar cross-model comparison was conducted (6).

Since no gender-effects have previously been reported in SCA1 mouse models and to minimize potential gender-effects, if any, three male mice from each genotype were initially used for all RNA-seq experiments. Inferior olive was collected using the decussation of the pyramid and pons as a reference, and the anatomical location was verified under a dissection microscope before processing. RNA-seq data analysis was carried out using the Tuxedo pipeline, using TopHat2 v2.1.0 and Cufflinks v2.2.1 (Kim et al., 2013a; Roberts et al., 2011; Trapnell et al., 2012; Trapnell et al., 2010). Differentially expressed genes with a false-discovery rate (FDR) p-value < 0.05 were used in all subsequent analyses unless otherwise stated. Enrichment analysis for biological pathways and molecular functions, as well as upstream regulators, was carried out using NIH DAVID and Ingenuity Pathway Analysis (IPA) (Huang et al., 2009a; Huang et al., 2009b). Clustering of related biological and molecular pathways was visualized using EnrichmentMap v.3.0 in Cytoscape v.3.6.1 (Merico et al., 2010).

We first analyzed the *Atxn1^154Q/2Q^* KI mouse model on a pure C57BL/6J background, which expresses polyQ-expanded mutant mouse Atxn1 in appropriate cell types and tissues under the presence of its endogenous regulatory elements (Watase et al., 2002) (Figure 1). The inferior olive and cerebellum of the *Atxn1^154Q/2Q^* KI mouse were first analyzed individually before subsequent temporal and spatial comparisons (Figure 1). Using the ATXN1-82Q Tg mouse model on a pure FVB/NJ background, which expresses polyQ-expanded human ATXN1 in PCs due to the *Pcp2* promoter (Burright et al., 1995), we assessed similarities and differences in the inferior olive and cerebellum across these two mouse models (Figure 1). Using NCBI Protein BLAST, mouse and human ATXN1 (NP_001186234 and NP_001121636, respectively) show 89% identity and 92% positive substitution similarity in amino acid sequence lacking the polyQ tract (Altschul et al., 1990).

### SCA1 inferior olive transcriptomics identifies differentially regulated defense response-related genes

We first verified that polyQ-expanded Atxn1 is expressed in the inferior olive of *Atxn1^154Q/2Q^* KI mice (Figure 2A). A band corresponding to Atxn1-154Q was identified in the inferior olive as well as cerebellar extracts from *Atxn1^154Q/2Q^* KI mice (Figure 2A). We then conducted RNA-seq in 5 week old *Atxn1^154Q/2Q^* KI inferior olive relative to wild-type (WT) control littermates (n = 3 males per genotype) and analyzed the inferior olive differentially regulated genes (Figure 2—figure supplement 1A). 

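Inferior olive RNA from 3 WT control and 3 KI males at 5 weeks and from 3 of each genotype at 12 weeks was sequenced as poly-A selected, paired-end libraries, and the authors aligned the reads to mm10 with TopHat2 and computed expression with Cufflinks. The values deposited for each library are FPKM (fragments scaled by transcript length and by the mapped fragments of the library), computed by Cuffnorm for the 6 libraries of each age separately, so values at 5 and 12 weeks are not on a common scale and fold changes were always taken within an age. Each table also holds the log2 fold change, p-value and q-value of the authors' Cuffdiff comparison. It lists genes by symbol with their mm10 positions, which are given here with the first base counted as 1. Neither read counts nor totals per library are in these tables, so the depth of each library is unknown. From the lowest FPKM values, which correspond to single fragments, the deepest library of a table was estimated to hold 1.76 times the fragments of the shallowest at 5 weeks and 1.61 times at 12 weeks. Between 12732 and 12872 genes reached 1 FPKM in each library at 5 weeks, and between 12833 and 12967 at 12 weeks. The RNA integrity numbers were 9.7 to 10 at both ages. Genes with a mean of at least 0.5 FPKM in both genotypes were compared between KI mice and WT controls by limma on log2(FPKM + 0.1) with Benjamini-Hochberg adjustment, and a gene was called differentially regulated at an adjusted p below 0.05. This left 13654 genes at 5 weeks and 13832 at 12 weeks. An exact permutation test of 3 animals against 3 cannot go below p = 0.1 (two-sided) for any single gene, and complete separation of the 2 genotypes occurs by chance in 10% of genes.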

RNA-seq in the 5 week old *Atxn1^154Q/2Q^* KI inferior olive identified 143 annotated transcripts differentially regulated relative to WT control littermates (FDR p-value < 0.05; n = 3 males per genotype) (Figure 2—figure supplement 1B). Of these 143 transcripts, 103 were up-regulated (Figure 2—figure supplement 1B).

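At 5 weeks, 2 of the genes tested in the KI inferior olive were called, both down-regulated. *Crh* had 25.1 ± 4.03 FPKM in WT controls and 6.58 ± 0.487 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -1.90 (standard error 0.123, adjusted p = 0.0048). In mm10, *Crh* lies in the locus on chromosome 3 from 19692611 to 19699407. Without any 1 library the log2 fold change stayed between -2.03 and -1.80 for *Crh*. At an unadjusted p-value under 0.05 there were 825 genes, where 682.7 are expected by chance, and the libraries of the 2 genotypes were completely separated for 1631 genes (11.95%, against 10% by chance). Leaving out 1 library at a time gave between 0 and 18 differentially regulated genes, the 18 without KI replicate 1. With the authors' own Cuffdiff q-values in place of this test, the count was 117 among the genes tested here. Of the 143 transcripts called by the authors, 95 had an unadjusted p-value under 0.05 in limma, and in 72 of the 117 that passed the expression filter every KI library lay outside the range of the WT controls.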

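Among the genes with an unadjusted p-value under 0.05 at 5 weeks, 434 were higher and 391 lower in the KI inferior olive. The authors' deposited calls comprise 103 up-regulated and 40 down-regulated transcripts. For these transcripts the median coefficient of variation between replicates was 17.6% in WT controls and 20.9% in KI mice.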

**Figure 2.**
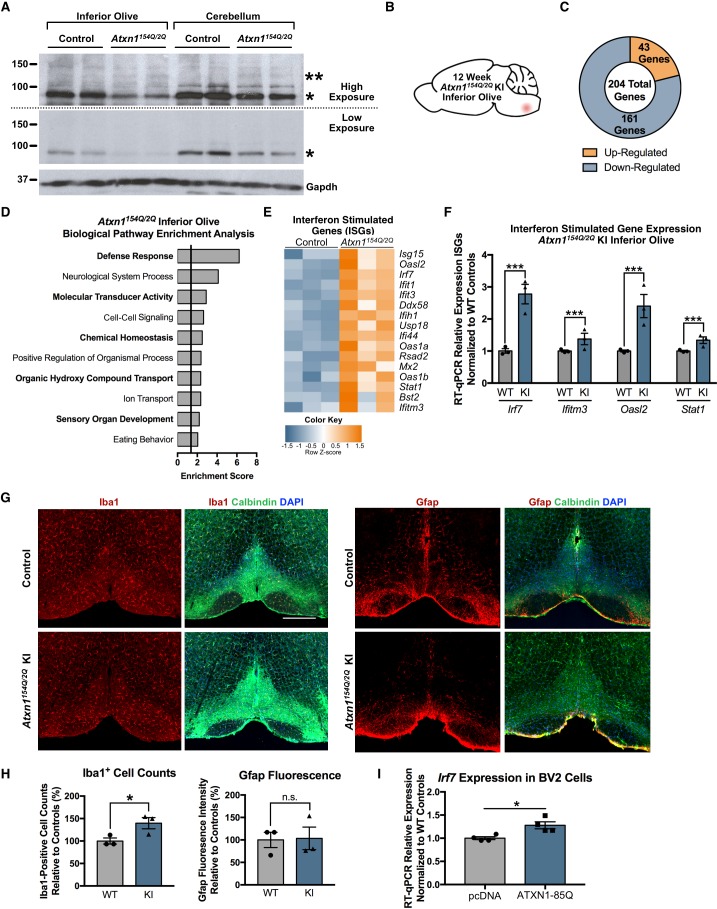
Defense Response-related genes are significantly enriched in the 12 week old *Atxn1^154Q/2Q^* KI inferior olive. (**A**) PolyQ-expanded Atxn1 is expressed in the inferior olive of *Atxn1^154Q/2Q^* KI mice (n = 2 animals per genotype). * marks Atxn1-2Q and ** marks Atxn1-154Q. (**B**) Illustration of the brain region examined. (**C**) Total number of up- and down-regulated genes in the *Atxn1^154Q/2Q^* KI inferior olive (FDR p-value < 0.05; n = 3 males per genotype). (**D**) Biological pathway enrichment for all differentially regulated inferior olive genes. X-axis marks enrichment score, with the significance cut-off marked by the vertical black line (p-value < 0.05), in this and all following graphs unless mentioned otherwise. (**E**) Interferon Stimulated Genes (ISGs) are significantly up-regulated in *Atxn1^154Q/2Q^* KI. Orange coloring marks up-regulated genes. (**F**) Validation of up-regulated ISGs in 12 week old *Atxn1^154Q/2Q^* KI inferior olive using RT-qPCR. All samples normalized to *Gapdh* and *Actb* reference genes. n = 3 males per group. *** p-value < 0.001. Error bars indicate SEM in this and all following graphs. (**G**) Immunofluorescence staining for Iba1-positive cell counts and Gfap fluorescence intensity imaged in the 12 week old *Atxn1^154Q/2Q^* KI and WT control inferior olives. Scale bar is 300 µm. (**H**) Iba1 cell body counts and Gfap fluorescence intensity quantified relative to WT controls as a percentage. *p < 0.05; *t-*test; n.s. = non significant (n = 3 males and females per genotype). (**I**) *Irf7* mRNA expression is significantly up-regulated in BV2 cells expressing human ATXN1-82Q (*p < 0.05, *t-test*; n = 4 wells per condition). 10.7554/eLife.39981.008Figure 2—source data 1.5 week old *Atxn1^154Q/2Q^* KI inferior olive functional annotation clustering enrichment analysis. 10.7554/eLife.39981.009Figure 2—source data 2.Functional annotation enrichment analysis for the 12 week old *Atxn1^154Q/2Q^* KI inferior olive. 10.7554/eLife.39981.010Figure 2—source data 3.Upstream regulators for differentially regulated 12 week old *Atxn1^154Q/2Q^* KI inferior olive genes. 10.7554/eLife.39981.011Figure 2—source data 4.5 week old *Atxn1^154Q/2Q^* KI inferior olive enriched pathways for cross time-point overlap with EnrichmentMap (enrichment FDR p-value < 0.05). 10.7554/eLife.39981.012Figure 2—source data 5.12 week old *Atxn1^154Q/2Q^* KI Inferior Olive enriched patwhays for cross-time point overlap with EnrichmentMap.

**Figure 2—figure supplement 1.**
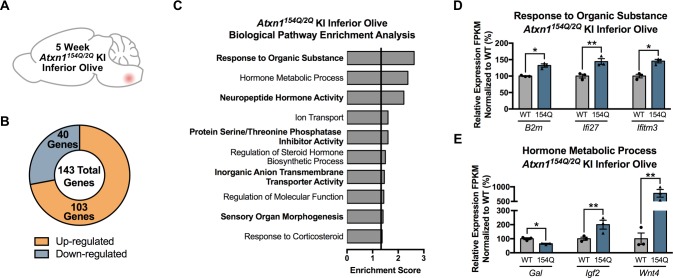
Response to Organic Substance and Hormone Metabolic Process genes are differentially regulated in the 5 week old *Atxn1^154Q/2Q^* KI inferior olive. (**A**) Illustration of the tissue examined. (**B**) Total number of up- and down-regulated genes in *Atxn1^154Q/2Q^* KI inferior olive at 5 weeks of age (FDR p-value < 0.05; n = 3 males per genotype). (**C**) Biological pathway enrichment for all differentially regulated inferior olive genes. X-axis marks enrichment score, with the significance cut-off marked by the vertical black line (p-value < 0.05). Genes with an FDR p-value < 0.05 were used to generate the enriched pathway list. (**D**) Response to Organic Substance and (**E**) Hormone Metabolic Process-related genes are largely up-regulated. Y-axis represents the normalized FPKM expression of each gene relative to control samples as a percentage. (* FDR p-value < 0.05; ** FDR p-value < 0.01; n = 3 males per genotype used in RNA-seq).

**Figure 2—figure supplement 2.**
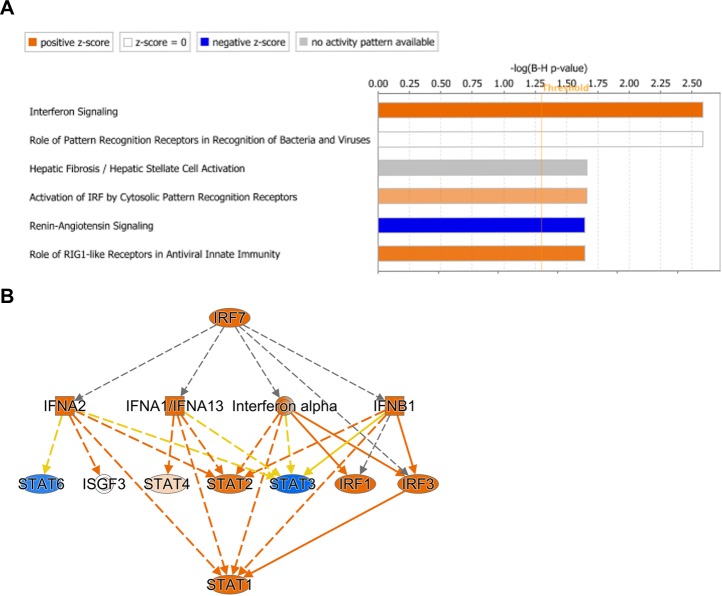
Features of the Defense Response, including Interferon Signaling and IRF Activation, are predicted to have increased activity in the 12 week old *Atxn1^154Q/2Q^* KI inferior olive. (**A**) Biological pathway enrichment using Qiagen’s IPA in the 12 week old *Atxn1^154Q/2Q^* KI inferior olive differentially expressed genes. X-axis marks the enrichment score using a Benjamini-Hochberg corrected p-value. Bars that surpass the vertical threshold at 1.3 indicate significant enrichment for that pathway. Orange coloring indicates IPA-predicted activation of that pathway, while blue suggests possible inhibition based on z-score. Grey is not predicted. (**B**) Predicted upstream regulators for all differentially expressed *Atxn1^154Q/2Q^* KI inferior olive genes at 12 weeks. Orange nodes indicate predicted activation of those transcriptional regulators, blue indicates predicted suppression, and grey has no predicted activation or inhibition. Orange edges connecting transcriptional regulators indicate predicted activation, yellow are findings inconsistent with previous research, and grey is not predicted.

**Figure 2—figure supplement 3.**
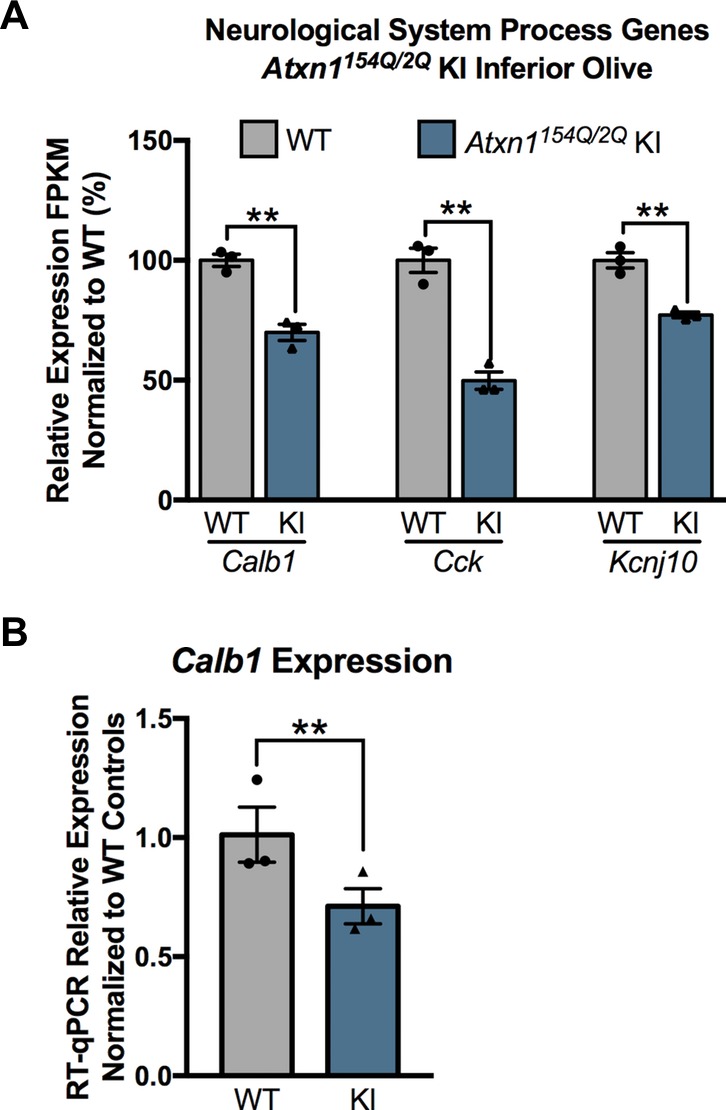
Subset of genes associated with the enriched biological pathway Neurological System Process are down-regulated in the 12 week old *Atxn1^154Q/2Q^* KI inferior olive. (**A**) Down-regulated genes within the Neurological System Process pathway (** FDR p-value < 0.01; n = 3 males per genotype used in RNA-seq analysis). (**B**) Validation of *Calb1* down-regulation using RT-qPCR. All samples were normalized to *Gapdh* and *Actb* reference genes (** p-value < 0.01 *t-test*; n = 3 males per genotype).

**Figure 2—figure supplement 4.**
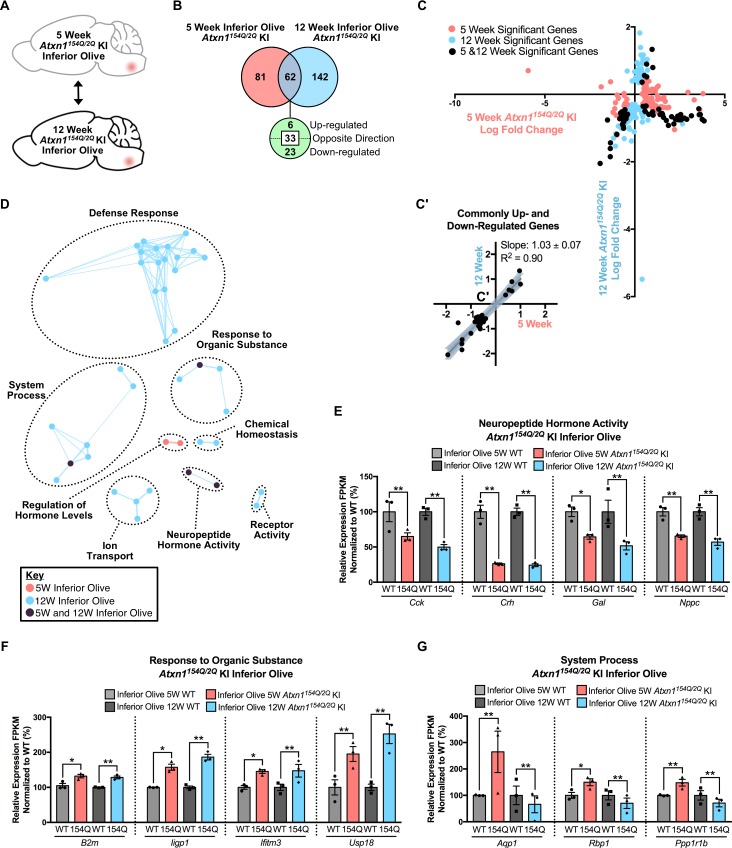
Divergent gene expression changes and minimal biological pathway overlap in the temporal comparison of the *Atxn1^154Q/2Q^* KI inferior olive. (**A**) Schematic of the time-point comparison in *Atxn1^154Q/2Q^* KI inferior olive between 5 and 12 weeks. (**B**) Total number of differentially regulated genes in the *Atxn1^154Q/2Q^* KI inferior olive relative to appropriate WT controls that are common, and uniquely altered, across time-points (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Dot plot of log fold changes for genes altered in the 5 and 12 week *Atxn1^154Q/2Q^* KI inferior olive. X-axis marks log fold change values in the 5 week *Atxn1^154Q/2Q^* KI, and the Y-axis marks log fold change values for the 12 week dataset. Pink nodes mark genes significantly altered only at the 5 week time-point, blue nodes mark genes significantly altered only at the 12 week time-point, and black marks genes significant at both time-points. (**C'**) Log fold change of genes up- or down-regulated at both the 5 week and 12 week time-points only. Linear regression analysis identified the slope and R^2^ of these log fold changes (slope = 1.03 ± 0.07; R^2^ = 0.90). A total of 29 genes were plotted in this analysis. (**D**) Clustering of GO terms identified from the *Atxn1^154Q/2Q^* KI inferior olive 5 week and 12 week differentially regulated gene lists relative to the appropriate WT controls. (**E**) A subset of genes associated with Neuropeptide Hormone Activity were commonly down-regulated at each time-point. (**F**) A subset of Response to Organic Substance genes were up-regulated, and (**G**) some System Process-related genes were dysregulated when assessed in the 5 and 12 week time-point. * FDR p-value < 0.05; ** FDR p-value < 0.01.

Pathway analysis was carried out using the NIH DAVID Functional Annotation Clustering algorithm (Huang et al., 2009a; Huang et al., 2009b). Functional Annotation Clustering identifies biological pathways and molecular functions that cluster together based on shared genes, and calculates an enrichment score for each cluster. The top three biological pathway clusters that were significantly enriched in the *Atxn1^154Q/2Q^* KI inferior olive at 5 weeks were related to response to organic substance, hormone metabolic process, and neuropeptide hormone activity (Figure 2—figure supplement 1C; Figure 2—source data 1). The response to organic substance GO term encompasses genes that are altered in response to a change in the activity of a cell or organism due to an organic stimulus. This pathway includes nearly 3000 diverse genes. The response to organic substance pathway in the *Atxn1^154Q/2Q^* KI inferior olive included *Ifi27,* which mediates interferon induced apoptosis, and *B2m* and *Ifitm3*, two interferon stimulated genes (ISGs) (Figure 2—figure supplement 1D). 

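For *Ifi27*, expression was 20.7 ± 2.05 FPKM in WT controls and 29.9 ± 3.11 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was 0.53 with a standard error of 0.103 (adjusted p = 0.347). *B2m* had 113 ± 2.44 FPKM in WT controls and 149.6 ± 9.75 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 0.40 (standard error 0.0718, adjusted p = 0.278). The mean of *Ifitm3* was 16.0 ± 1.51 FPKM in WT controls against 23.3 ± 1.47 FPKM in KI mice (SD, n = 3), and its log2 fold change of 0.54 had a standard error of 0.0910 (adjusted p = 0.264). In mm10, *Ifi27* lies in the locus on chromosome 12 from 103433873 to 103443680, *B2m* on chromosome 2 from 122120108 to 122186189, and *Ifitm3* on chromosome 7 from 141009590 to 141010744. Every KI library was above every WT library for each of these genes, but none was called after adjustment over all genes tested. With a trend with GC content removed from each library, which was chosen after the values were seen, *Ifitm3* was called (adjusted p = 0.0298). *Ifi27* was among the genes whose values within each genotype and age rose and fell with those of a list of choroid plexus epithelium genes across the KI inferior olive libraries, and *B2m* and *Ifitm3* were not.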

The Hormone Metabolic Process pathway consisted of a diverse collection of both up- and down-regulated genes, including *Gal, Igf2,* and *Wnt4*, representing individual components of galanin, insulin-like growth factor, and Wnt signaling pathways (Figure 2—figure supplement 1E).

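*Gal* fell from 15.4 ± 1.80 FPKM in WT controls to 9.88 ± 0.879 FPKM in KI mice (SD, n = 3), with a log2 fold change of -0.63 ± 0.109 (SE, adjusted p = 0.278). In WT controls *Igf2* was measured at 24.7 ± 4.84 FPKM and in KI mice at 49.4 ± 13.6 FPKM (SD, n = 3), which gave a log2 fold change of 0.98 (standard error 0.216, adjusted p = 0.416). For *Wnt4*, expression was 2.05 ± 1.43 FPKM in WT controls and 15.9 ± 4.62 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was 3.05 with a standard error of 0.410 (adjusted p = 0.134). On the mm10 assembly *Gal* lies in the locus on chromosome 19 from 3409917 to 3414457, *Igf2* on chromosome 7 from 142650768 to 142670356, and *Wnt4* on chromosome 4 from 137277635 to 137299501. The 3 KI libraries lay outside the WT range for all 3 genes, in the same direction, and no gene passed the adjusted threshold. With a trend with GC content removed from each library, *Gal* and *Wnt4* were called (adjusted p = 0.0298 each). This adjustment was chosen after the values were seen. *Igf2*, which belongs to the list of leptomeningeal fibroblast genes, was also among the genes whose values within genotype and age followed the choroid plexus epithelium list.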

Given the number of immune-related genes that were segregated into the response to organic substance cluster of pathways, we utilized IPA to determine if any immune-related pathways are found in the *Atxn1^154Q/2Q^* KI inferior olive (Supplementary File 1). Using a Benjamini-Hochberg corrected p-value, there was significant enrichment for genes associated with virus entry via endocytic pathways in the *Atxn1^154Q/2Q^* KI inferior olive relative to WT controls (Supplementary File 1). The genes identified in this pathway are largely associated with immune or inflammatory functions. This suggests that a small proportion of immune-related genes are present in the 5 week old *Atxn1^154Q/2Q^* KI inferior olive differentially regulated gene list. Candidate upstream regulators were also identified using IPA (Supplementary File 2). These transcriptional regulators are identified and ranked based on significantly different genes, and also the gene expression directionality, in the 5 week old *Atxn1^154Q/2Q^* KI inferior olive. Estrogen receptor 1 (Esr1) was predicted to be the top upstream regulator of the *Atxn1^154Q/2Q^* KI inferior olive transcriptome at 5 weeks of age (Supplementary File 2). This coincides with the significant enrichment for hormone metabolic process, neuropeptide hormone activity, and response to corticosteroid pathways identified using NIH DAVID (Figure 2—figure supplement 1C).

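In the KI inferior olive at 12 weeks, limma called 211 genes, 36 of them up-regulated and 175 down-regulated. For 1841 genes the unadjusted p-value was under 0.05 (691.6 expected by chance), and 2662 genes (19.25%) separated the genotypes completely, where chance gives 10%. The count ranged from 40 to 160 when 1 library was left out. Of the 204 genes in the authors' calls, 100 were called here and 151 had an unadjusted p-value under 0.05. Among the largest decreases of genes with at least 1 FPKM were *Crh* and *Htr5b*. *Htr5b* had 7.57 ± 1.31 FPKM in WT controls and 2.49 ± 0.289 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -1.56 (standard error 0.128, adjusted p = 0.00215). In mm10, *Htr5b* lies in the locus on chromosome 1 from 121509773 to 121528465. The largest increases were in *Irf7*, *Usp18* and *Oasl2*.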

In the 12 week *Atxn1^154Q/2Q^* KI inferior olive, a total of 204 genes were differentially regulated, with 43 annotated transcripts up-regulated and 161 down-regulated (FDR p-value < 0.05; n = 3 males per genotype) (Figure 2B and C). Functional annotation clustering identified the defense response, which is the molecular response to a foreign body or injury, as the most highly enriched pathway in the 12 week old inferior olive (Figure 2D; Figure 2—source data 2). Other pathways associated with the defense response included the immune response and defense response to virus (Figure 2—source data 2). These findings are consistent with IPA results, which predicted activation of interferon signaling, activation of IRF by cytosolic pattern recognition receptors, and RIG-1 like receptors in antiviral innate immunity (Figure 2—figure supplement 2A). The defense response pathway was composed of a large subset of ISGs, which were largely up-regulated (Figure 2E), and were validated using RT-qPCR (Figure 2F) (*Irf7* p < 0.0001; *Ifitm3* p = 0.0033; *Oasl2* p < 0.0001; *Stat1* p = 0.0003; *t-test*; n = 3 males per genotype). 

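A list of interferon-stimulated genes (ISGs) held 32 genes that were tested in the KI inferior olive at 12 weeks, and all 32 were higher in KI mice, with a median log2 fold change of 0.52. Adjusted over all genes tested, 15 of them were called, and adjusted over the list alone 30 were. As a set the ISGs were shifted upward in camera with its preset correlation between genes (adjusted p = 3.86e-36 over 77 combinations of list and comparison) and in fry (adjusted p = 0.016), but not in camera with an estimated correlation. Of the 41 combinations that passed camera with the preset correlation, 8 also passed fry and 0 passed camera with the estimated correlation. *Irf7* had 1.49 ± 0.248 FPKM in WT controls and 3.91 ± 0.432 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 1.34 (standard error 0.127, adjusted p = 0.00313). In WT controls *Ifitm3* was measured at 20.7 ± 3.30 FPKM and in KI mice at 30.4 ± 6.41 FPKM (SD, n = 3), which gave a log2 fold change of 0.55 (standard error 0.164, adjusted p = 0.188). *Oasl2* rose from 2.09 ± 0.304 FPKM in WT controls to 4.61 ± 1.07 FPKM in KI mice (SD, n = 3), with a log2 fold change of 1.09 ± 0.164 (SE, adjusted p = 0.0195). In mm10, *Irf7* lies in the locus on chromosome 7 from 141263183 to 141266424 and *Oasl2* on chromosome 5 from 114896934 to 114912245. *Ifitm3* alone of these was not called. The log2 fold changes were 0.91 ± 0.192 for *Isg15* (adjusted p = 0.0692), 0.99 ± 0.116 for *Ifit1* (adjusted p = 0.0087), and 0.75 ± 0.0603 for *Ifit3* (adjusted p = 0.00211). They were 0.62 ± 0.125 for *Rsad2* (adjusted p = 0.0584) and 0.66 ± 0.212 for *Bst2* (adjusted p = 0.222). *Ifit1* and *Ifit3*, like the Oas genes, have close paralogs between which the authors' assignment of reads could have divided fragments. *Bst2* was among the genes whose values within genotype and age followed the choroid plexus epithelium list. On the same assembly *Isg15* lies in the locus on chromosome 4 from 156198490 to 156201325, *Ifit1* on chromosome 19 from 34592821 to 34662408, *Ifit3* on chromosome 19 from 34583336 to 34589024, *Rsad2* on chromosome 12 from 26442743 to 26456452, and *Bst2* on chromosome 8 from 71534262 to 71537437. *Ifi44*, *Oas1a*, *Mx2* and *Oas1b* averaged less than 0.5 FPKM in WT controls and were not tested.

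**Figure D1:**
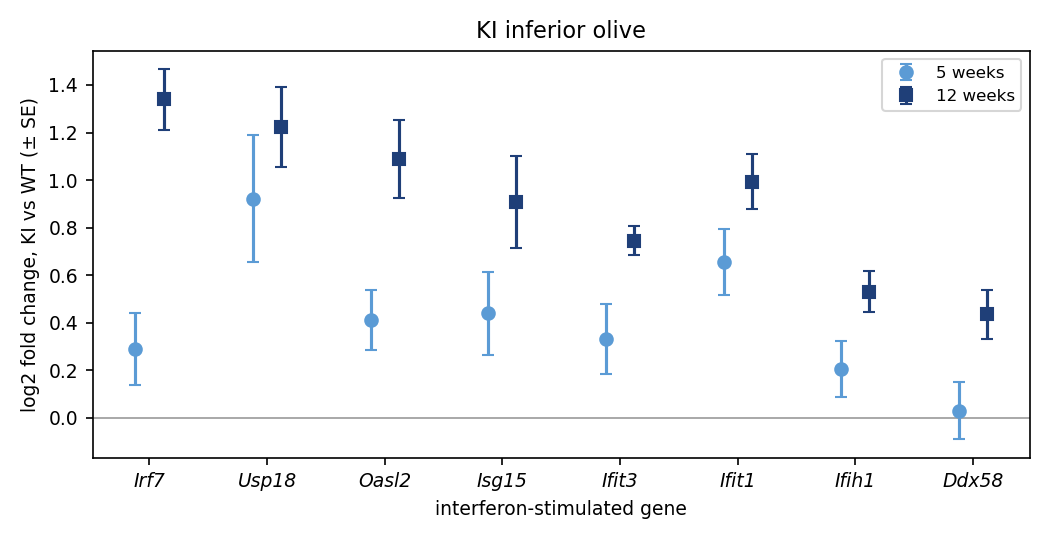
Log2 fold change (KI over WT, ± SE) of 8 interferon-stimulated genes in the KI inferior olive at 5 weeks (circles) and 12 weeks (squares), n = 3 per genotype and age. At 12 weeks the 8 values lie between 0.44 for *Ddx58* and 1.34 for *Irf7*.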

IPA prediction for upstream regulators influencing gene expression changes identified Irf7 as the transcriptional regulator with the highest enrichment of downstream targets (Figure 2—figure supplement 2B; Figure 2—source data 3). This was confirmed after inputting inferior olive differentially regulated gene promoters into the MEME-suite FIMO application and assessing significant enrichment for Irf7 binding site DNA motifs relative to shuffled promoter sequences (Table 1) (Bailey et al., 2009; Grant et al., 2011).

**Table 1.** Enrichment for Irf7 binding site DNA motifs in up-regulated 12 week old *Atxn1^154Q/2Q^* inferior olive genes.

Brain region	Motif occurrence	Down-Regulated	Shuffled	p-value	q-value
Inferior Olive	Present	32	26	0.468	0.123
	Absent	128	134		
Brain Region	Motif Occurrence	Up-Regulated	Shuffled	p-value	q-value
Inferior Olive	Present	27	2	8.8e-9	9.2e-9
	Absent	17	42		

FDR p-value calculated using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli (Q 5%).

Since the defense response was the most significantly enriched biological pathway at the 12 week time-point, and was composed of genes primarily expressed in glial cells, we utilized immunofluorescence staining analyses in 12-week-old *Atxn1^154Q/2Q^* KI mice to determine if classical markers of astrogliosis and microgliosis, Gfap and Iba1, respectively, were altered in the inferior olive (Figure 2G). Relative to WT control animals, there was a significant increase in the number of Iba1-positive cell soma in *Atxn1^154Q/2Q^* KI inferior olive (n = 3 males and females per genotype; p = 0.0488; *t-*test), but no significant change in Gfap fluorescence intensity at this time-point (n = 3 males and females per genotype; p > 0.05; *t-test*) (Figure 2G and H). Since *Irf7* is expressed highly in microglia (Zhang et al., 2014), and is the top predicted upstream regulator of inferior olive differentially regulated genes at the 12 week time-point, (Figure 2—figure supplement 2B; Figure 2—source data 3), we assessed if *Irf7* expression was altered specifically in microglia in a SCA1 context (Figure 2I). The murine microglial BV2 cell line expressed significantly elevated levels of *Irf7* mRNA following overexpression of human ATXN1-82Q (n = 4 wells per experimental group; p = 0.0145; *t-test*) (Figure 2I).

Neurological system process was the second most enriched pathway in the 12 week old *Atxn1^154Q/2Q^* KI inferior olive, and included genes classically associated with behavior and learning (Figure 2D). 

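In the KI inferior olive at 12 weeks, *Calb1*, *Cck* and *Kcnj10* were each lower in all 3 KI libraries than in any WT library. *Calb1* fell from 27.4 ± 1.19 FPKM in WT controls to 19.2 ± 1.60 FPKM in KI mice (SD, n = 3), with a log2 fold change of -0.52 ± 0.0645 (SE, adjusted p = 0.00991). For *Cck*, expression was 37.6 ± 3.26 FPKM in WT controls and 18.7 ± 2.37 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -1.01 with a standard error of 0.0938 (adjusted p = 0.00313). *Kcnj10* had 173 ± 9.67 FPKM in WT controls and 133 ± 3.46 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.37 (standard error 0.0456, adjusted p = 0.00946). In mm10, *Calb1* lies in the locus on chromosome 4 from 15881088 to 15909245, *Cck* on chromosome 9 from 121485168 to 121496181, and *Kcnj10* on chromosome 1 from 172341210 to 172374085.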

Some genes from this pathway, including *Calb1, Cck,* and *Kncj10* were down-regulated in the inferior olive (Figure 2—figure supplement 3A), and *Calb1* was validated using RT-qPCR (Figure 2—figure supplement 3B) (p < 0.01; *t-test*; n = 3 males per genotype). These genes have previously been studied in ataxia research in the cerebellum, suggesting that a subset of ataxia-related genes are also significantly altered in the affected inferior olive of *Atxn1^154Q/2Q^* KI mice at the 12 week time-point (Barski et al., 2003; Djukic et al., 2007; Ingram et al., 2016; Sala-Rabanal et al., 2010). Collectively, these results indicate that defense response-related genes and neurological system process-related genes are a major feature of the inferior olive transcriptome at the 12 week time-point. 

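From the genes altered in the KI inferior olive at 12 weeks, the paper concludes that defense response-related and neurological system process-related genes are a major feature of its transcriptome at that age. At 5 weeks, 34 genes of the ISG list were tested, and all 34 were higher in KI mice, with a median log2 fold change of 0.36 (camera with the preset correlation, adjusted p = 1.69e-23, which held in fry and not with an estimated correlation). Individually, 17 had an unadjusted p-value under 0.05, 0 were called over all genes tested and 12 were called when adjusted over the list alone.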

Altered expression of defense response-related genes are also found in the 5 week time-point, but they do not represent a significant component.

### Dysregulation of gene expression directionality across two time-points in the *Atxn1^154Q/2Q^* KI inferior olive

Identifying similar gene expression and pathway enrichment across the 5 and 12 week time-points in the *Atxn1^154Q/2Q^* KI inferior olive may identify commonly conserved molecular mechanisms that contribute to disease onset and early progression (Figure 2—figure supplement 4A). We first assessed differential gene expression changes in the 5 and 12 week *Atxn1^154Q/2Q^* KI inferior olive relative to their appropriate WT controls (Figure 2—figure supplement 4B). Sixty-two annotated transcripts were altered in both the *Atxn1^154Q/2Q^* KI 5 week and 12 week inferior olive relative to their WT controls, making up approximately 43.4% of the 5 week differentially regulated gene list and 30.4% of the 12 week differentially regulated gene list (Figure 2—figure supplement 4B). 

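The KI inferior olive calls at 5 and 12 weeks shared 2 genes (Fisher's exact test over genes tested at both ages, two-sided p = 0.000239). In all, 237 genes had an unadjusted p-value under 0.05 at both ages, where 107.2 are expected from the 2 lists. Under the authors' deposited calls, 61 genes are shared when genes of at least 0.5 FPKM in either genotype are counted and 49 when both genotypes must reach it.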

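Of the genes with an unadjusted p-value under 0.05 at both ages in the KI inferior olive, 214 changed in the same direction and 23 in opposite directions. Among the 29 genes that the authors' calls share in the same direction, the KI libraries lay entirely outside the WT range in 26 at 5 weeks and in 25 at 12 weeks.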

Among the 62 genes, 29 genes were consistently up- or down-regulated across time-points (Figure 2—figure supplement 4B and C). The log fold change of these genes in the *Atxn1^154Q/2Q^* KI relative to WT controls remained stable across both time-points, with no obvious difference in their fold change between the 5 and 12 week time-points (slope = 1.03 ± 0.07; R^2^ = 0.90) (Figure 2—figure supplement 4C). 

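A slope was not fitted over the 2 genes called here at both ages. Over the 29 genes of the authors' deposited calls, the regression of the 12 week on the 5 week log2 fold change gave a slope of 1.03 ± 0.0658 (SE) with an R2 of 0.901, computed across genes, which are not independent replicates.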

The remaining 33 genes were dysregulated between the two time-points (Figure 2—figure supplement 4B and C). Those 33 genes were significantly up-regulated relative to WT controls at 5 weeks, then down-regulated relative to WT controls at 12 weeks of age (Figure 2—figure supplement 4C).

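The authors' deposited calls hold 32 genes that were higher at 5 weeks and lower at 12 weeks in the KI inferior olive. Separation of all KI from all WT libraries was found for 6 of the 32 at 5 weeks and for 1 at 12 weeks. An unadjusted p-value under 0.05 was found for 14 of the 22 that passed the expression filter at 5 weeks. At 12 weeks it was found for 1 of the 32. These genes did not change evenly across the KI libraries. The list of choroid plexus epithelium genes contains 18 of the 32, and the remaining 14 were averaged as the log2 difference from the mean of the WT controls of the same age. This average was 0.0893, 1.73 and 1.72 in the 3 KI libraries at 5 weeks and 0.0732, -0.13 and -2.20 at 12 weeks. *Ttr*, a transcript of the choroid plexus chosen after the values were seen, had 20.6, 1257 and 1324 FPKM in the KI libraries at 5 weeks, against 17.5, 157.0 and 5.32 FPKM in the WT controls. At 12 weeks it had 2571, 1816 and 16.7 FPKM in the KI libraries and 4309, 834 and 2465 FPKM in the WT controls.

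**Figure D2:**
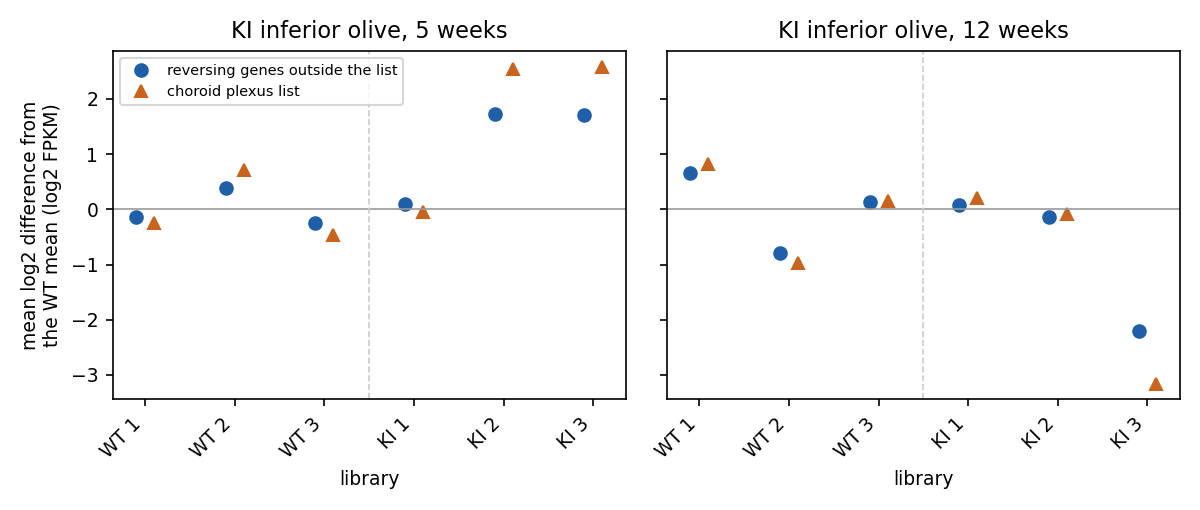
Mean log2 difference from the WT mean of the same age, per library of the KI inferior olive at 5 and 12 weeks, for the 14 genes outside the choroid plexus list that the authors call higher at 5 weeks and lower at 12 weeks (circles) and for the choroid plexus epithelium list (triangles). The 2 measures move together from library to library, and the 12 week decrease rests on KI replicate 3 at -2.20.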

To determine what types of biological pathways were conserved across time-points, and which were specific to individual temporal windows, the overlap of biological and molecular pathways in the 5 and 12 week *Atxn1^154Q/2Q^* KI inferior olive was assessed (Figure 2—figure supplement 4D). Since functional annotation clustering can consolidate related biological pathways and molecular function terms into one broad category, biological themes common to both time-points may be missed. To more easily visualize biological pathways and molecular functions both common, and unique, to the *Atxn1^154Q/2Q^* KI inferior olive across the two time-points, we input all significantly enriched biological and molecular function gene ontology (GO) terms from each time-point into EnrichmentMap (FDR p-value < 0.05) (Merico et al., 2010). A key facet of EnrichmentMap is the visualization of multiple GO lists at the same time, which allows for the easy identification of common and divergent biological features across gene expression datasets. Further, consolidating redundant parent and child GO terms can remove noise and allow for easier interpretation of general functional themes in a dataset (Merico et al., 2010).

This methodology found enrichment for defense response, receptor activity, and chemical homeostasis-related pathways restricted to the 12 week *Atxn1^154Q/2Q^* KI time-point (Figure 2—figure supplement 4D; Figure 2—source data 4 and 5). There was pathway overlap between the 5 week and 12 week datasets for GO terms related to neuropeptide hormone levels, response to organic substance, and system process (Figure 2—figure supplement 4D; Figure 2—source data 4 and 5). The majority of the overlapping neuropeptide hormone activity-related genes were down-regulated at both time-points relative to appropriate WT controls, and included the genes *Cck, Crh, Gal,* and *Nppc* (Figure 2—figure supplement 4E; Figure 2—source data 4 and 5). 

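Values of *Cck* and the first of *Nppc* are at 5 weeks, and those of *Crh* and *Gal* at 12 weeks. For *Cck*, expression was 32.4 ± 7.88 FPKM in WT controls and 21.1 ± 2.86 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -0.60 with a standard error of 0.185 (adjusted p = 0.709). *Crh* fell from 18.8 ± 1.70 FPKM in WT controls to 4.53 ± 0.671 FPKM in KI mice (SD, n = 3), with a log2 fold change of -2.03 ± 0.108 (SE, adjusted p = 0.000759). The mean of *Gal* was 15.2 ± 4.35 FPKM in WT controls against 7.86 ± 1.53 FPKM in KI mice (SD, n = 3), and its log2 fold change of -0.93 had a standard error of 0.202 (adjusted p = 0.0778). *Nppc* had 19.1 ± 1.97 FPKM in WT controls and 12.5 ± 0.611 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.60 (standard error 0.0923, adjusted p = 0.197). At 12 weeks the log2 fold change was -0.81 ± 0.110 for *Nppc* (adjusted p = 0.0134). In mm10, *Nppc* lies in the locus on chromosome 1 from 86666293 to 86670573. Of these values, those of *Crh* and *Nppc* at 12 weeks passed the adjusted threshold. *Cck* at 5 weeks had 2 of 3 KI libraries below the WT range, and in all other cases the 3 lay below it.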

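*B2m* rose from 127 ± 1.55 FPKM in WT controls to 163 ± 8.86 FPKM in KI mice (SD, n = 3), with a log2 fold change of 0.36 ± 0.0427 (SE, adjusted p = 0.00892). For *Iigp1*, expression was 0.842 ± 0.00746 FPKM in WT controls and 1.33 ± 0.126 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was 0.59 with a standard error of 0.128 (adjusted p = 0.38). In WT controls *Iigp1* was measured at 0.850 ± 0.0586 FPKM and in KI mice at 1.58 ± 0.120 FPKM (SD, n = 3), which gave a log2 fold change of 0.82 (standard error 0.110, adjusted p = 0.0128). The mean of *Usp18* was 0.744 ± 0.278 FPKM in WT controls against 1.45 ± 0.274 FPKM in KI mice (SD, n = 3), and its log2 fold change of 0.92 had a standard error of 0.268 (adjusted p = 0.649). *Usp18* had 0.768 ± 0.122 FPKM in WT controls and 1.94 ± 0.365 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 1.22 (standard error 0.168, adjusted p = 0.0139). In mm10, *Iigp1* lies in the locus on chromosome 18 from 60376029 to 60392629 and *Usp18* on chromosome 6 from 121245878 to 121271015. The change between ages in the KI to WT log2 ratio, tested by limma on all 12 libraries, was -0.0413 for *B2m* (standard error 0.0809, adjusted p = 0.997). It was 0.23 for *Iigp1* (standard error 0.150, adjusted p = 0.992) and 0.30 for *Usp18* (standard error 0.342, adjusted p = 0.997).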

The overlapping genes making up the response to organic substance pathway consisted of commonly up-regulated, down-regulated, and dysregulated genes, and included a subset of up-regulated genes linked to the defense response at the 12 week time-point, such as *B2m*, *Iigp1, Ifitm3,* and *Usp18* (Figure 2—figure supplement 4F; Figure 2—source data 4 and 5). The system process pathway was composed of commonly down-regulated and dysregulated genes, such as *Aqp1, Rbp1,* and *Ppp1r1b* (Figure 2—figure supplement 4G; Figure 2—source data 4 and 5). 

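*Aqp1* and *Ppp1r1b* are each given first at 5 and then at 12 weeks. *Aqp1* had 1.39 ± 0.0198 FPKM in WT controls and 3.69 ± 1.89 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 1.18 (standard error 0.389, adjusted p = 0.749). For *Aqp1*, expression was 6.98 ± 4.24 FPKM in WT controls and 4.62 ± 3.87 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -1.36 with a standard error of 1.15 (adjusted p = 0.67). The mean of *Ppp1r1b* was 15.9 ± 0.371 FPKM in WT controls against 23.5 ± 3.49 FPKM in KI mice (SD, n = 3), and its log2 fold change of 0.55 had a standard error of 0.108 (adjusted p = 0.347). *Ppp1r1b* had 38.6 ± 11.8 FPKM in WT controls and 27.3 ± 9.47 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.52 (standard error 0.302, adjusted p = 0.519). In mm10, *Aqp1* lies in the locus on chromosome 6 from 55336299 to 55348555 and *Ppp1r1b* on chromosome 11 from 98348738 to 98358283. At 5 weeks the files list *Aqp1* jointly with *Fam188b*. For both genes the KI libraries were all above the WT range at 5 weeks, while at 12 weeks only 1 of 3 lay outside it and the standard errors were larger. Without KI replicate 3 the 12 week log2 fold change of *Aqp1* was 0.18, opposite in direction. *Aqp1* belongs to the choroid plexus epithelium list, and *Ppp1r1b* was among the genes whose values within genotype and age followed it.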

Enrichment for ion transport-related pathways had been identified in the 5 week and 12 week RNA-seq datasets (Figure 2D; Figure 2—figure supplement 1C), however, the GO term ion transport itself did not reach significance in the 5 week dataset in this analysis (FDR p-value = 0.084).

Collectively, this indicates that a common subset of genes are significantly altered at both the 5 and 12 week time-points in the *Atxn1^154Q/2Q^* KI inferior olive. Though the defense response is not significantly enriched at the 5 week time-point, several genes that have functions in the defense response are significantly up-regulated at the 5 week time-point. 

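Fitted to the 12 KI inferior olive libraries of both ages, an interaction of age with genotype was called for 0 of 13241 genes, and 672 had an unadjusted p-value under 0.05. The smallest adjusted p was 0.474. Among the genes that the authors call in opposite directions at the 2 ages, 22 could be tested and 10 had an unadjusted p-value under 0.05.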

Further, more than one-half of the commonly altered genes across this temporal window switch directionality, with up-regulation of these genes at the 5 week time-point changing to down-regulation at the 12 week time-point.

### SCA1 cerebellum has preferential enrichment for genes associated with synaptic transmission

We similarly conducted a RNA-seq study in the *Atxn1^154Q/2Q^* KI cerebellum at 5 and 12 weeks of age (n = 3 males per genotype) (Figure 3A; Figure 3—figure supplement 1A). 

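The deposited KI cerebellum data comprise 3 WT control and 3 KI libraries at each age, processed by the authors as for the inferior olive, with FPKM computed over the 6 libraries of each age and depth again unknown. The estimated ratio of the deepest to the shallowest library was 1.31 at 5 weeks and 1.77 at 12 weeks. Each library had between 12378 and 12589 genes at 1 FPKM or more at 5 weeks, and between 12345 and 12694 at 12 weeks. RNA integrity numbers lay between 9.9 and 10 at 5 weeks and between 9.5 and 10 at 12 weeks. The expression filter left 13341 genes at 5 weeks and 13284 at 12 weeks.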

Microarrays have previously been used to assess transcriptional alterations in the *Atxn1^154Q/2Q^* KI cerebellum, however, to our knowledge, no RNA-seq experiments have been conducted (Crespo-Barreto et al., 2010; Gatchel et al., 2008). To allow for subsequent comparison between the inferior olive and cerebellum transcriptome in our analysis, we analyzed the *Atxn1^154Q/2Q^* KI cerebellum at appropriate time-points. 

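In the 5 week KI cerebellum, 1 of the genes tested, *Igfbp5*, was called differentially regulated. An unadjusted p-value under 0.05 was found for 496 genes, fewer than the 667.1 expected by chance, and complete separation for 1278 genes (9.58%, with 10% expected). With the authors' Cuffdiff q-values in place of limma, 25 genes were called. *Igfbp5* was no longer called when genes expressed in only 1 genotype were added, when no expression filter was used or when each library was rescaled to a common median. Of the authors' 25 calls, 18 had an unadjusted p-value under 0.05 and 15 separated the genotypes completely.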

For the 5 week analysis, only 25 annotated transcripts were differentially regulated compared to WT controls (FDR p-value < 0.05; n = 3 males per genotype) (Figure 3—figure supplement 1B). The top functional annotation clustering pathways were associated with reproductive process, transcription factor binding, and cell development pathways, though only reproductive process was significantly enriched based on our enrichment threshold (Figure 3—figure supplement 1C; Figure 3—source data 1). The genes linked to reproductive process were a diverse subset of genes with differing functions, and included the phosphatase *Dusp1*, the IGF binding protein *Igfbp5*, and the Wnt ligand *Wnt4*, all of which were down-regulated (Figure 3—figure supplement 1D). 

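*Dusp1* had 28.8 ± 2.37 FPKM in WT controls and 18.9 ± 4.28 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.63 (standard error 0.159, adjusted p = 0.999). *Igfbp5* fell from 53.8 ± 1.54 FPKM in WT controls to 27.1 ± 2.51 FPKM in KI mice (SD, n = 3), with a log2 fold change of -0.99 ± 0.0812 (SE, adjusted p = 0.0432). The mean of *Wnt4* was 3.93 ± 2.24 FPKM in WT controls against 2.15 ± 1.24 FPKM in KI mice (SD, n = 3), and its log2 fold change of -0.75 had a standard error of 0.559 (adjusted p = 0.999). In mm10, *Dusp1* lies in the locus on chromosome 17 from 26505591 to 26508472 and *Igfbp5* on chromosome 1 from 72857812 to 72874865. For *Wnt4*, 1 of 3 KI libraries lay below the WT range, and for *Dusp1* and *Igfbp5* all 3 did.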

Among the transcription factor binding pathway were the transcriptional activator *Eomes*, as well as *Mdfi*, which is known to regulate Wnt signaling, and the transcriptional repressor *Per1* (Figure 3—figure supplement 1E).

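For *Eomes*, expression was 10.2 ± 4.01 FPKM in WT controls and 4.92 ± 1.78 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -1.01 with a standard error of 0.343 (adjusted p = 0.999). *Mdfi* had 10.3 ± 0.888 FPKM in WT controls and 6.21 ± 1.26 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.74 (standard error 0.155, adjusted p = 0.865). In WT controls *Per1* was measured at 13.8 ± 3.96 FPKM and in KI mice at 9.37 ± 2.83 FPKM (SD, n = 3), which gave a log2 fold change of -0.55 (standard error 0.265, adjusted p = 0.999). In mm10, *Eomes* lies in the locus on chromosome 9 from 118478189 to 118486132, *Mdfi* on chromosome 17 from 47815328 to 47834691, and *Per1* on chromosome 11 from 69095107 to 69109957. All KI libraries were below the WT controls for *Mdfi*, against 2 of 3 for *Eomes* and *Per1*.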

**Figure 3.**
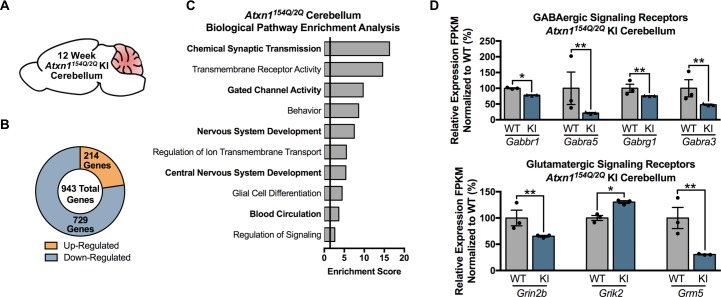
Chemical Synaptic Transmission genes, including GABAergic and glutamatergic genes, are differentially regulated in the 12 week old *Atxn1^154Q/2Q^* KI cerebellum. (**A**) Illustration of the tissue examined. (**B**) Total number of up- and down-regulated genes in the 12 week old *Atxn1^154Q/2Q^* KI cerebellum (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Biological pathway enrichment for all differentially regulated cerebellar genes. (**D**) GABAergic and glutamatergic receptors and receptor subunits are altered in the cerebellum (* FDR p-value < 0.05; ** FDR p-value < 0.01; n = 3 males per group). 10.7554/eLife.39981.019Figure 3—source data 1.5 week old *Atxn1^154Q/2Q^* KI cerebellum functional annotation clustering (differentially expressed genes FDR p-value < 0.05). 10.7554/eLife.39981.020Figure 3—source data 2.12 week old *Atxn1^154Q/2Q^* KI cerebellum functional annotation enrichment analysis. 10.7554/eLife.39981.021Figure 3—source data 3.5 week old *Atxn1^154Q/2Q^* KI cerebellum functional annotation enrichment analysis (using nominal p-value < 0.01 for genes). 10.7554/eLife.39981.022Figure 3—source data 4.*Atxn1^154Q/2Q^* KI Cerebellum 5 weeks enrichment chart edited for EnrichmentMap (nominal p-value < 0.01). 10.7554/eLife.39981.023Figure 3—source data 5.12 week o*ld Atxn1^154Q/2Q^* KI cerebellum enrichment chart edited for EnrichmentMap (FDR p-value < 0.05).

**Figure 3—figure supplement 1.**
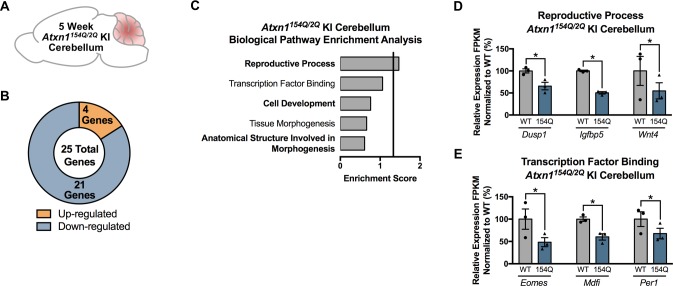
Few genes and pathways are significantly enriched in the 5 week *Atxn1^154Q/2Q^* KI cerebellum. (**A**) Illustration of the tissue examined. (**B**) Total number of up- and down-regulated genes in *Atxn1^154Q/2Q^* KI cerebellum at 5 weeks of age (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Biological pathway enrichment for all differentially regulated genes in the 5 week old *Atxn1^154Q/2Q^* KI cerebellum. (**D**) Reproductive Process and (**E**) Transcription Factor Binding-related genes are largely down-regulated in the 5 week *Atxn1^154Q/2Q^* KI cerebellum. * FDR p-value < 0.05 (n = 3 males per genotype used in RNA-seq).

**Figure 3—figure supplement 2.**
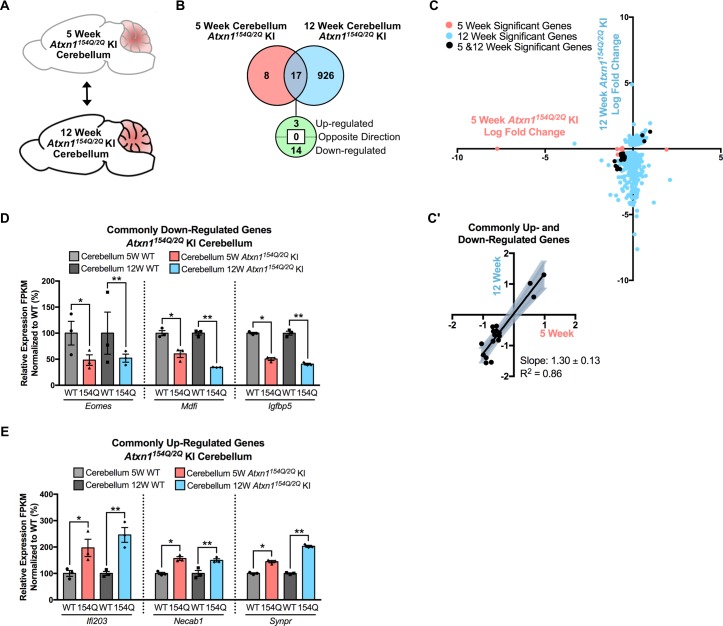
Consistent gene expression changes in the *Atxn1^154Q/2Q^* KI cerebellum across the 5 and 12 week time-points. (**A**) Schematic of the time-point comparison in *Atxn1^154Q/2Q^* KI cerebellum. (**B**) Total number of differentially regulated genes in the *Atxn1^154Q/2Q^* KI cerebellum that are commonly altered in both the 5 and 12 week time-point relative to appropriate WT controls (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Dot plot of log fold changes for genes altered in the 5 and 12 week *Atxn1^154Q/2Q^* KI cerebellum. (**C'**) Log fold change of genes up- or down-regulated at both the 5 week and 12 week time-points only. Linear regression analysis identified the slope and R^2^ of these log fold changes (slope = 1.30 ± 0.13; R^2^ = 0.86). A total of 17 genes were plotted in this analysis. (**D**) A subset of genes were commonly down-regulated and (**E**) commonly up-regulated at both time-points. * FDR p-value < 0.05; ** FDR p-value < 0.01 (n = 3 males per genotype for each time-point).

**Figure 3—figure supplement 3.**
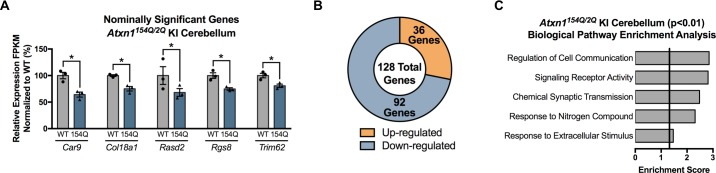
Nominally significant differentially regulated genes in the 5 week old *Atxn1^154Q/2Q^* KI cerebellum overlapped with previously published microarray datasets and revealed significantly enriched pathways. (**A**) Subset of genes with a nominal p-value < 0.01 that overlapped with a previously published dataset (* nominal p-value < 0.01 but FDR p-value > 0.05; n = 3 males per genotype used in RNA-seq). (**B**) Total number of up- and down-regulated genes in *Atxn1^154Q/2Q^* KI cerebellum at 5 weeks of age (p-value < 0.01; n = 3 males per genotype for RNA-seq). (**C**) Biological pathway enrichment for all differentially regulated cerebellum genes with a nominal p-value < 0.01.

**Figure 3—figure supplement 4.**
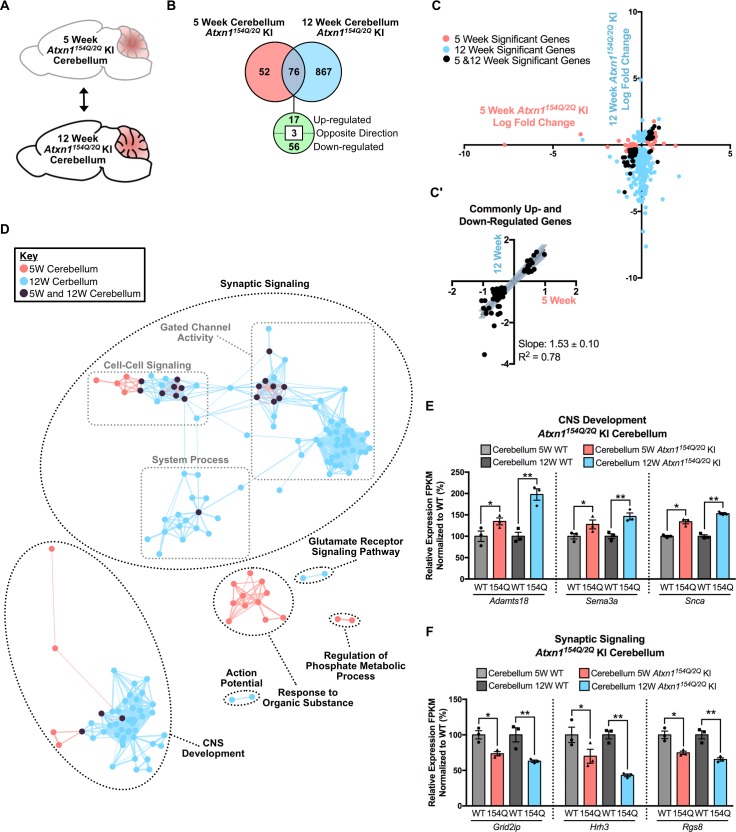
Consistent gene expression changes and pathway enrichment in the 5 week and 12 week *Atxn1^154Q/2Q^* KI cerebellum with an expanded 5 week p-value cutoff. (**A**) Schematic of the time-point comparison in *Atxn1^154Q/2Q^* KI cerebellum. (**B**) Total number of differentially regulated genes in the *Atxn1^154Q/2Q^* KI cerebellum relative to appropriate WT controls that are common, and uniquely altered, in each time-point (nominal p-value < 0.01 for 5 week dataset; FDR p-value < 0.05 for 12 week dataset; n = 3 males per genotype for each time-point for RNA-seq). (**C**) Dot plot of log fold changes for genes altered in the 5 and 12 week *Atxn1^154Q/2Q^* KI cerebellum. Nominal p < 0.01 for the 5 week dataset, FDR p-value < 0.05 for the 12 week dataset. (**C'**) Log fold change of genes up- or down-regulated in both the 5 week and 12 week time-points only. Dysregulated gene were excluded from this analysis. Linear regression analysis identified the slope and R^2^ of these log fold changes (slope = 1.53 ± 0.10; R^2^ = 0.78). A total of 73 genes were plotted in this analysis. (**D**) Clustering of GO terms identified from the *Atxn1^154Q/2Q^* KI cerebellum 5 week and 12 week differentially regulated gene lists relative to the appropriate WT controls. For this analysis, genes with a nominal p-value < 0.01 were used to generate the GO list for the 5 week *Atxn1^154Q/2Q^* KI cerebellum, and FDR p-value < 0.05 was used for the 12 week cerebellum. (**E**) A subset of genes associated with CNS Development were commonly up-regulated and (**F**) a subset of Synaptic Signaling genes were commonly down-regulated when assessed in the 5 and 12 week time-point. * nominal p-value < 0.01; ** FDR p-value < 0.01 (n = 3 males per genotype for each time-point).

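In the 12 week KI cerebellum, limma called 764 genes, 275 up-regulated and 489 down-regulated. There were 3245 genes with an unadjusted p-value under 0.05 (664.2 expected), and 4268 (32.13%) separated the genotypes, compared with 10% by chance. The count was 104 without KI replicate 1 and 1226 without WT replicate 1. Of the authors' 943 calls, 468 were called here and 769 of the 826 that passed the filter separated the genotypes. The 3 largest increases were in *Mndal*, *Ifi203* and *Slc44a5*, and the 3 largest decreases in *Nrgn*, *Sst* and *Tcf7l2*. *Mndal* had 1.04 ± 0.210 FPKM in WT controls and 3.99 ± 0.146 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 1.86 (standard error 0.137, adjusted p = 0.00178). For *Slc44a5*, expression was 1.11 ± 0.124 FPKM in WT controls and 2.65 ± 0.140 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was 1.18 with a standard error of 0.110 (adjusted p = 0.00261). *Nrgn* fell from 52.5 ± 11.0 FPKM in WT controls to 2.85 ± 0.668 FPKM in KI mice (SD, n = 3), with a log2 fold change of -4.16 ± 0.193 (SE, adjusted p = 0.000173). In WT controls *Sst* was measured at 33.1 ± 14.5 FPKM and in KI mice at 3.24 ± 0.800 FPKM (SD, n = 3), which gave a log2 fold change of -3.25 (standard error 0.305, adjusted p = 0.00264). The mean of *Tcf7l2* was 15.1 ± 3.46 FPKM in WT controls against 1.59 ± 0.134 FPKM in KI mice (SD, n = 3), and its log2 fold change of -3.15 had a standard error of 0.162 (adjusted p = 0.000263). In mm10, *Mndal* lies in the locus on chromosome 1 from 173778046 to 173942641, *Slc44a5* on chromosome 3 from 153973436 to 154271860, *Nrgn* on chromosome 9 from 37544493 to 37552745, *Sst* on chromosome 16 from 23889573 to 23891262, and *Tcf7l2* on chromosome 19 from 55741804 to 55933658. *Mndal* and *Ifi203* are neighboring paralogs that share this deposited locus and that the 5 week table lists jointly. *Nrgn*, *Sst* and *Tcf7l2* belong to a list of 14 genes of neurons in brain regions next to the cerebellum, which was chosen after the values were seen. Over the 13 of them with a mean of at least 0.5 FPKM in these libraries, the mean log2 difference from the WT mean was -3.33, -3.67 and -3.11 in the KI libraries at 12 weeks. At 5 weeks it was 1.58, -1.66 and 0.78 in the KI libraries and 1.99, -0.28 and -1.71 in the WT controls.

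**Figure D3:**
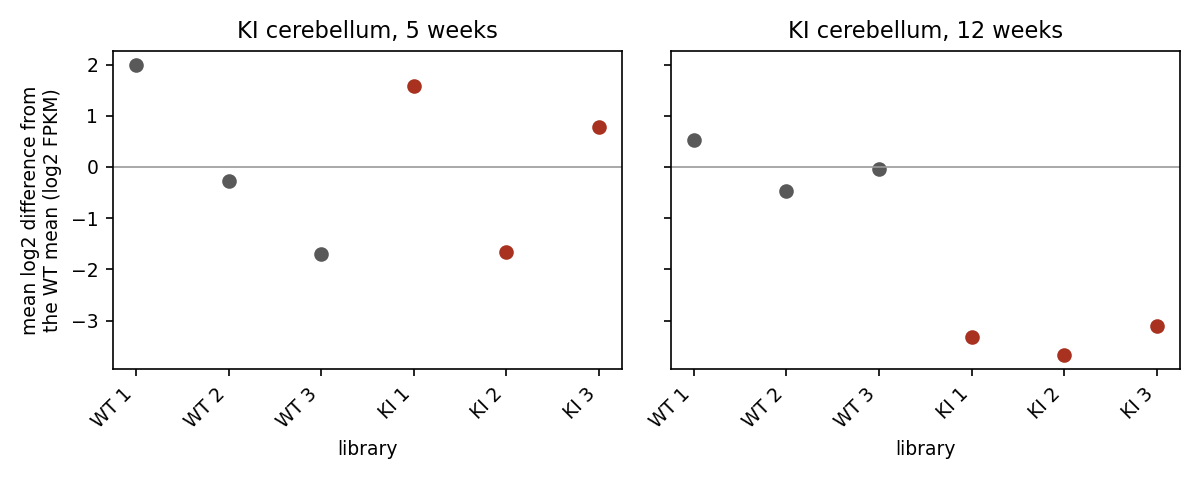
Mean log2 difference from the WT mean of the same age, per KI cerebellum library at 5 and 12 weeks, of 13 genes of neurons in brain regions next to the cerebellum. At 5 weeks the libraries of both genotypes spread between -1.71 and 1.99, and at 12 weeks the KI libraries lie between -3.67 and -3.11.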

In the 12-week-old *Atxn1^154Q/2Q^* KI mice cerebella (Figure 3A), a total of 943 genes were differentially expressed, with 214 genes up-regulated and 729 genes down-regulated (FDR p-value < 0.05; n = 3 males per genotype) (Figure 3B). Pathway enrichment for the entire cerebellar differentially expressed gene list revealed enrichment for pathways associated with chemical synaptic transmission, transmembrane receptor activity, and gated channel activity (Figure 3C; Figure 3—source data 2). Since the top GO term of chemical synaptic transmission was composed of 90 genes, we assessed the molecular function of those genes in greater detail. The most enriched molecular function within this grouping of genes was neurotransmitter receptor activity, and included genes linked to GABAergic and glutamatergic signaling, as well as serotonin and acetylcholine signaling (Figure 3D; Figure 3—source data 2). 

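*Gabbr1* had 178 ± 4.42 FPKM in WT controls and 139.6 ± 2.95 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.35 (standard error 0.0385, adjusted p = 0.00462). For *Gabra5*, expression was 4.09 ± 3.65 FPKM in WT controls and 0.869 ± 0.144 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -1.77 with a standard error of 0.522 (adjusted p = 0.0906). *Gabrg1* fell from 7.98 ± 1.77 FPKM in WT controls to 6.05 ± 0.0891 FPKM in KI mice (SD, n = 3), with a log2 fold change of -0.37 ± 0.138 (SE, adjusted p = 0.149). In WT controls *Gabra3* was measured at 11.8 ± 5.52 FPKM and in KI mice at 5.63 ± 0.414 FPKM (SD, n = 3), which gave a log2 fold change of -0.96 (standard error 0.269, adjusted p = 0.0802). The mean of *Grin2b* was 2.67 ± 0.684 FPKM in WT controls against 1.74 ± 0.0727 FPKM in KI mice (SD, n = 3), and its log2 fold change of -0.56 had a standard error of 0.165 (adjusted p = 0.0901). *Grik2* had 22.0 ± 1.79 FPKM in WT controls and 28.7 ± 0.986 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 0.38 (standard error 0.0642, adjusted p = 0.0188). *Grm5* fell from 6.11 ± 2.12 FPKM in WT controls to 1.87 ± 0.0729 FPKM in KI mice (SD, n = 3), with a log2 fold change of -1.61 ± 0.213 (SE, adjusted p = 0.00917). In mm10, *Gabbr1* lies in the locus on chromosome 17 from 37044277 to 37074305, *Gabra5* on chromosome 7 from 57387272 to 57590183, *Gabrg1* on chromosome 5 from 70749168 to 70842617, and *Gabra3* on chromosome X from 72432676 to 72656246. On the same assembly *Grin2b* lies in the locus on chromosome 6 from 135713232 to 136173537, *Grik2* on chromosome 10 from 49092958 to 49790128, and *Grm5* on chromosome 7 from 87584168 to 88135379. Every KI library lay outside the WT range for all 7 genes, and *Gabbr1*, *Grik2* and *Grm5* passed the adjusted threshold. *Gabra5*, *Gabra3* and *Grm5* were among the genes whose values within genotype followed the list of genes of neurons next to the cerebellum across the 5 week KI cerebellum libraries, and the other 4 were not.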

The remaining genes were largely associated with voltage-gated calcium channel activity and calmodulin binding (Figure 3—source data 2).

Upstream regulator prediction for the 12 week *Atxn1^154Q/2Q^* KI cerebellum transcriptomics dataset revealed Creb1 as one of the top candidates for regulating downstream targets (Supplementary File 3). However, previous studies have identified the transcriptional repressor Capicua (Cic) as an Atxn1 interactor, and a growing body of evidence suggests that the Atxn1-Cic interaction may be important in driving molecular alterations and pathological and behavioral phenotypes in the SCA1 cerebellum (Fryer et al., 2011; Ingram et al., 2016; Kim et al., 2013b; Lam et al., 2006; Lim et al., 2006; Rousseaux et al., 2018). Since Cic motifs are not found in IPA, we queried whether Cic binding site DNA motifs were also significantly enriched in the promoter region of 12 week *Atxn1^154Q/2Q^* KI cerebellum differentially regulated genes (Table 2). Relative to shuffled nucleotide sequences, there was strong enrichment for Cic binding site DNA motifs in the 12 week *Atxn1^154Q/2Q^* KI cerebellum among down-regulated genes (Table 2). To determine if Cic binding site motifs were only present in the promoter region of cerebellum differentially regulated genes, the inferior olive was also tested (Table 2). There was enrichment among up-regulated inferior olive genes at 12 weeks of age for Cic binding sites, but the degree of enrichment was not as substantial as in the cerebellum (Table 2).

**Table 2.** Enrichment for Cic binding site DNA motifs in down- and up-regulated 12 week old *Atxn1^154Q/2Q^* inferior olive and cerebellum.

Cic DNA motif	Brain region	Motif occurrence	Down-Regulated	Shuffled	p-value	q-value
TGAATGAA	Inferior Olive	Present	31	19	0.090	0.095
		Absent	129	141		
	Cerebellum	Present	126	57	5.6e-8	2.9e-7
		Absent	604	673		
TGAATGGA	Inferior Olive	Present	35	25	0.197	0.148
		Absent	125	135		
	Cerebellum	Present	157	104	3.7e-4	9.7e-4
		Absent	573	626		
Cic DNA Motif	Brain Region	Motif Occurrence	Up-Regulated	Shuffled	p-value	q-value
TGAATGAA	Inferior Olive	Present	10	4	0.143	0.125
		Absent	34	40		
	Cerebellum	Present	32	19	0.073	0.095
		Absent	181	194		
TGAATGGA	Inferior Olive	Present	13	2	0.003	0.005
		Absent	31	42		
	Cerebellum	Present	38	29	0.287	0.188
		Absent	175	184		

FDR p-value calculated using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli (Q 5%).

### Conserved gene expression changes and pathway enrichment in the *Atxn1^154Q/2Q^* KI cerebellum across disease progression time-points

Despite the few genes altered in the 5 week *Atxn1^154Q/2Q^* KI cerebellum, we next assessed whether those genes overlapped with the 12 week cerebellum differentially regulated gene list (Figure 3—figure supplement 2A). Of the 25 genes differentially regulated in the 5 week old *Atxn1^154Q/2Q^* KI cerebellum, 17 overlapped with the 12 week cerebellum dataset (Figure 3—figure supplement 2B). 

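The KI cerebellum calls at 5 and 12 weeks shared 1 gene, *Igfbp5* (Fisher's exact test, two-sided p = 0.0581). Both ages gave an unadjusted p-value under 0.05 for 266 genes, where 118.4 are expected. The authors' deposited calls shared 16 genes, of which 13 separated the genotypes completely at 5 weeks and 13 at 12 weeks.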

The majority of these were commonly down-regulated (Figure 3—figure supplement 2B and C). In fact, all of the genes significantly altered in both the *Atxn1^154Q/2Q^* KI 5 week and 12 week cerebellum relative to appropriate WT controls were differentially regulated in the same direction (Figure 3—figure supplement 2B and C). Analysis of these genes found a larger fold change in 12 week *Atxn1^154Q/2Q^* KI relative to controls than in the 5 week dataset (slope = 1.3 ± 0.13, R^2^ = 0.86), indicating a slight progression in the severity of the up- or down-regulation of genes across the temporal window (Figure 3—figure supplement 2C). However, this analysis was conducted with only 17 genes, and the interpretation may change with a larger gene set. 

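Of the genes with an unadjusted p-value under 0.05 at both ages in the KI cerebellum, 262 changed in the same direction and 4 in opposite directions. The shared gene *Igfbp5* was lower at both ages.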

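No slope was fitted over the single gene called here at both ages. Over the 16 genes that the authors' deposited calls share, the slope of the 12 week on the 5 week log2 fold changes was 1.30 ± 0.182 (SE, R2 = 0.784), computed across genes, which are not independent replicates.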

The commonly down-regulated genes, which made up the majority of the overlapping gene set, included the transcription factors *Eomes* and *Mdfi*, as well as IGF binding protein *Igfbp5* (Figure 3—figure supplement 2D). 

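The FPKM values of these 3 genes are at 12 weeks. *Eomes* fell from 6.66 ± 4.67 FPKM in WT controls to 3.47 ± 0.890 FPKM in KI mice (SD, n = 3), with a log2 fold change of -0.72 ± 0.447 (SE, adjusted p = 0.367). For *Mdfi*, expression was 8.28 ± 0.524 FPKM in WT controls and 2.85 ± 0.0409 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -1.51 with a standard error of 0.0691 (adjusted p = 0.000173). In WT controls *Igfbp5* was measured at 42.7 ± 2.79 FPKM and in KI mice at 17.3 ± 1.27 FPKM (SD, n = 3), which gave a log2 fold change of -1.30 (standard error 0.0682, adjusted p = 0.000263). For *Eomes*, 1 of 3 KI libraries was outside the WT range at 12 weeks, and the log2 fold change lay between -1.18 and -0.19 when single libraries were left out. The change in log2 ratio from 5 to 12 weeks was -0.77 for *Mdfi* (standard error 0.180, adjusted p = 0.563) and -0.31 for *Igfbp5* (standard error 0.110, adjusted p = 0.65).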

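In the KI cerebellum the 5 week table lists *Ifi203* jointly with its neighboring paralog *Mndal*, which shares its deposited locus at 12 weeks. *Ifi203*, *Necab1* and *Synpr* are each given first at 5 and then at 12 weeks. *Ifi203* had 2.14 ± 0.415 FPKM in WT controls and 4.20 ± 1.21 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 0.93 (standard error 0.220, adjusted p = 0.976). *Ifi203* rose from 0.813 ± 0.105 FPKM in WT controls to 2.00 ± 0.393 FPKM in KI mice (SD, n = 3), with a log2 fold change of 1.19 ± 0.165 (SE, adjusted p = 0.0111). For *Necab1*, expression was 8.19 ± 0.591 FPKM in WT controls and 12.8 ± 0.993 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was 0.64 with a standard error of 0.0890 (adjusted p = 0.246). The mean of *Necab1* was 9.52 ± 1.84 FPKM in WT controls against 14.2 ± 1.02 FPKM in KI mice (SD, n = 3), and its log2 fold change of 0.59 had a standard error of 0.128 (adjusted p = 0.0417). In WT controls *Synpr* was measured at 36.2 ± 1.55 FPKM and in KI mice at 52.3 ± 2.84 FPKM (SD, n = 3), which gave a log2 fold change of 0.53 (standard error 0.0687, adjusted p = 0.215). *Synpr* had 32.1 ± 1.22 FPKM in WT controls and 65.2 ± 2.09 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 1.02 (standard error 0.0446, adjusted p = 0.000173). In mm10, *Ifi203* lies in the locus on chromosome 1 from 173778046 to 173942641, *Necab1* on chromosome 4 from 14930641 to 15149131, and *Synpr* on chromosome 14 from 13284780 to 13615469. All 3 genes were higher in every KI library than in any WT library at both ages.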

Among the three up-regulated genes shared between the 5 week and 12 week datasets were *Ifi203*, which responds to interferon-beta, *Necab*1, a calcium binding protein, and the synaptic vesicle protein *Synpr* (Figure 3—figure supplement 2E).

We were unable to assess enrichment for similar biological pathways between the 5 week and 12 week time-points, likely due to the small number of genes altered at 5 weeks in the *Atxn1^154Q/2Q^* KI cerebellum. The 5 week *Atxn1^154Q/2Q^* KI dataset may have yielded few significantly different genes due to animal variability, small sample size (n = 3 males per genotype), or the stringent FDR p-value < 0.05 cutoff (nominal p-value = 5.0E-05). To allow for further temporal and cross-tissue comparisons, we sought to extend our p-value cutoff for the 5 week old *Atxn1^154Q/2Q^* KI cerebellum. Previous microarrays in the *Atxn1^154Q/2Q^* KI cerebellum at 4 weeks and 7 weeks of age found a large number of significantly different genes relative to WT controls (Crespo-Barreto et al., 2010; Gatchel et al., 2008). We assessed our 5 week dataset in comparison with the previously published 4 week old cohort, and found a portion of the nominally significant genes (nominal p-value < 0.01) that overlapped with the previously published microarray (Figure 3—figure supplement 3A). 

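In the 5 week KI cerebellum, *Car9*, *Col18a1*, *Rasd2*, *Rgs8*, and *Trim62* all had lower means in KI mice. *Car9* had 3.63 ± 0.380 FPKM in WT controls and 2.33 ± 0.299 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.62 (standard error 0.133, adjusted p = 0.865). For *Col18a1*, expression was 19.7 ± 0.564 FPKM in WT controls and 14.8 ± 1.45 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -0.41 with a standard error of 0.0856 (adjusted p = 0.865). *Rasd2* fell from 9.38 ± 2.71 FPKM in WT controls to 6.39 ± 1.18 FPKM in KI mice (SD, n = 3), with a log2 fold change of -0.52 ± 0.213 (SE, adjusted p = 0.999). In WT controls *Rgs8* was measured at 279.6 ± 25.5 FPKM and in KI mice at 209 ± 11.3 FPKM (SD, n = 3), which gave a log2 fold change of -0.42 (standard error 0.0875, adjusted p = 0.865). The mean of *Trim62* was 62.5 ± 4.65 FPKM in WT controls against 50.5 ± 3.46 FPKM in KI mice (SD, n = 3), and its log2 fold change of -0.31 had a standard error of 0.0820 (adjusted p = 0.999). In mm10, *Car9* lies in the locus on chromosome 4 from 43506378 to 43513725, *Col18a1* on chromosome 10 from 77032721 to 77166530, *Rasd2* on chromosome 8 from 75213944 to 75224113, *Rgs8* on chromosome 1 from 153652648 to 153700792, and *Trim62* on chromosome 4 from 128884140 to 128911640. *Rasd2* had 2 of 3 KI libraries below the WT range, and the other 4 genes had all 3.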

The directionality of the gene expression changes were largely consistent (Figure 3—figure supplement 3A). Due to the overlap between the two datasets, we extended our p-value for the 5 week old *Atxn1^154Q/2Q^* KI cerebellum to include genes with a nominal p-value < 0.01. With this analysis, 128 genes were significantly different relative to WT controls (Figure 3—figure supplement 3B). 

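At an unadjusted p-value under 0.01, limma listed 101 genes in the 5 week KI cerebellum. Among the alternatives, an unadjusted threshold of 0.001 left 15 genes and the replicate number as a block gave 263. Exchanging the genotypes of the libraries in every possible way gave 10 splits of the 6 libraries, and 4 of them, the true one included, gave a list at least this long. Of the 128 genes that the authors' deposited p-values give at the same threshold, 50 were on this list.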

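Of the 101 genes that passed an unadjusted p-value of 0.01 in the KI cerebellum at 5 weeks, 77 (76.24%) were lower and 24 higher in KI mice.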

The majority of genes, approximately 72%, were down-regulated (Figure 3—figure supplement 3B). Pathway analysis with these genes revealed significant enrichment for pathways related to regulation of cell communication, signaling receptor activity, and chemical synaptic transmission, which was similar to those found in the 12 week old *Atxn1^154Q/2Q^* KI cerebellum (Figure 3C; Figure 3—figure supplement 3C; Figure 3—source data 3).

The comparison between the 5 week and 12 week *Atxn1^154Q/2Q^* KI cerebellum relative to appropriate WT controls using the nominal p-value < 0.01 for the 5 week old group revealed a larger degree of overlap between the two temporal time-points (Figure 3—figure supplement 4A, B). Of the 76 genes that were differentially regulated at both time-points relative to their WT littermates, 73 genes were altered in the same direction (Figure 3—figure supplement 4B, C). 

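The 5 week list at an unadjusted p-value under 0.01 and the 12 week calls shared 53 genes, where 5.64 are expected (Fisher's exact test over genes tested at both ages, two-sided p = 4.13e-40). That test treats genes as independent. Of 100 pairs of splits of the libraries at the 2 ages, 3 shared as many, the true pair included, and another pair shared 102. All 53 genes of the true pair changed in the same direction, 9 up and 44 down. Of the 72 genes that the authors' deposited values share in the same direction, 56 separated the genotypes completely at 5 weeks and 63 at 12 weeks.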

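Over the 53 genes shared by the 5 and 12 week KI cerebellum lists, the regression of the 12 week on the 5 week log2 fold change had a slope of 1.56 ± 0.091 (SE, R2 = 0.853), across genes that are not independent replicates. The 95% confidence interval was 1.38 to 1.75. At an adjusted threshold of 0.01 at 12 weeks the slope was 1.81.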

The genes commonly up- and down-regulated at both time-points trended toward greater log fold changes at the 12 week time-point than the 5 week (Slope = 1.53 ± 0.10; R^2^ = 0.78) (Figure 3—figure supplement 4C'). This indicates that genes significantly up- or down-regulated at 12 weeks had a larger fold change than when they were dysregulated at 5 weeks of age (Figure 3—figure supplement 4C').

To determine what pathways were similar, and unique, to each time-point, pathway enrichment was assessed among the *Atxn1^154Q/2Q^* KI cerebellum at 5 weeks (nominal p-value < 0.01) and 12 weeks (FDR p-value < 0.05) (Figure 3—figure supplement 4D; Figure 3—source data 4 and 5). There was overlap between the 5 and 12 week time-points for pathways related to synaptic signaling, which could be further broken down into smaller clusters of cell-cell signaling, gated channel activity, and system process (Figure 3—figure supplement 4D; Figure 3—source data 4 and 5). There was also pathway overlap in CNS development (Figure 3—figure supplement 4D; Figure 3—source data 4 and 5). 

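*Adamts18* and *Sema3a* are each given first at 5 and then at 12 weeks. *Adamts18* had 6.58 ± 1.38 FPKM in WT controls and 8.86 ± 0.929 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 0.44 (standard error 0.160, adjusted p = 0.999). *Adamts18* rose from 3.57 ± 0.577 FPKM in WT controls to 7.05 ± 0.824 FPKM in KI mice (SD, n = 3), with a log2 fold change of 0.97 ± 0.129 (SE, adjusted p = 0.00942). For *Sema3a*, expression was 5.27 ± 0.578 FPKM in WT controls and 6.72 ± 0.950 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was 0.34 with a standard error of 0.129 (adjusted p = 0.999). The mean of *Sema3a* was 4.85 ± 0.484 FPKM in WT controls against 7.10 ± 0.685 FPKM in KI mice (SD, n = 3), and its log2 fold change of 0.54 had a standard error of 0.0974 (adjusted p = 0.0244). In mm10, *Adamts18* lies in the locus on chromosome 8 from 113697088 to 113852413 and *Sema3a* on chromosome 5 from 13125696 to 13606603. In the KI cerebellum each of these genes was higher in all 3 KI libraries than in any WT library at both ages, with the 12 week values called and the 5 week values not.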

Among the commonly enriched pathways, the majority of the up-regulated genes were associated with the CNS development pathway (Figure 3—figure supplement 4E). 

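In the KI cerebellum *Grid2ip*, *Hrh3* and *Rgs8* were lower in KI mice. In WT controls *Grid2ip* was measured at 26.1 ± 2.61 FPKM and in KI mice at 19.2 ± 1.36 FPKM (SD, n = 3), which gave a log2 fold change of -0.44 (standard error 0.0935, adjusted p = 0.865). For *Grid2ip*, expression was 24.2 ± 4.14 FPKM in WT controls and 15.2 ± 0.707 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -0.65 with a standard error of 0.118 (adjusted p = 0.0246). *Hrh3* had 5.94 ± 1.11 FPKM in WT controls and 4.15 ± 1.01 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.52 (standard error 0.191, adjusted p = 0.999). *Rgs8* fell from 263 ± 26.0 FPKM in WT controls to 172 ± 10.8 FPKM in KI mice (SD, n = 3), with a log2 fold change of -0.61 ± 0.0793 (SE, adjusted p = 0.00883). In mm10, *Grid2ip* lies in the locus on chromosome 5 from 143357338 to 143398561 and *Hrh3* on chromosome 2 from 180099465 to 180104407. For *Hrh3* at 5 weeks, 2 of 3 KI libraries were below the WT range.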

Commonly down-regulated genes made up a substantial portion of the cell-cell signaling and gated channel activity pathways, which were subcomponents of the synaptic signaling cluster (Figure 3—figure supplement 4F). This suggests that biological and molecular pathways identified at 12 weeks in the *Atxn1^154Q/2Q^* KI cerebellum are already present at 5 weeks, though to a lesser extent. 

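From the pathways shared between the ages, the paper proposes that those identified at 12 weeks in the KI cerebellum are already present at 5 weeks to a lesser extent. Fitted to the 12 KI cerebellum libraries, an interaction of age with genotype was called for 0 of 12853 genes, and 917 had an unadjusted p-value under 0.05 (smallest adjusted p = 0.315).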

Further, the directionality of the gene expression changes at 5 weeks is largely conserved at 12 weeks in the *Atxn1^154Q/2Q^* KI cerebellum.

### Comparison between cerebellum and inferior olive reveals largely divergent pathway enrichment

Next, we assessed whether molecular alterations found in the inferior olive and cerebellum of *Atxn1^154Q/2Q^* KI mice are similar or distinct. To analyze the similarities between these two affected tissues in greater detail, the overlap in the two SCA1 affected tissues was assessed at each time-point (Figure 4; Figure 4—figure supplement 1). 

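At 5 weeks, the genes called in the KI inferior olive and those listed at an unadjusted p-value under 0.01 in the KI cerebellum had 0 genes in common. An unadjusted p-value under 0.05 in both tissues was found for 44 genes (26.3 expected), 31 of them changed in the same direction and 13 in opposite directions.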

In the 5 week old *Atxn1^154Q/2Q^* KI inferior olive and cerebellum comparison, 14 genes overlapped, 9 of which were regulated in opposing directions in each tissue (Figure 4—figure supplement 1A and B). Biological and molecular pathway overlap consisted of a single node in the response to organic substance cluster (Figure 4—figure supplement 1C; Figure 4—source data 1 and 2). This pathway consisted of a collection of the up-regulated, down-regulated, and dysregulated genes that were altered in both the inferior olive and cerebellum (Figure 4—figure supplement 1D). These results indicate that minimal pathway and gene expression overlap exists in the 5 week old *Atxn1^154Q/2Q^* KI inferior olive and cerebellum, and that gene expression changes in these two tissues at this time-point are brain-region specific.

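At 5 weeks, *Hspb1* is given first in the inferior olive and then in the cerebellum, and the other genes in the cerebellum. *Iigp1* had 0.772 ± 0.0562 FPKM in WT controls and 1.28 ± 0.293 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 0.64 (standard error 0.190, adjusted p = 0.999). For *Ppp1r1b*, expression was 100.3 ± 5.21 FPKM in WT controls and 79.8 ± 14.0 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -0.35 with a standard error of 0.130 (adjusted p = 0.999). *Hspb1* fell from 23.6 ± 5.22 FPKM in WT controls to 16.6 ± 2.48 FPKM in KI mice (SD, n = 3), with a log2 fold change of -0.49 ± 0.173 (SE, adjusted p = 0.789). The mean of *Hspb1* was 12.3 ± 3.32 FPKM in WT controls against 7.20 ± 1.44 FPKM in KI mice (SD, n = 3), and its log2 fold change of -0.75 had a standard error of 0.208 (adjusted p = 0.999). In WT controls *Cck* was measured at 53.7 ± 7.30 FPKM and in KI mice at 45.3 ± 6.07 FPKM (SD, n = 3), which gave a log2 fold change of -0.24 (standard error 0.127, adjusted p = 0.999). In mm10, *Hspb1* lies in the locus on chromosome 5 from 135887919 to 135889563. None of these was called in either tissue at 5 weeks. In the cerebellum all 3 KI libraries lay outside the WT range for *Iigp1*, *Ppp1r1b* and *Hspb1* and 2 of 3 for *Cck*, and in the inferior olive 2 of 3 did for *Hspb1*.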

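With the authors' deposited q-values for the inferior olive and p-values under 0.01 for the cerebellum, 14 genes are shared at 5 weeks, 9 of them in opposite directions. For those 9 genes the genotypes were completely separated in 7 in the inferior olive and in 2 in the cerebellum. From this small overlap, the paper concludes that gene expression changes at 5 weeks are brain-region specific.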

**Figure 4.**
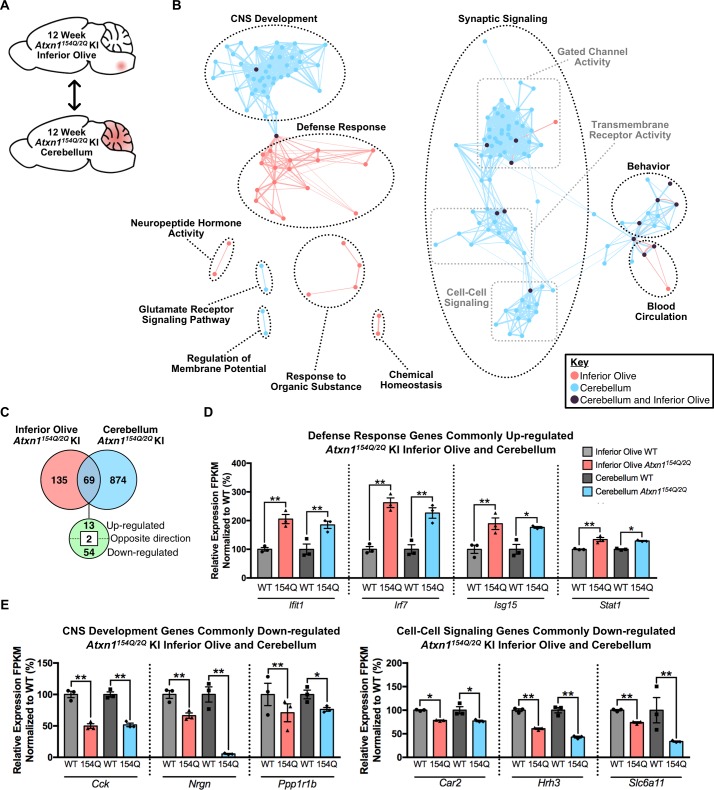
Cross-tissue comparison of pathway enrichment reveals common and unique features of the 12 week old *Atxn1^154Q/2Q^* KI inferior olive and cerebellum. (**A**) Schematic of the cross-tissue comparison conducted. (**B**) Clustering of GO terms from the 12 week old inferior olive and cerebellum differentially expressed genes lists. In this and all following figures, nodes represent GO terms and edges connect nodes that share common genes. Edge width corresponds to the number of genes shared between nodes, and edge length represents the similarity coefficient between nodes. Color-coded nodes represent GO terms from either the inferior olive (pink), cerebellum (blue), or GO terms shared by both tissues (purple). All GO terms were significantly enriched within the datasets (FDR p-value < 0.05). (**C**) Total number of differentially regulated genes that are common, and uniquely altered, in the 12 week old *Atxn1^154Q/2Q^* KI inferior olive and cerebellum (FDR p-value < 0.05). (**D**) A subset of genes commonly up-regulated and (**E**) commonly down-regulated in both the inferior olive and cerebellum relative to WT controls (* FDR p-value < 0.05; ** FDR p-value < 0.01; n = 3 males per genotype for RNA-seq). 10.7554/eLife.39981.027Figure 4—source data 1.5 week old *Atxn1^154Q/2Q^* KI Inferior Olive enrichment chart for EnrichmentMap (FDR p < 0.05). 10.7554/eLife.39981.028Figure 4—source data 2.5 week old *Atxn1^154Q/2Q^* KI cerebellum enrichment chart edited for EnrichmentMap (nominal p-value < 0.01). 10.7554/eLife.39981.029Figure 4—source data 3.12 week old *Atxn1^154Q/2Q^* KI inferior olive enrichment chart for EnrichmentMap. 10.7554/eLife.39981.030Figure 4—source data 4.12 week old *Atxn1^154Q/2Q^* KI cerebellum enrichment chart for EnrichmentMap.

**Figure 4—figure supplement 1.**
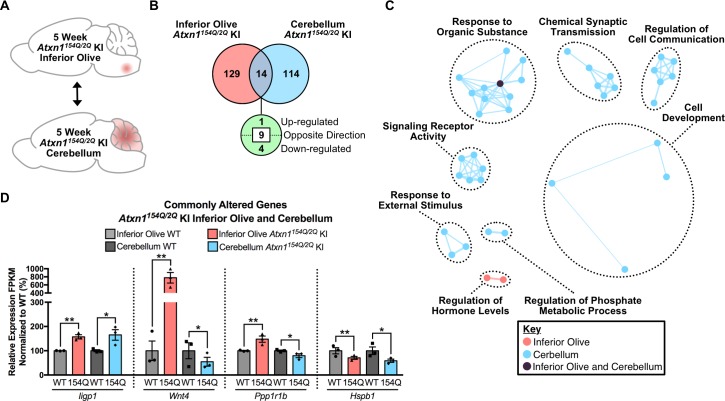
Minimal gene overlap in the 5 week old *Atxn1^154Q/2Q^* KI cerebellum and inferior olive in the cross-tissue comparison. (**A**) Schematic of the cross-tissue comparison in the 5 week old *Atxn1^154Q/2Q^* KI inferior olive and cerebellum. (**B**) Total number of differentially regulated genes in the *Atxn1^154Q/2Q^* KI inferior olive and cerebellum relative to appropriate WT controls that are common, and uniquely altered, in each tissue (nominal p-value < 0.01 for cerebellum dataset; FDR p-value < 0.05 for inferior olive dataset; n = 3 males per genotype for RNA-seq). (**C**) Clustering of GO terms identified from the *Atxn1^154Q/2Q^* KI cerebellum and inferior olive differentially regulated gene lists relative to the appropriate WT controls. For cerebellum, nominal p-value < 0.01 was used to generate the list of enriched pathways, while FDR p-value < 0.05 was used for the inferior olive. (**D**) Genes differentially regulated in both the inferior olive and cerebellum relative to the appropriate WT controls were up-regulated, dysregulated, and down-regulated. * nominal p-value < 0.01; ** FDR p-value < 0.01 (n = 3 males per genotype for each time-point).

In the 12 week *Atxn1^154Q/2Q^* KI inferior olive and cerebellum comparison, GO annotations segregated into biological and molecular functions that were also largely distinct depending on tissue (Figure 4A and B; Figure 4—source data 3 and 4). Node clusters that appeared unique to the inferior olive were composed of pathways associated with the defense response, response to organic substance, neuropeptide hormone activity, and chemical homeostasis (Figure 4B; Figure 4—source data 3). In contrast, node clusters made up entirely of differentially expressed genes originating from the cerebellum included regulation of membrane potential and glutamate receptor signaling pathway (Figure 4B; Figure 4—source data 4). Four node clusters contained a mixture of GO terms enriched in both the inferior olive and cerebellum, including CNS development, blood circulation, behavior, and synaptic signaling (Figure 4B, Figure 4—source data 3 and 4). The synaptic signaling cluster was defined as a large cluster based on our clustering criteria with three minor groups segregating within that cluster (Figure 4B). Those three groups were gated chanel activity, transmembrane receptor activity, and cell-cell signaling (Figure 4B). There was a higher degree of overlap between the inferior olive and cerebellum GO terms enriched within these clusters, indicating a degree of tissue homogeneity. However, the cell-cell signaling cluster only had one node that overlapped between tissues (Figure 4B, Figure 4—source data 3 and 4). While this suggests a degree of overlap between the two tissues in cell-cell signaling, it also indicates that this biological pathway is not a major feature of the inferior olive transcriptome.

In total, 69 common genes were differentially regulated in both tissues relative to appropriate WT controls, with 13 genes commonly up-regulated and 54 down-regulated (Figure 4C). 

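At 12 weeks, 65 genes were called in both KI tissues, where 10.9 are expected (Fisher's exact test, two-sided p = 8.69e-34). Of these, 7 were up-regulated and 56 down-regulated in both, and 2 changed in opposite directions. An unadjusted p-value under 0.05 in both tissues was reached by 661 genes, 583 in the same direction and 78 in opposite directions. Of the 67 genes that the authors' deposited calls share in the same direction, 65 separated the genotypes in the inferior olive and 63 in the cerebellum.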

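*Irf7* had 1.00 ± 0.275 FPKM in WT controls and 2.27 ± 0.319 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 1.12 (standard error 0.189, adjusted p = 0.0191). *Isg15* rose from 2.21 ± 0.651 FPKM in WT controls to 3.90 ± 0.111 FPKM in KI mice (SD, n = 3), with a log2 fold change of 0.83 ± 0.177 (SE, adjusted p = 0.0398). The mean of *Ifit1* was 1.34 ± 0.428 FPKM in WT controls against 2.48 ± 0.291 FPKM in KI mice (SD, n = 3), and its log2 fold change of 0.88 had a standard error of 0.201 (adjusted p = 0.0489). In the KI cerebellum at 12 weeks these 3 genes were called and were higher in every KI library than in any WT library, whereas in the inferior olive *Isg15* was not called. Over the whole ISG list, 29 of 31 genes were higher in the KI cerebellum, with a median log2 fold change of 0.33. Individually 6 were called over all genes tested, and 11 when adjusted over the list alone.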

Of the commonly up-regulated genes, four were ISGs (Figure 4D). Among the shared down-regulated genes were those associated with CNS development and cell-cell signaling, collectively indicating that there is a subset of shared genes and pathways between the two tissues that may mediate pathogenesis (Figure 4E).

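*Nrgn* had 14.1 ± 1.52 FPKM in WT controls and 9.36 ± 1.06 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.59 (standard error 0.0983, adjusted p = 0.0312). For *Hrh3*, expression was 10.1 ± 0.516 FPKM in WT controls and 6.14 ± 0.252 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -0.71 with a standard error of 0.0568 (adjusted p = 0.00211). *Hrh3* fell from 7.46 ± 0.737 FPKM in WT controls to 3.21 ± 0.253 FPKM in KI mice (SD, n = 3), with a log2 fold change of -1.19 ± 0.0953 (SE, adjusted p = 0.00225). In WT controls *Slc6a11* was measured at 166 ± 4.47 FPKM and in KI mice at 123 ± 4.46 FPKM (SD, n = 3), which gave a log2 fold change of -0.44 (standard error 0.0385, adjusted p = 0.00239). The mean of *Slc6a11* was 51.4 ± 23.9 FPKM in WT controls against 17.3 ± 1.07 FPKM in KI mice (SD, n = 3), and its log2 fold change of -1.46 had a standard error of 0.288 (adjusted p = 0.0313). *Car2* had 286 ± 4.60 FPKM in WT controls and 224 ± 3.56 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.35 (standard error 0.0312, adjusted p = 0.00239). For *Car2*, expression was 133 ± 16.9 FPKM in WT controls and 102 ± 3.60 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -0.37 with a standard error of 0.0836 (adjusted p = 0.0477). *Cck* fell from 57.2 ± 4.10 FPKM in WT controls to 29.5 ± 2.88 FPKM in KI mice (SD, n = 3), with a log2 fold change of -0.95 ± 0.0785 (SE, adjusted p = 0.00226). In mm10, *Slc6a11* lies in the locus on chromosome 6 from 114131241 to 114250136 and *Car2* on chromosome 3 from 14886044 to 14900770. These values all passed the adjusted threshold. In the 5 week KI cerebellum libraries, *Hrh3*, *Slc6a11* and *Cck* were among the genes whose values within genotype followed the list of genes of neurons next to the cerebellum, of which *Nrgn* is a member, and *Car2* was not.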

### Defense response-related pathways are enriched in the inferior olive across SCA1 mouse models

The defining feature of the 12 week *Atxn1^154Q/2Q^* KI inferior olive was the defense response, suggesting that the major cell-type undergoing transcriptional alterations in the *Atxn1^154Q/2Q^* KI inferior olive may be from a glial origin (Figure 2D, E, G and H). In addition, a subset of ISGs up-regulated at 12 weeks were also up-regulated at 5 weeks of age, indicating that alterations in these genes already occurs at an early symptomatic time-point (Figure 2—figure supplement 1D). This up-regulation of defense response-related genes may be due to a direct effect of polyQ-expanded Atxn1 in glial cells (Figure 2I), or it may occur in response to polyQ-expanded Atxn1 effects in neurons. 

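Between 5 and 12 weeks in the KI inferior olive, the KI to WT log2 ratio was higher at 12 weeks for 25 of the 32 ISGs tested at both ages, with a median difference of 0.21 (fry, adjusted p = 0.199). For *Irf7* the difference was 1.05 (standard error 0.204, adjusted p = 0.474). After a trend with GC content had been removed from each 5 week library, an adjustment chosen after the values were seen, all 34 ISGs were still higher in KI mice, with a median log2 fold change of 0.37, and 2 were called.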

Consistent with this idea, previous studies have shown an elevation of Gfap and Iba1 proteins in the ATXN1-82Q Tg mouse cerebellum (Cvetanovic et al., 2015). Expression of ATXN1-82Q in these Tg mice is driven by the *Pcp2* promoter, thus isolating the expression of polyQ-expanded ATXN1 to PCs (Burright et al., 1995). This model would therefore allow for the identification of non-cell autonomous effects in the inferior olive, and potentially determine if the defense response enrichment in the 12 week *Atxn1^154Q/2Q^* KI inferior olive is due to non-cell autonomous effects of polyQ-expanded Atxn1.

The ATXN1-82Q Tg mice exhibit robust overexpression of *ATXN1-82Q* mRNA in the cerebellum, but show no significant increase relative to WT control littermates in the inferior olive (Figure 5A). Protein quantification of ATXN1-82Q found that, while it is expressed in whole cerebellar lysate, it does not resolve in the inferior olive (Figure 5B). This verified that ATXN1-82Q Tg mice do not express polyQ-expanded ATXN1 in the inferior olive, which is consistent with a previous report (Burright et al., 1995). Further, it indicates that transcriptional alterations identified in the ATXN1-82Q Tg inferior olive, if any, are likely due to non-cell autonomous effects of polyQ-expanded ATXN1 in the cerebellum, and not due to its expression in the inferior olive.

**Figure 5.**
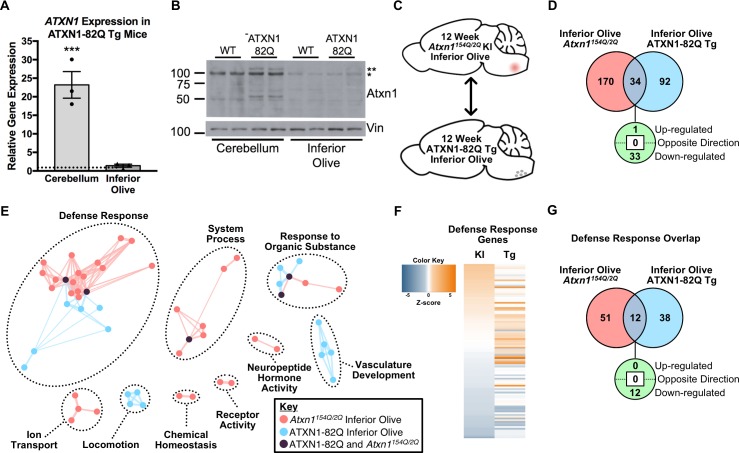
The Defense Response is enriched in both the 12 week old *Atxn1^154Q/2Q^* KI inferior olive and ATXN1-82Q Tg inferior olive. (**A**) *ATXN1* mRNA expression in the 12 week old ATXN1-82Q Tg cerebellum and inferior olive (***p < 0.001, *t-test*; n = 3 males per genotype). (**B**) PolyQ-expanded ATXN1 is present in the cerebellum, but not in the inferior olive (n = 2 males per genotype). * marks Atxn1-2Q, ** marks ATXN1-82Q.(**C**) Schematic of the cross-model, 12 week old inferior olive comparison. (**D**) Total number of differentially regulated genes that are common, and uniquely altered, in the inferior olive of *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg mice (FDR p-value < 0.05). (**E**) Clustering of GO terms from the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg inferior olive differentially expressed genes lists. (**F**) Heatmap of log fold changes in Defense Response-related genes relative to control littermates from both the 12 week *Atxn1^154Q/2Q^* KI and 12 week ATXN1-82Q Tg inferior olive. (**G**) Total number of differentially regulated genes linked to Defense Response that are common, and uniquely altered, in the 12 week old *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg inferior olive (FDR p-value < 0.05). 10.7554/eLife.39981.035Figure 5—source data 1.5 week old ATXN1-82Q Tg inferior olive functional annotation clustering analysis. 10.7554/eLife.39981.036Figure 5—source data 2.12 week old ATXN1-82Q Tg inferior olive functional annotation clustering. 10.7554/eLife.39981.037Figure 5—source data 3.5 week old ATXN1-82Q Tg inferior olive enrichment chart for EnrichmentMap. 10.7554/eLife.39981.038Figure 5—source data 4.12 week old ATXN1-82Q Tg inferior olive enrichment chart for EnrichmentMap.

**Figure 5—figure supplement 1.**
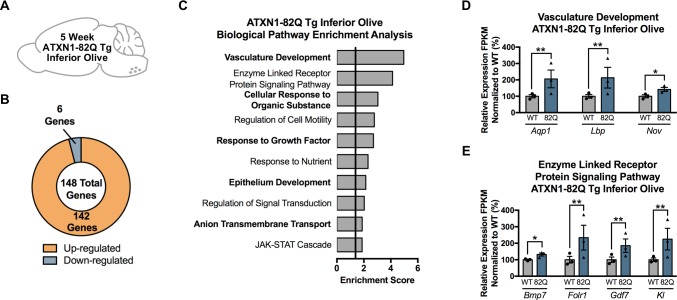
The majority of genes significantly altered in the 5 week ATXN1-82Q Tg inferior olive are up-regulated. (**A**) Illustration of the tissue examined. (**B**) Total number of up- and down-regulated genes in ATXN1-82Q Tg inferior olive at 5 weeks of age (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Biological pathway enrichment for all differentially regulated inferior olive genes. (**D**) Vasculature Development and (**E**) Enzyme-Linked Receptor Protein Signaling Pathway-related genes are largely up-regulated. * FDR p-value < 0.05; ** FDR p-value < 0.01 (n = 3 males per genotype used in RNA-seq).

**Figure 5—figure supplement 2.**
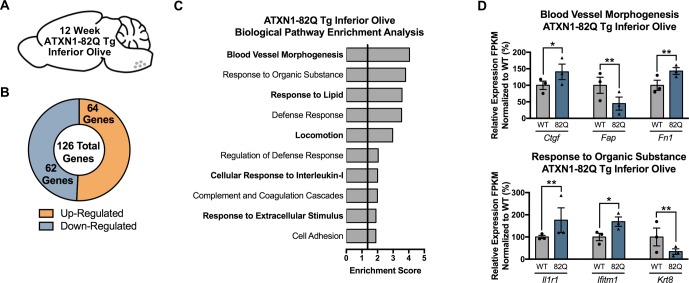
Differentially regulated genes identified in the 12 week ATXN1-82Q Tg inferior olive are associated with Blood Vessel Morphogenesis, Response to Organic Substance, and Defense Response-related pathways. (**A**) Illustration of the tissue examined. (**B**) Total number of up- and down-regulated genes in the 12 week old ATXN1-82Q Tg inferior olive (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Biological pathway enrichment for all ATXN1-82Q Tg differentially regulated inferior olive genes at 12 weeks. (**D**) Blood Vessel Morphogenesis and Response to Organic Substance-related genes are up- and down-regulated. * FDR p-value < 0.05; ** FDR p-value < 0.01 (n = 3 males per genotype used in RNA-seq).

**Figure 5—figure supplement 3.**
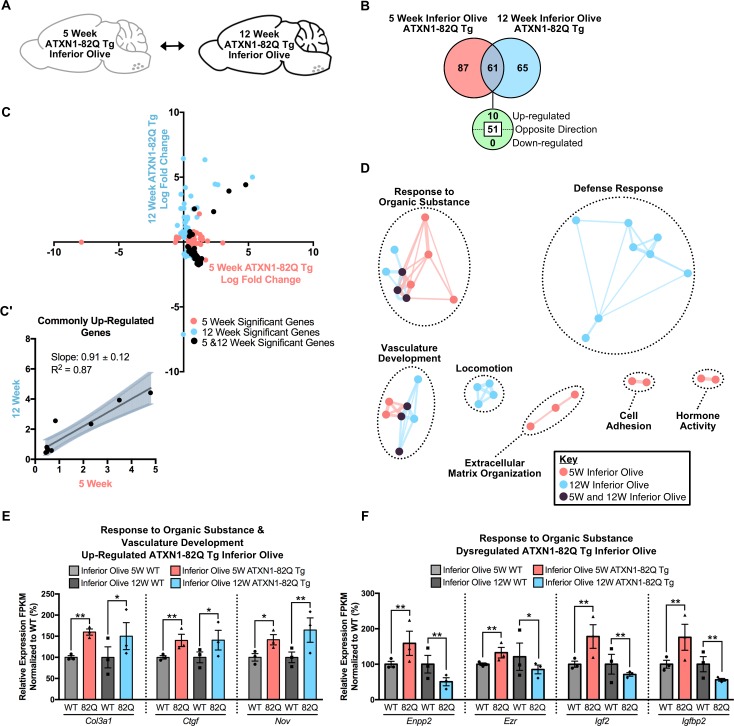
Divergent gene expression changes and minimal biological pathway overlap in the temporal comparison of the ATXN1-82Q Tg inferior olive. (**A**) Schematic of the time-point comparison in ATXN1-82Q Tg inferior olive. (**B**) Total number of differentially regulated genes in the ATXN1-82Q Tg inferior olive relative to appropriate WT controls that are common, and uniquely altered, across the 5 and 12 week time-points (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Dot plot of log fold changes for genes significantly altered in the 5 and 12 week ATXN1-82Q Tg inferior olive relative to appropriate controls. (**C'**) Log fold change of genes significantly up-regulated at both the 5 week and 12 week time-points only. Linear regression analysis identified the slope and R^2^ of these log fold changes (slope = 0.91 ± 0.12; R^2^ = 0.87). A total of 10 genes were plotted in this analysis. Dysregulated genes were excluded from this analysis. (**D**) Clustering of GO terms identified from the ATXN1-82Q Tg inferior olive 5 week and 12 week differentially regulated gene lists relative to the appropriate WT controls. (**E**) A subset of genes associated with Response to Organic Substance and Vasculature Development were commonly up-regulated and (**F**) a subset of Response to Organic ubstance genes were dysregulated when assessed in the 5 and 12 week time-points. * FDR p-value < 0.05; ** FDR p-value < 0.01 (n = 3 males per genotype for each time-point).

Analysis of RNA-seq data from 5 week old ATXN1-82Q Tg inferior olive identified 148 genes that were differentially regulated relative to their WT control littermates (FDR p < 0.05; n = 3 males per genotype) (Figure 5—figure supplement 1A and B). 

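For the ATXN1-82Q Tg mice, which carry the human transgene in Purkinje cells on the FVB/NJ background, inferior olive libraries from 3 Tg males and 3 WT controls were deposited at each age, processed by the authors as for the KI mice. The estimated depth of the deepest library was 1.15 times that of the shallowest at 5 weeks and 1.32 times at 12 weeks, with the numbers of fragments themselves unknown. From 12755 to 12928 genes per library reached 1 FPKM at 5 weeks, and from 12738 to 12896 at 12 weeks, and RNA integrity numbers were 9.9 to 10. The filter left 13708 genes at 5 weeks and 13726 at 12 weeks. At 5 weeks limma called 0 of these genes, with a smallest adjusted p of 0.105, and 902 had an unadjusted p-value under 0.05 where 685.4 are expected. The genotypes were completely separated for 1650 genes (12.04%, against 10% by chance). By the authors' Cuffdiff q-values in place of limma, 131 genes were called. Among the authors' 150 calls, 107 had an unadjusted p-value under 0.05, and 75 of the 131 that passed the filter separated the genotypes.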

The majority of genes (142 out of 148 genes) were up-regulated (Figure 5—figure supplement 1B). 

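Among the genes with an unadjusted p-value under 0.05 in the 5 week Tg inferior olive, 560 were higher and 342 lower in Tg mice. The authors' deposited calls comprise 143 higher and 7 lower, and for them the median coefficient of variation was 13.7% between WT controls and 27.4% between Tg mice.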

Pathway analysis found enrichment for vasculature development, enzyme-linked receptor protein signaling pathway, and cellular response to organic substance in the ATXN1-82Q Tg inferior olive at 5 weeks of age (Figure 5—figure supplement 1C; Figure 5—source data 1). No significant enrichment for defense response-related pathways was identified at this time-point using NIH DAVID or IPA (Figure 5—source data 1; Supplementary file 4). However, some immune-related genes were segregated into the vasculature development cluster (Figure 5—figure supplement 1D). *Lbp* and *Nov* (also known as *Ccn3*) have immune functions, and were significantly up-regulated at 5 weeks in the ATXN1-82Q Tg inferior olive (Figure 5—figure supplement 1D). 

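*Lbp* had 4.20 ± 0.771 FPKM in WT controls and 8.96 ± 4.61 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 0.96 (standard error 0.318, adjusted p = 0.611). For *Nov*, expression was 2.22 ± 0.340 FPKM in WT controls and 3.15 ± 0.468 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was 0.49 with a standard error of 0.134 (adjusted p = 0.6). *Aqp1* rose from 2.41 ± 0.410 FPKM in WT controls to 4.96 ± 2.26 FPKM in Tg mice (SD, n = 3), with a log2 fold change of 0.92 ± 0.291 (SE, adjusted p = 0.6). In mm10, *Lbp* lies in the locus on chromosome 2 from 158306493 to 158332852 and *Nov* on chromosome 15 from 54745928 to 54753761. The 3 Tg libraries were above every WT library for *Nov* and *Aqp1*, and 2 of 3 were for *Lbp*. *Lbp* and *Aqp1* belong to the choroid plexus epithelium list, and *Nov* to the list of leptomeningeal fibroblast genes.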

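In the 5 week Tg inferior olive, *Bmp7*, *Folr1*, *Gdf7* and *Kl* had higher means in Tg mice and none was called. *Bmp7* had 3.32 ± 0.208 FPKM in WT controls and 4.38 ± 0.541 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 0.38 (standard error 0.0967, adjusted p = 0.58). In WT controls *Folr1* was measured at 5.61 ± 1.96 FPKM and in Tg mice at 13.1 ± 7.32 FPKM (SD, n = 3), which gave a log2 fold change of 1.11 (standard error 0.386, adjusted p = 0.643). *Gdf7* rose from 0.514 ± 0.149 FPKM in WT controls to 0.952 ± 0.361 FPKM in Tg mice (SD, n = 3), with a log2 fold change of 0.75 ± 0.264 (SE, adjusted p = 0.65). For *Kl*, expression was 8.30 ± 1.51 FPKM in WT controls and 18.7 ± 9.44 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was 1.04 with a standard error of 0.325 (adjusted p = 0.6). In mm10, *Bmp7* lies in the locus on chromosome 2 from 172868012 to 172940321, *Folr1* on chromosome 7 from 101858331 to 101870788, *Gdf7* on chromosome 12 from 8290830 to 8302034, and *Kl* on chromosome 5 from 150952607 to 150993817. All 3 Tg libraries lay above the WT range for *Bmp7*, and 2 of 3 for the others. *Folr1* and *Kl* are in the choroid plexus epithelium list, *Gdf7* was among the genes whose values within genotype and age followed it across the Tg inferior olive libraries, and *Bmp7* was not.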

Genes associated with enzyme linked receptor protein signaling pathway were also largely up-regulated, and included *Bmp7, Folr1, Gdf7,* and *Kl* (Figure 5—figure supplement 1E).

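In the 12 week Tg inferior olive, limma called 0 genes, with a smallest adjusted p of 0.812. Mutant and WT libraries with the same replicate number were correlated in all 3 pairs of this table (0.26, 0.12 and 0.26), and with that number as a block 4 genes were called, all lower in Tg mice: *Ace*, *Enpp2*, *Lbp* and *Calml4*, which are named after their values were seen. Before adjustment 474 genes had a p-value under 0.05, below the 686.3 expected by chance, and complete separation for 1040 (7.58%, where chance gives 10%). Of the authors' 126 calls, 39 had an unadjusted p-value under 0.05, and 23 of the 101 that passed the filter separated the genotypes.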

The 12 week ATXN1-82Q Tg inferior olive RNA-seq data revealed 126 genes differentially regulated (FDR p-value < 0.05; n = 3 males per genotype) (Figure 5—figure supplement 2A and B). Approximately 51% of the differentially regulated genes were up-regulated (Figure 5—figure supplement 2B). These genes represented pathways related to those identified at 5 weeks, and included blood vessel morphogenesis and response to organic substance (Figure 5—figure supplement 2C; Figure 5—source data 2), which consisted of both up- and down-regulated genes (Figure 5—figure supplement 2D). 

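With an unadjusted p-value under 0.05 in the 12 week Tg inferior olive, 199 genes were higher and 275 lower. The authors' deposited calls hold 63 in each direction, with a median coefficient of variation of 36.2% between WT controls and 44.8% between Tg mice.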

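*Ctgf* had 5.01 ± 1.11 FPKM in WT controls and 7.05 ± 2.03 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 0.47 (standard error 0.224, adjusted p = 0.999). For *Fn1*, expression was 8.84 ± 2.36 FPKM in WT controls and 12.7 ± 1.56 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was 0.54 with a standard error of 0.172 (adjusted p = 0.999). *Il1r1* rose from 1.29 ± 0.163 FPKM in WT controls to 2.27 ± 1.25 FPKM in Tg mice (SD, n = 3), with a log2 fold change of 0.66 ± 0.307 (SE, adjusted p = 0.999). In WT controls *Ifitm1* was measured at 4.35 ± 1.25 FPKM and in Tg mice at 7.37 ± 1.57 FPKM (SD, n = 3), which gave a log2 fold change of 0.77 (standard error 0.228, adjusted p = 0.999). *Fap* fell from 0.784 ± 0.331 FPKM in WT controls to 0.35 ± 0.267 FPKM in Tg mice and *Krt8* from 1.45 ± 1.01 to 0.496 ± 0.315 FPKM (SD, n = 3), and neither was tested because the Tg mean was below 0.5 FPKM. In mm10, *Ctgf* lies in the locus on chromosome 10 from 24595442 to 24598682, *Fn1* on chromosome 1 from 71585473 to 71653300, and *Il1r1* on chromosome 1 from 40223803 to 40316180. On the same assembly *Ifitm1* lies in the locus on chromosome 7 from 140967429 to 140969827, *Fap* on chromosome 2 from 62500489 to 62574021, and *Krt8* on chromosome 15 from 101996711 to 102004342. All 3 Tg libraries lay outside the WT range for *Il1r1* and *Ifitm1* and 2 of 3 for the others. *Krt8* is in the choroid plexus epithelium list, and *Fap* was among the genes whose values within genotype and age followed it.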

Interestingly, a cluster of pathways including defense response, regulation of defense response, cellular response to interleukin-I, and complement and coagulation cascade were among the top ten pathways enriched in the 12 week inferior olive (Figure 5—figure supplement 2C; Figure 5—source data 2).

To identify similarities in gene expression and pathway enrichment across the ATXN1-82Q Tg inferior olive, we assessed the 5 and 12 week ATXN1-82Q Tg inferior olive together (Figure 5—figure supplement 3A). 

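The Tg inferior olive calls at 5 and 12 weeks shared 0 genes. For 83 genes the unadjusted p-value was under 0.05 at both ages (30.4 expected), 65 of them in opposite directions and 51 of these higher at 5 and lower at 12 weeks. The authors' deposited calls share 61 genes.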

A total of 61 genes were altered in both the 5 week and 12 week time-points relative to their WT controls (Figure 5—figure supplement 3B). However, 51 of these common genes were regulated in opposing directions (Figure 5—figure supplement 3B). These genes where up-regulated in the 5 week inferior olive, and down-regulated at the 12 week time-point (Figure 5—figure supplement 3C). 

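Of the 51 genes that the authors' deposited calls place in opposite directions in the Tg inferior olive at 5 and 12 weeks, 25 separated the genotypes at 5 weeks, 4 at 12 weeks and 3 at both. The age by genotype interaction over the 12 libraries was called for 0 of 13274 genes (smallest adjusted p = 0.615), and 858 had an unadjusted p-value under 0.05, among them 44 of the 47 of these genes that could be tested. The choroid plexus epithelium list contains 23 of the 51. The mean log2 difference of the other 28 from the WT controls was 0.21, 0.63 and 1.17 in the Tg libraries at 5 weeks, and that of the choroid plexus list was 0.21, 0.88 and 1.51. At 12 weeks the 28 genes were at -0.37, -0.74 and -1.50 and the list at -0.34, -1.03 and -2.79.

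**Figure D4:**
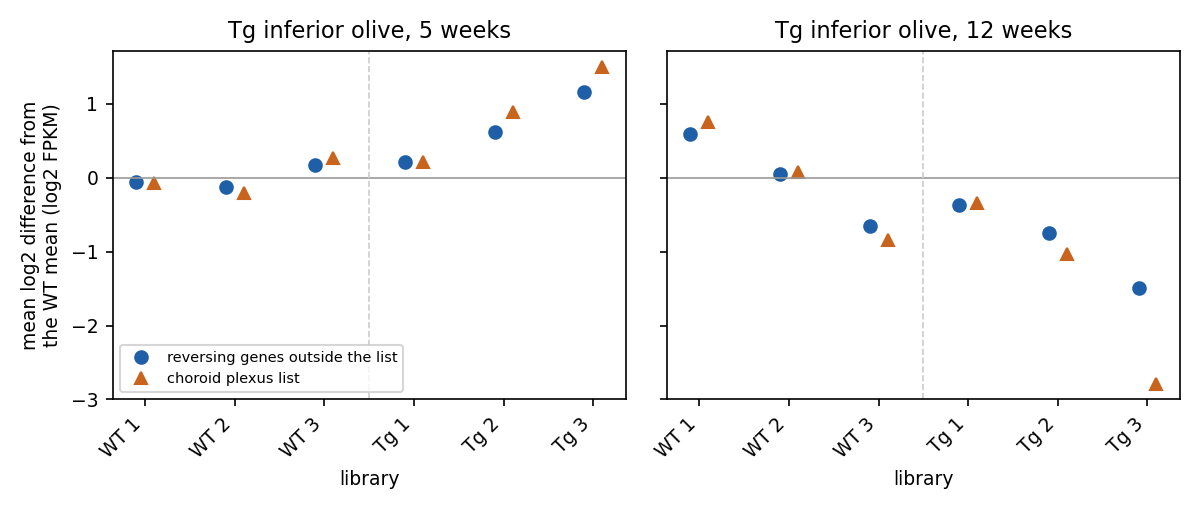
Mean log2 difference from the WT mean of the same age, per library of the Tg inferior olive at 5 and 12 weeks, for the 28 genes outside the choroid plexus list that the authors call in opposite directions at the 2 ages (circles) and for the choroid plexus epithelium list (triangles). Both measures rise from Tg replicate 1 to 3 at 5 weeks and fall from Tg replicate 1 to 3 at 12 weeks.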

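No gene was called at both ages in the Tg inferior olive, so no slope was fitted to limma calls. Over the 10 genes that the authors' deposited calls place up at both ages, the slope of the 12 week on the 5 week log2 fold changes was 0.908 ± 0.124 (SE, R2 = 0.870), across genes, which are not independent replicates. Of these 10 genes, 7 separated the genotypes at 5 weeks and 1 at 12 weeks.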

The 10 genes that were up-regulated at both time-points relative to appropriate WT controls had a minor decrease in fold change over time (Slope = 0.91 ± 0.12; R^2^ = 0.87), indicating the degree of up-regulation remained largely stable at the 5 and 12 week time-points (Figure 5 — figure supplement 3C'). Pathway analysis revealed that the defense response was enriched only at the 12 week time-point (Figure 5—figure supplement 3D; Figure 5—source data 3 and 4). There was a small amount of overlap between the two time-points, including overlap between the response to organic substance and vasculature development pathways (Figure 5—figure supplement 3D; Figure 5—source data 3 and 4). 

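In the Tg inferior olive none of *Col3a1*, *Nov*, *Ctgf*, *Enpp2*, *Ezr*, *Igf2* and *Igfbp2* was called at either age, and with the replicate number as a block *Enpp2* was at 12 weeks (adjusted p = 0.0157) and *Col3a1* at 5 weeks (adjusted p = 0.0425). *Col3a1* had 3.81 ± 0.265 FPKM in WT controls and 6.09 ± 0.485 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 0.66 (standard error 0.0771, adjusted p = 0.123). At 12 weeks its log2 fold change was 0.58 ± 0.325 (adjusted p = 0.999). The FPKM values of *Nov* are at 12 weeks, and those of the other genes listed are at 5 weeks. For *Nov*, expression was 2.25 ± 0.496 FPKM in WT controls and 3.71 ± 1.12 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was 0.67 with a standard error of 0.238 (adjusted p = 0.999). *Ctgf* rose from 6.50 ± 0.468 FPKM in WT controls to 9.11 ± 1.64 FPKM in Tg mice (SD, n = 3), with a log2 fold change of 0.47 ± 0.114 (SE, adjusted p = 0.527). In WT controls *Enpp2* was measured at 391 ± 54.3 FPKM and in Tg mice at 622 ± 232 FPKM (SD, n = 3), which gave a log2 fold change of 0.61 (standard error 0.225, adjusted p = 0.695). The mean of *Ezr* was 7.94 ± 0.501 FPKM in WT controls against 10.5 ± 2.03 FPKM in Tg mice (SD, n = 3), and its log2 fold change of 0.39 had a standard error of 0.119 (adjusted p = 0.6). *Igf2* had 42.8 ± 6.39 FPKM in WT controls and 76.3 ± 24.7 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 0.79 (standard error 0.213, adjusted p = 0.6). For *Igfbp2*, expression was 55.7 ± 10.7 FPKM in WT controls and 97.9 ± 35.3 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was 0.76 with a standard error of 0.245 (adjusted p = 0.6). At 12 weeks the log2 fold changes were -0.98 ± 0.370 for *Enpp2* (adjusted p = 0.999), -0.40 ± 0.235 for *Ezr* (adjusted p = 0.999), -0.36 ± 0.347 for *Igf2* (adjusted p = 0.999), and -0.77 ± 0.253 for *Igfbp2* (adjusted p = 0.999). In mm10, *Col3a1* lies in the locus on chromosome 1 from 45311538 to 45349706, *Enpp2* on chromosome 15 from 54838679 to 54920793, *Ezr* on chromosome 17 from 6738131 to 6782780, and *Igfbp2* on chromosome 1 from 72824480 to 72852471. *Enpp2* and *Igfbp2* belong to the choroid plexus epithelium list, and *Ezr* was among the genes whose values within genotype and age followed it. *Igf2*, *Col3a1* and *Nov* belong to the list of leptomeningeal fibroblast genes.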

The response to organic substance and vasculature development clusters consisted of some commonly up-regulated and dysregulated genes (Figure 5—figure supplement 3E and F; Figure 5—source data 3 and 4).

Enrichment for defense response-related genes at the 12 week ATXN1-82Q Tg time-point suggests there may be some similar genetic changes in the ATXN1-82Q Tg and *Atxn1^154Q/^*^2Q^ KI inferior olive (Figure 5C, D and E). 

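Between the KI and Tg inferior olive at 12 weeks, 0 genes were called in both. The unadjusted p-value was under 0.05 in both models for 96 genes (60.5 expected), 68 in the same direction. Among the 34 genes that the authors' deposited calls share, 33 of them lower in both, the genotypes were completely separated for 1 gene in the KI and for 1 in the Tg inferior olive.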

In total, 34 genes were commonly altered in both the ATXN1-82Q Tg and the *Atxn1^154Q/2Q^* KI inferior olive relative to their WT controls at 12 weeks of age, with 33 of those genes commonly down-regulated (Figure 5D). To identify common and uniquely enriched pathways in these tissues, GO annotations were input into EnrichmentMap and a network was generated (Figure 5E). There was clustering between the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg inferior olive for GO terms related to the defense response, with some overlap in the response to organic substance and system process clusters (Figure 5E).

The minimal overlap for defense response-related pathways between the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg 12 week inferior olive suggests that unique genes may be constituting the defense response in each mouse model. To ascertain whether the same genes were driving enrichment for the defense response in the inferior olive, we compared the genes represented in each of the mouse models at 12 weeks of age (Figure 5F and G). An assessment of all defense response-related genes from both mouse models found a marked difference in expression directionality (Figure 5F). 

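The defense response genes in the paper's enrichment lists were compared in the 12 week inferior olive of both models. There were 47 genes from the KI and 29 from the Tg, fewer than in the pathway itself. Of the KI genes, 42 were tested in the KI inferior olive, where 23 were called and 38 had an unadjusted p-value under 0.05, 20 higher and 18 lower. In the Tg inferior olive 39 of them were tested, 0 were called and 5 had an unadjusted p-value under 0.05, all lower. Of the Tg genes, 22 were tested in the Tg inferior olive and 11 had an unadjusted p-value under 0.05, while 1 of 26 did in the KI. The lists were made by the authors from these samples, so the counts in the list's own model are not independent evidence.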

Genes up-regulated in the ATXN1-82Q Tg are largely non-significant in the *Atxn1^154Q/2Q^* KI, and genes up- or down-regulation in the *Atxn1^154Q/2Q^* KI are largely non-significant or regulated in opposing directions (Figure 5F). 

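The defense response genes in those lists for both models in the 12 week inferior olive were *Ace*, *Kl*, *Lbp* and *Trpv4*, out of 72 listed for either. Their log2 fold changes were -0.34, -1.26, -1.02 and -1.003 in KI mice and -0.62, -1.71, -1.42 and -1.31 in Tg mice, in that order, and none was called. With the replicate number as a block, *Ace* (adjusted p = 0.0324) and *Lbp* (adjusted p = 0.0157) were called in Tg mice. *Kl*, *Lbp* and *Trpv4* belong to the choroid plexus epithelium list.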

A total of 12 defense response-related genes were commonly altered in each of the two groups out of a combined total of 101, with all of them commonly down-regulated (Figure 5G). Collectively, this suggests that different transcriptional regulators are driving distinct alterations in defense response-related genes across the SCA1 animal models at 12 weeks of age (Figure 5F and G). Indeed, IPA prediction for upstream regulators of the ATXN1-82Q Tg inferior olive transcriptome at 12 weeks identified Esr1 and Tcl1a as the top potential upstream regulators, and no significant enrichment for Irf7 was observed (Supplementary File 5).

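The difference between the models in the 12 week inferior olive, tested as an interaction over 12 libraries, was called for 28 of 13174 genes, of which 27 had a higher log2 ratio in Tg than in KI mice. An unadjusted p-value under 0.05 was found for 892. For single genes it was -1.39 for *Irf7* (standard error 0.195, adjusted p = 0.0121) and 1.77 for *Crh* (standard error 0.157, adjusted p = 0.000745). Over the ISG list, all 27 genes had a lower log2 ratio in Tg mice, with a median difference of -0.47 (fry, adjusted p = 0.00357). Within the Tg inferior olive the list did not shift, with 15 of 27 genes higher and a median log2 fold change of 0.00495 (camera with the preset correlation, adjusted p = 0.893), and its sign changed without WT replicate 3. The models also differ in background strain and in the cells that carry the mutation, so model and strain cannot be told apart here. From the contrast in defense response-related genes, the paper proposes that different transcriptional regulators drive distinct alterations in the 2 models.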

### Distinct, brain region-specific pathway enrichment is conserved in a transgenic mouse model of SCA1

The over-representation of the defense response in the ATXN1-82Q Tg inferior olive suggests that non-cell autonomous mechanisms may alter astrocyte or microglia reactivity in the SCA1 inferior olive. To determine if enrichment for defense response-related genes is specific to the inferior olive in the ATXN1-82Q Tg mouse model, we conducted RNA-seq in the cerebellum at 5 and 12 weeks of age. 

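The Tg cerebellum data hold 3 Tg and 3 WT control libraries at each age, deposited as FPKM with the same processing. The deepest library was estimated at 1.23 times the shallowest at 5 weeks and 1.97 times at 12 weeks, without known totals, and the RNA integrity number was 10 for every library. Genes at 1 FPKM or more numbered 12422 to 12504 per library at 5 weeks and 12480 to 12781 at 12 weeks. After filtering, 13325 genes were tested at 5 weeks and 13465 at 12 weeks.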

Sequencing in the 5 week ATXN1-82Q Tg mouse cerebellum revealed 402 genes significantly different relative to WT control littermates (Figure 6—figure supplement 1A and B). 

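At 5 weeks, 554 genes were called in the Tg cerebellum. There were 1939 genes with an unadjusted p-value under 0.05, and 2690 (20.19%) separated the genotypes, compared with 10% by chance. An adjusted threshold of 0.01 gave 343 genes, and leaving out single libraries gave between 372 and 482. Of the authors' 402 calls, 331 were also called here and 361 of the 387 that passed the filter separated the genotypes. The largest increases were in *Hrk*, *Galr1* and *Pf4* and the largest decreases in *Gchfr*, *Gm13944* and *Fgf7*. *Hrk* had 2.40 ± 0.155 FPKM in WT controls and 4.80 ± 0.998 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 0.95 (standard error 0.131, adjusted p = 0.00331). For *Galr1*, expression was 1.96 ± 0.356 FPKM in WT controls and 3.84 ± 0.741 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was 0.94 with a standard error of 0.156 (adjusted p = 0.0101). *Pf4* rose from 1.07 ± 0.0623 FPKM in WT controls to 2.12 ± 0.184 FPKM in Tg mice (SD, n = 3), with a log2 fold change of 0.92 ± 0.102 (SE, adjusted p = 0.000882). In WT controls *Gchfr* was measured at 17.6 ± 0.767 FPKM and in Tg mice at 3.22 ± 0.330 FPKM (SD, n = 3), which gave a log2 fold change of -2.42 (standard error 0.0757, adjusted p = 8.44e-07). The mean of *Gm13944* was 7.76 ± 0.382 FPKM in WT controls against 1.43 ± 0.190 FPKM in Tg mice (SD, n = 3), and its log2 fold change of -2.37 had a standard error of 0.0953 (adjusted p = 1.84e-06). *Fgf7* had 14.3 ± 0.890 FPKM in WT controls and 3.73 ± 0.193 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of -1.91 (standard error 0.0635, adjusted p = 9.1e-07). In mm10, *Hrk* lies in the locus on chromosome 5 from 118169764 to 118189478, *Galr1* on chromosome 18 from 82389264 to 82420896, and *Pf4* on chromosome 5 from 90772435 to 90773383. On the same assembly *Gchfr* lies in the locus on chromosome 2 from 119167788 to 119172389, *Gm13944* on chromosome 2 from 77410627 to 77816816, and *Fgf7* on chromosome 2 from 125859109 to 126152004.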

Of the 402 genes differentially regulated, 350 were down-regulated (Figure 6—figure supplement 1B). 

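Of the genes called in the Tg cerebellum at 5 weeks, 497 were down-regulated and 57 (10.29%) up-regulated. A list of Purkinje cell genes was lower for all 22 genes tested, with a median log2 fold change of -0.97 (fry, adjusted p = 0.000755).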

The biological and molecular pathways these genes made up were chemical synaptic transmission, regulation of cell communication, and cation transmembrane transport (Figure 6—figure supplement 1C; Figure 6—source data 1). The chemical synaptic transmission pathway included genes related to GABAergic signaling, glutamatergic signaling, and scaffolding proteins (Figure 6—figure supplement 1D; Figure 6—source data 1). These were largely down-regulated (Figure 6—figure supplement 1D) Among the regulation of cell communication pathway were the genes *Baiap2*, *Kalrn*, and *Clstn2*, which were also down-regulated (Figure 6—figure supplement 1E; Figure 6—source data 1).

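*Grik1* had 8.82 ± 0.228 FPKM in WT controls and 5.19 ± 0.291 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of -0.76 (standard error 0.0562, adjusted p = 7.13e-05). For *Gabbr1*, expression was 216 ± 6.32 FPKM in WT controls and 131 ± 5.48 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was -0.72 with a standard error of 0.0414 (adjusted p = 1.49e-05). *Grid2ip* fell from 29.6 ± 1.32 FPKM in WT controls to 10.5 ± 0.349 FPKM in Tg mice (SD, n = 3), with a log2 fold change of -1.49 ± 0.0459 (SE, adjusted p = 8.44e-07). The mean of *Shank2* was 43.1 ± 1.48 FPKM in WT controls against 25.1 ± 0.949 FPKM in Tg mice (SD, n = 3), and its log2 fold change of -0.78 had a standard error of 0.0415 (adjusted p = 9.12e-06). In mm10, *Grik1* lies in the locus on chromosome 16 from 87895873 to 88290334 and *Shank2* on chromosome 7 from 143948405 to 144470935. The Tg libraries were below every WT library for all 4 genes.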

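For *Baiap2*, expression was 55.1 ± 2.05 FPKM in WT controls and 37.8 ± 1.89 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was -0.54 with a standard error of 0.0456 (adjusted p = 0.00015). *Kalrn* had 8.91 ± 0.155 FPKM in WT controls and 6.25 ± 0.0832 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of -0.51 (standard error 0.0447, adjusted p = 0.00021). *Clstn2* fell from 13.4 ± 0.30 FPKM in WT controls to 10.3 ± 0.314 FPKM in Tg mice (SD, n = 3), with a log2 fold change of -0.38 ± 0.0427 (SE, adjusted p = 0.000898). In mm10, *Baiap2* lies in the locus on chromosome 11 from 119942903 to 120006782, *Kalrn* on chromosome 16 from 33969073 to 34574485, and *Clstn2* on chromosome 9 from 97444352 to 98033317. No Tg library overlapped the WT range for these genes.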

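In the Tg cerebellum at 12 weeks, 1021 genes were called, 309 of them (30.26%) up-regulated and 712 down-regulated. There were 3171 genes with an unadjusted p-value under 0.05, and 3952 (29.35%) separated the genotypes, where 10% is expected by chance. Between 434 and 975 genes were called when 1 library was left out. Among the authors' 1062 calls, 674 were called here and 967 had an unadjusted p-value under 0.05. Besides *Hrk*, the largest increases were in *Galr1* and *Pappa*, and the largest decreases were in *Fgf7*, *Gchfr* and *Gng13*. *Galr1* had 2.07 ± 0.842 FPKM in WT controls and 8.76 ± 2.94 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 2.06 (standard error 0.309, adjusted p = 0.00726). For *Pappa*, expression was 0.967 ± 0.180 FPKM in WT controls and 2.86 ± 0.204 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was 1.48 with a standard error of 0.149 (adjusted p = 0.000885). *Fgf7* fell from 15.8 ± 0.509 FPKM in WT controls to 2.04 ± 0.188 FPKM in Tg mice (SD, n = 3), with a log2 fold change of -2.89 ± 0.0857 (SE, adjusted p = 1.07e-05). The mean of *Gchfr* was 15.3 ± 1.63 FPKM in WT controls against 2.42 ± 0.567 FPKM in Tg mice (SD, n = 3), and its log2 fold change of -2.63 had a standard error of 0.156 (adjusted p = 6.87e-05). In WT controls *Gng13* was measured at 493 ± 68.8 FPKM and in Tg mice at 84.8 ± 7.97 FPKM (SD, n = 3), which gave a log2 fold change of -2.53 (standard error 0.112, adjusted p = 2.61e-05). In mm10, *Pappa* lies in the locus on chromosome 4 from 65124164 to 65364128 and *Gng13* on chromosome 17 from 25717172 to 25727415.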

A greater number of genes were significantly altered at the 12 week time-point, with 1062 annotated transcripts significantly altered in the ATXN1-82Q Tg cerebellum, with approximately 43% of genes up-regulated (Figure 6—figure supplement 2B). The top biological and molecular functions enriched in this tissue were synaptic signaling, regulation of signaling, and neurological system process (Figure 6—figure supplement 2C; Figure 6—source data 2). 

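For *Grik1*, expression was 8.49 ± 1.03 FPKM in WT controls and 3.82 ± 0.0746 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was -1.12 with a standard error of 0.0952 (adjusted p = 0.00038). *Grm4* fell from 110 ± 14.5 FPKM in WT controls to 82.4 ± 13.7 FPKM in Tg mice (SD, n = 3), with a log2 fold change of -0.42 ± 0.129 (SE, adjusted p = 0.0935). The mean of *Grm5* was 5.25 ± 1.14 FPKM in WT controls against 7.26 ± 0.219 FPKM in Tg mice (SD, n = 3), and its log2 fold change of 0.48 had a standard error of 0.137 (adjusted p = 0.0783). In mm10, *Grm4* lies in the locus on chromosome 17 from 27420120 to 27513902. In the 12 week Tg cerebellum these 3 genes separated the genotypes completely, and *Grik1* passed the adjusted threshold.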

Glutamatergic receptors made up a portion of the synaptic signaling pathway, and consisted of a collection of up- and down-regulated genes (Figure 6—figure supplement 2D; Figure 6—source data 2). 

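*Arhgef3* had 32.7 ± 1.94 FPKM in WT controls and 24.6 ± 1.42 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of -0.41 (standard error 0.0659, adjusted p = 0.01). For *Arhgef19*, expression was 4.98 ± 0.759 FPKM in WT controls and 3.27 ± 0.415 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was -0.59 with a standard error of 0.136 (adjusted p = 0.0399). *Arhgef37* fell from 4.17 ± 0.221 FPKM in WT controls to 3.09 ± 0.238 FPKM in Tg mice (SD, n = 3), with a log2 fold change of -0.42 ± 0.0933 (SE, adjusted p = 0.0349). In WT controls *Rasgrf2* was measured at 5.09 ± 1.62 FPKM and in Tg mice at 7.39 ± 0.701 FPKM (SD, n = 3), which gave a log2 fold change of 0.57 (standard error 0.192, adjusted p = 0.123). In mm10, *Arhgef3* lies in the locus on chromosome 14 from 27143993 to 27403911, *Arhgef19* on chromosome 4 from 141239531 to 141257923, *Arhgef37* on chromosome 18 from 61491637 to 61536654, and *Rasgrf2* on chromosome 13 from 91880247 to 91988044. In this 12 week Tg cerebellum comparison *Rasgrf2* had 2 of 3 Tg libraries above the WT range and was not called, and the 3 others were called.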

The regulation of signaling pathway contained similar genes as the synaptic signaling pathway, but a major component of the regulation of signaling pathway was Rho GTPases, which were up- and down-regulated (Figure 6—figure supplement 2D; Figure 6—source data 2).

Some pathways identified in the 5 week and 12 week dataset appeared to be quite similar, including synaptic signaling, chemical synaptic transmission, and ion transport (Figure 6—figure supplements 1C and 2C). To determine the extent of the similarities, we conducted a more thorough comparison between the two time-points (Figure 6—figure supplement 3A). 

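In the Tg cerebellum, 401 genes were called at both 5 and 12 weeks, where 42.1 are expected from the 2 lists. At both ages 1019 genes had an unadjusted p-value under 0.05 (450.3 expected). Of 100 pairs of splits of the libraries at the 2 ages, only the true pair shared as many genes.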

Between the two datasets, 323 genes were differentially regulated at both time-points relative to their WT controls (Figure 6—figure supplement 3B). 

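All 401 genes called at both ages in the Tg cerebellum changed in the same direction, 28 up and 373 down. Of those with an unadjusted p-value under 0.05 at both ages, 994 did and 25 did not. Of the 314 genes that the authors' deposited calls share in the same direction, 309 separated the genotypes at 5 weeks and 307 at 12 weeks.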

Interestingly, the majority of genes (316 out of the 323 genes) were regulated in the same direction (Figure 6—figure supplement 3C and C'). 

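Over the 401 genes called at both ages in the Tg cerebellum, the slope of the 12 week on the 5 week log2 fold changes was 1.36 ± 0.024 (SE, R2 = 0.889), across genes that are not independent replicates. Its 95% confidence interval was 1.31 to 1.40. By orthogonal regression the slope was 1.47.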

Among the 316 genes altered in the same direction over time, there appeared to be an increase in the severity of the log fold change from the 5 week to 12 week time-point (slope = 1.47 ± 0.03, R^2^ = 0.89) (Figure 6 - figure supplement 3C). This suggests that a subset of gene expression changes occurring as early as 5 weeks become progressively more severe with age (Figure 6 - figure supplement 3C). An examination of pathway overlap between the two time-points identified pathways related to cell-cell signaling, chemical synaptic transmission/ion transport, and system process (Figure 6—figure supplement 3D). Pathways related to CNS development, receptor activity, and movement of cell were specific to the 12 week time-point (Figure 6—figure supplement 3D). 

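*Gfap* and *Calb1* are each given first at 5 and then at 12 weeks. *Gfap* rose from 61.2 ± 1.62 FPKM in WT controls to 91.0 ± 4.89 FPKM in Tg mice (SD, n = 3), with a log2 fold change of 0.57 ± 0.0445 (SE, adjusted p = 9.31e-05). In WT controls *Gfap* was measured at 62.6 ± 13.4 FPKM and in Tg mice at 125 ± 8.19 FPKM (SD, n = 3), which gave a log2 fold change of 1.02 (standard error 0.141, adjusted p = 0.00498). The mean of *Calb1* was 373 ± 17.6 FPKM in WT controls against 189 ± 9.04 FPKM in Tg mice (SD, n = 3), and its log2 fold change of -0.98 had a standard error of 0.0497 (adjusted p = 7.12e-06). *Calb1* had 367 ± 38.6 FPKM in WT controls and 137 ± 14.2 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of -1.42 (standard error 0.103, adjusted p = 0.000175). At 12 weeks the log2 fold changes were -0.77 ± 0.0792 for *Baiap2* (adjusted p = 0.000991), -0.42 ± 0.0766 for *Kalrn* (adjusted p = 0.0171), and -0.67 ± 0.0620 for *Gabbr1* (adjusted p = 0.000592). In mm10, *Gfap* lies in the locus on chromosome 11 from 102887336 to 102897200. In the Tg cerebellum these 5 genes separated the genotypes completely at both ages.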

The cell-cell signaling, chemical synaptic transmission/ion transport, and system process pathways consisted of a collection of both up- and down-regulated genes, such as *Casp3*, *Gfap*, *Calb1*, *Baiap2*, *Kalrn*, and *Gabbr1* (Figure 6—figure supplement 3E). Collectively, this indicates that the 5 week ATXN1-82Q Tg cerebellum differentially regulated gene list largely overlaps with the 12 week dataset, though it appears that many changes in gene expression occur after the 5 week time-point.

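The interaction of age with genotype in the Tg cerebellum was called for 11 of 12898 genes, and 1754 had an unadjusted p-value under 0.05. For 10 of the 11 the log2 ratio was lower at 12 weeks, among them -0.99 for *Fgf7* (standard error 0.106, adjusted p = 0.00685), -0.87 for *Grid2ip* (standard error 0.118, adjusted p = 0.0267), and -0.47 for *Sema7a* (standard error 0.0543, adjusted p = 0.00685). Of 100 randomly drawn exchanges of genotypes within each age, 5 gave at least 11 genes. The draw allowed exchanges that keep or reverse the real genotypes of 1 age and so carry the genotype effect. This share therefore cannot decide whether chance accounts for the 11 genes. From the overlap of the 2 lists, the paper concludes that the 5 week genes are largely contained in the 12 week dataset, and it proposes that many changes may occur after 5 weeks.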

To determine if brain region-dependent gene expression changes and pathway enrichment were occurring in the ATXN1-82Q Tg mouse, a tissue comparison was conducted at both time-points. 

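The inferior olive and cerebellum of Tg mice shared 0 called genes at 5 weeks, since no gene was called in the inferior olive. In both tissues 159 genes had an unadjusted p-value under 0.05, where 119.8 are expected.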

At the 5 week time-point (Figure 6—figure supplement 4A), 23 annotated transcripts were differentially regulated in both the 5 week inferior olive and cerebellum (Figure 6—figure supplement 4B). However, 15 of the 23 genes were altered in opposing directions (Figure 6—figure supplement 4B). 

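Of the genes with an unadjusted p-value under 0.05 in both Tg tissues at 5 weeks, 110 changed in the same direction and 49 in opposite directions. For the 15 genes that the authors' deposited calls place in opposite directions, the genotypes were separated in 2 in the inferior olive and in 9 in the cerebellum.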

There was minor overlap in terms of enriched biological and molecular pathways between the two tissues, with only one node shared between the two brain regions in the hormone activity cluster (Figure 6—figure supplement 4C). 

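At 12 weeks the Tg inferior olive and cerebellum had 0 called genes in common, and 2 with the replicate number as a block, *Enpp2* and *Calml4*, both lower in the inferior olive and higher in the cerebellum. With an unadjusted p-value under 0.05 in both there were 140 genes (101.8 expected), 74 in the same direction and 66 in opposite directions. The authors' deposited calls share 59 genes, 43 of them in opposite directions, for which the genotypes were separated in 5 in the inferior olive and in 27 in the cerebellum.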

At the 12 week time-point (Figure 6A), 59 genes were commonly altered in both tissues (Figure 6B). 

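At 12 weeks none of *C1qa*, *C1qb* and *C1qc* was called in either tissue of Tg mice. The 3 genes are given first in the inferior olive and then in the cerebellum. *C1qa* had 26.7 ± 0.499 FPKM in WT controls and 35.1 ± 13.2 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 0.33 (standard error 0.212, adjusted p = 0.999). For *C1qb*, expression was 14.7 ± 1.61 FPKM in WT controls and 23.3 ± 11.4 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was 0.56 with a standard error of 0.279 (adjusted p = 0.999). *C1qc* rose from 14.0 ± 0.599 FPKM in WT controls to 21.9 ± 12.8 FPKM in Tg mice (SD, n = 3), with a log2 fold change of 0.50 ± 0.320 (SE, adjusted p = 0.999). In WT controls *C1qa* was measured at 18.2 ± 8.97 FPKM and in Tg mice at 32.2 ± 11.7 FPKM (SD, n = 3), which gave a log2 fold change of 0.86 (standard error 0.339, adjusted p = 0.174). The mean of *C1qb* was 12.9 ± 6.86 FPKM in WT controls against 20.3 ± 11.4 FPKM in Tg mice (SD, n = 3), and its log2 fold change of 0.64 had a standard error of 0.425 (adjusted p = 0.413). *C1qc* had 12.0 ± 7.30 FPKM in WT controls and 19.1 ± 9.71 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 0.72 (standard error 0.435, adjusted p = 0.369). In mm10, *C1qa* lies in the locus on chromosome 4 from 136895916 to 136898844, *C1qb* on chromosome 4 from 136880145 to 136886177, and *C1qc* on chromosome 4 from 136889802 to 136892914. In the inferior olive 2 of 3 Tg libraries lay above the WT range for each gene, and in the cerebellum 1 of 3 did.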

There were 15 up-regulated genes, three of which constitute components of the defense response, specifically the complement cascade (i.e. *C1qa, C1qb, C1qc*) (Figure 6C). However, the majority of the genes commonly altered in both the 12 week ATXN1-82Q Tg cerebellum and inferior olive were altered in opposing directions, some of which were associated with cell growth and development (Figure 6C).

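Each gene is given first in the inferior olive and then in the cerebellum of Tg mice at 12 weeks. *Folr1* had 13.0 ± 7.84 FPKM in WT controls and 4.76 ± 4.13 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of -2.16 (standard error 1.12, adjusted p = 0.999). For *Folr1*, expression was 6.25 ± 2.34 FPKM in WT controls and 12.0 ± 2.72 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was 0.97 with a standard error of 0.274 (adjusted p = 0.0766). *Lmx1a* fell from 1.29 ± 0.842 FPKM in WT controls to 0.621 ± 0.317 FPKM in Tg mice (SD, n = 3), with a log2 fold change of -0.82 ± 0.572 (SE, adjusted p = 0.999). In WT controls *Lmx1a* was measured at 0.866 ± 0.0924 FPKM and in Tg mice at 1.52 ± 0.525 FPKM (SD, n = 3), which gave a log2 fold change of 0.70 (standard error 0.234, adjusted p = 0.119). The mean of *Sostdc1* was 5.11 ± 3.13 FPKM in WT controls against 1.76 ± 1.49 FPKM in Tg mice (SD, n = 3), and its log2 fold change of -1.84 had a standard error of 0.812 (adjusted p = 0.999). *Sostdc1* had 2.32 ± 1.50 FPKM in WT controls and 4.45 ± 1.90 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 1.00 (standard error 0.446, adjusted p = 0.224). In mm10, *Lmx1a* lies in the locus on chromosome 1 from 167687864 to 167848733 and *Sostdc1* on chromosome 12 from 36314169 to 36318452. None was called in either tissue. In the inferior olive 1 of 3 Tg libraries lay below the WT range for *Folr1* and *Lmx1a* and 2 of 3 for *Sostdc1*. *Folr1* and *Sostdc1* belong to the choroid plexus epithelium list, and *Lmx1a* was among the genes whose values within genotype and age followed it in the Tg inferior olive.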

**Figure 6.**
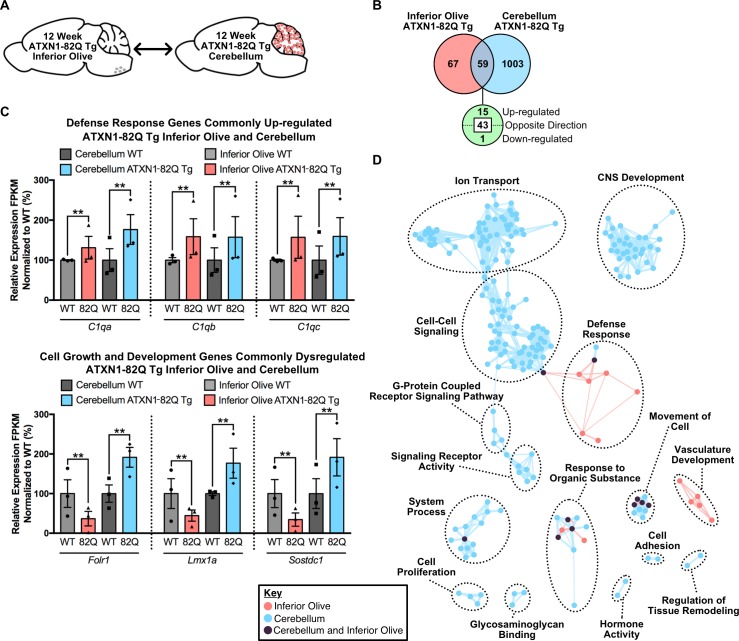
Divergent gene expression changes and low biological pathway overlap between 12 week old ATXN1-82Q Tg inferior olive and cerebellum. (**A**) Schematic of the cross-tissue comparison in ATXN1-82Q Tg mice. (**B**) Total number of differentially regulated genes that are common, and uniquely altered, in the inferior olive and cerebellum of 12 week old ATXN1-82Q Tg mice (FDR p-value < 0.05; n = 3 males per genotype). (**C**) A subset of genes commonly up-regulated in the inferior olive and cerebellum, and genes altered in opposing directions (** FDR p-value < 0.01; n = 3 males per genotype for RNA-seq). (**D**) Clustering of GO terms from the ATXN1-82Q Tg inferior olive and cerebellum differentially expressed genes lists. 10.7554/eLife.39981.044Figure 6—source data 1.5 week old ATXN1-82Q Tg cerebellum functional annotation enrichment analysis. 10.7554/eLife.39981.045Figure 6—source data 2.12 week old ATXN1-82Q Tg functional annotation clustering enrichment analysis.

**Figure 6—figure supplement 1.**
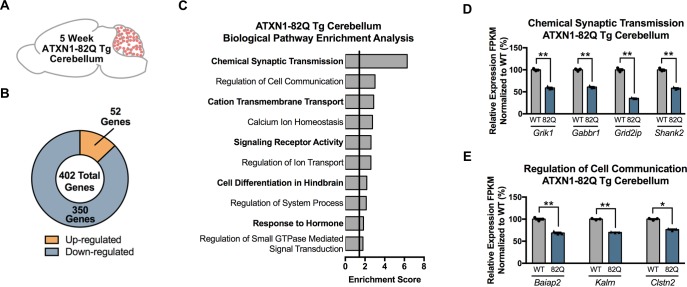
Chemical Synaptic Transmission and Regulation of Cell Communication are the most enriched pathways in the 5 week ATXN1-82Q Tg cerebellum. (**A**) Illustration of the tissue examined. (**B**) Total number of up- and down-regulated genes in ATXN1-82Q Tg cerebellum at 5 weeks of age (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Biological pathway enrichment for all differentially regulated 5 week old ATXN1-82Q Tg cerebellum genes (p-value < 0.05). (**D**) Genes linked to Chemical Synaptic Transmission and (**E**) Regulation of Cell Communication are largely down-regulated. * FDR p-value < 0.05; ** FDR p-value < 0.01 (n = 3 males per genotype used in RNA-seq).

**Figure 6—figure supplement 2.**
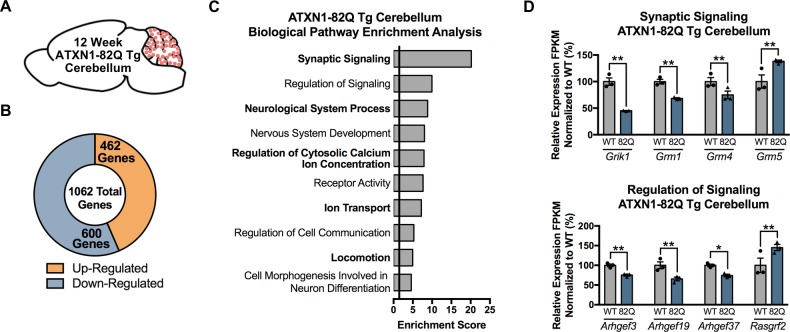
Pathways related to Synaptic Signaling are enriched in the 12 week ATXN1-82Q Tg cerebellum. (**A**) Illustration of the tissue examined. (**B**) Total number of up- and down-regulated genes in ATXN1-82Q Tg cerebellum at 12 weeks of age (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Biological pathway enrichment for all differentially regulated cerebellum genes (p-value < 0.05). (**D**) Genes linked to Synaptic Signaling and (**E**) Regulation of Signaling are down- and up-regulated. * FDR p-value < 0.05; ** FDR p-value < 0.01 (n = 3 males per genotype used in RNA-seq).

**Figure 6—figure supplement 3.**
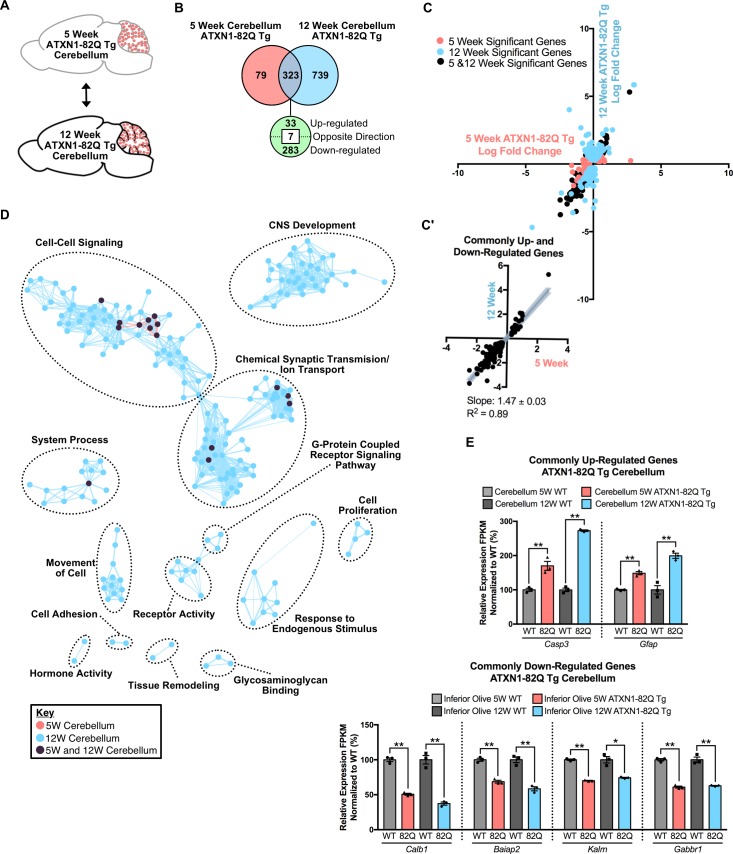
Common gene expression changes and pathway enrichment in the 5 and 12 week ATXN1-82Q Tg cerebellum. (**A**) Schematic of the time-point comparison in ATXN1-82Q Tg cerebellum. (**B**) Total number of differentially regulated genes in the ATXN1-82Q Tg cerebellum relative to appropriate WT controls that are common, and uniquely altered, across the 5 and 12 week time-points (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Dot plot of log fold changes for genes altered in the 5 and 12 week ATXN1-82Q Tg cerebellum. (**C'**) Log fold change of genes significantly up- or down-regulated at both the 5 week and 12 week time-points only. Linear regression analysis identified the slope and R^2^ of these log fold changes (slope = 1.47 ± 0.03; R^2^ = 0.89). A total of 316 genes were plotted in this analysis. Dysregulated genes were excluded from this analysis. (**D**) Clustering of GO terms identified from the ATXN1-82Q Tg cerebellum 5 week and 12 week differentially regulated gene lists relative to the appropriate WT controls. (**E**) A subset of genes were commonly up-regulated and down-regulated at both time-points relative to WT controls. * FDR p-value < 0.05; ** FDR p-value < 0.01 (n = 3 males per genotype for each time-point).

**Figure 6—figure supplement 4.**
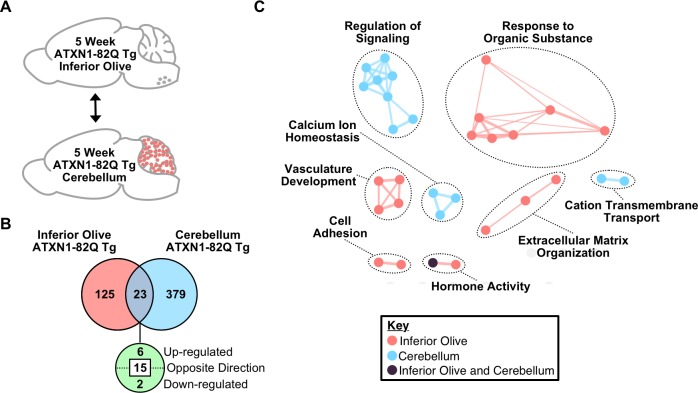
Divergent gene expression changes and pathway enrichment in the 5 week ATXN1-82Q Tg inferior olive and cerebellum. (**A**) Schematic of the cross-tissue comparison in ATXN1-82Q Tg inferior olive and cerebellum at 5 weeks of age. (**B**) Total number of differentially regulated genes in the ATXN1-82Q Tg cerebellum and inferior olive relative to appropriate WT controls that are common, and uniquely altered (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Clustering of GO terms identified from the ATXN1-82Q Tg inferior olive and cerebellum 5 week differentially regulated gene lists relative to the appropriate WT controls.

Comparison of the enriched GO terms from the ATXN1-82Q Tg inferior olive and cerebellum found many biological pathways that are distinct between the tissues, such as nervous system development, ion transport and cell-cell signaling (Figure 6D). The defense response and vasculature development clusters were the only two clusters largely specific to the inferior olive (Figure 6D). Collectively, this indicates that defense response-related genes are not a major feature of the cerebellar transcriptome in ATXN1-82Q Tg mice at 12 weeks of age. This data also supports our findings in *Atxn1^154Q/2Q^* KI mice that there are some common, and largely unique, biological pathways over-represented in the inferior olive and cerebellum SCA1 transcriptomics (Figure 4B).

We surveyed our entire ATXN1-82Q Tg cerebellar and inferior olive transcriptomics dataset for Cic binding site DNA motifs at 12 weeks of age, and found significant enrichment for Cic binding sites within the promoter region for up- and down-regulated ATXN1-82Q Tg cerebellar genes (Table 3). Interestingly, weak but significant enrichment for one Cic DNA motif was also identified among down-regulated ATXN1-82Q Tg inferior olive genes at 12 weeks of age (Table 3). Considering that polyQ-expanded ATXN1 is not expressed in inferior olive of ATXN1-82Q Tg mice (Figure 5A and B), this finding suggests that Cic may also function in the inferior olive transcriptome independent of mutant ATXN1 or dependent on endogenous Atxn1.

**Table 3.** Enrichment for Cic binding site DNA motifs in down- and up-regulated genes from 12 week old ATXN1-82Q Tg inferior olive and cerebellum.

Cic DNA motif	Brain region	Motif occurrence	Down-Regulated	Shuffled	p-value	q-value
TGAATGAA	Inferior Olive	Present	12	1	0.002	0.002
		Absent	56	67		
	Cerebellum	Present	90	48	1.9e-4	4.0e-4
		Absent	510	552		
TGAATGGA	Inferior Olive	Present	19	13	0.312	0.187
		Absent	49	55		
	Cerebellum	Present	110	86	0.073	0.061
		Absent	490	514		
Cic DNA Motif	Brain Region	Motif Occurrence	Up-Regulated	Shuffled	p-value	q-value
TGAATGAA	Inferior Olive	Present	10	7	0.606	0.318
		Absent	60	63		
	Cerebellum	Present	97	51	4.9e-5	2.1e-4
		Absent	366	412		
TGAATGGA	Inferior Olive	Present	15	7	0.103	0.072
		Absent	55	63		
	Cerebellum	Present	96	59	0.002	0.002
		Absent	367	404		

FDR p-value calculated using the two-stage linear step-up procedure of Benjamini, Krieger, and Yekutieli (Q 5%).

### Genes are altered in opposing directions in the cerebellum of two SCA1 mouse models

Enriched GO annotations for the ATXN1-82Q Tg cerebellum appear similar to the *Atxn1^154Q/2Q^* KI clusters, and include nervous system development, cell-cell signaling, system process, and response to organic substance (Figures 4B and 6D). However, closer inspection of the gene expression differences suggested that while similar clusters are enriched among all genes altered in these tissues, the directionality of the gene expression changes can vary between mouse models. As a result, we compared the molecular changes between these two mouse models in the cerebellum (Figure 7A).

**Figure 7.**
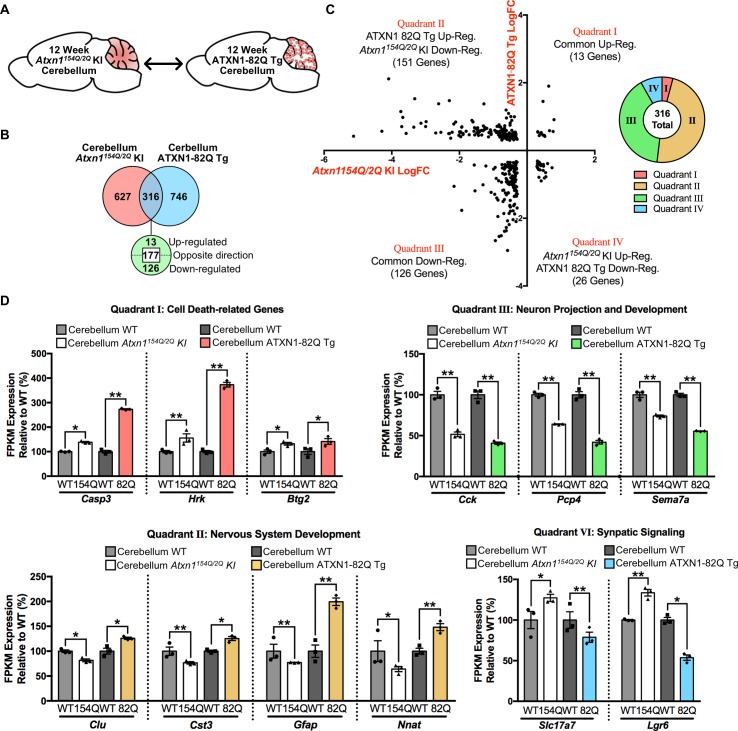
Genes commonly regulated in the cerebellum across 12 week old SCA1 mouse models are altered in opposing directions. (**A**) Schematic of the cross-model comparison in 12 week old *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg cerebellum. (**B**) Number and directionality of shared differentially regulated genes in the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg cerebellum (FDR p-value < 0.05; n = 3 males per genotype for RNA-seq). (**C**) Log fold change for genes commonly altered in both the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg cerebellum, and the proportion of commonly altered genes within each quadrant. (**D**) Common genes up-regulated or down-regulated in the cerebellum from both mouse models (Quadrant I and III), and genes regulated in opposing directions (Quadrant II and IV) at 12 weeks of age (* FDR p-value < 0.05; ** FDR p-value < 0.01; n = 3 males per genotype for RNA-seq).

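At 12 weeks, 192 genes were called in the cerebellum of both models, where 57.9 are expected (Fisher's exact test over genes tested in both, two-sided p = 1.28e-54). With an unadjusted p-value under 0.05 in both there were 1006 genes (741.2 expected). Of the alternatives the authors' Cuffdiff q-values gave 291 shared genes, and leaving out single libraries gave between 42 and 331.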

Of the genes altered in each tissue, a total of 316 genes overlapped (Figure 7B). The directionality of these changes was largely discordant between mouse models, with 177 genes altered in opposing directions (Figure 7B and C). 

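Of the 192 shared genes, 148 changed in the same direction, 13 up and 135 down, and 44 changed in opposite directions. With an unadjusted p-value under 0.05 in both models, 472 genes changed in the same direction and 534 in opposite directions. The authors' deposited calls hold 177 genes in opposite directions, of which 162 separated the genotypes in KI, 134 in Tg and 123 in both. Among the 30 genes called here as lower in KI and higher in Tg mice, 53.33% were among those whose values followed the list of genes of neurons next to the cerebellum in the 5 week KI cerebellum libraries, against 12.7% of the other genes. Among the authors' deposited calls, 100 of 139 genes lower in KI and higher in Tg mice (71.94%) followed this list.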

The majority of these discordant genes were down-regulated in the *Atxn1^154Q/2Q^* KI cerebellum and up-regulated in the ATXN1-82Q Tg cerebellum (Figure 7C). Among the commonly up-regulated genes, three of the 13 genes were associated with the regulation of cell death (Figure 7C and D). 

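For *Hrk*, expression was 2.15 ± 0.172 FPKM in WT controls and 3.34 ± 0.630 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was 0.60 with a standard error of 0.137 (adjusted p = 0.0476). *Hrk* rose from 2.01 ± 0.168 FPKM in WT controls to 7.50 ± 0.335 FPKM in Tg mice (SD, n = 3), with a log2 fold change of 1.85 ± 0.0914 (SE, adjusted p = 3.85e-05). In WT controls *Btg2* was measured at 5.73 ± 0.668 FPKM and in KI mice at 7.57 ± 0.568 FPKM (SD, n = 3), which gave a log2 fold change of 0.40 (standard error 0.0974, adjusted p = 0.0564). The mean of *Btg2* was 4.97 ± 0.986 FPKM in WT controls against 7.02 ± 0.998 FPKM in Tg mice (SD, n = 3), and its log2 fold change of 0.50 had a standard error of 0.162 (adjusted p = 0.11). In mm10, *Btg2* lies in the locus on chromosome 1 from 134074865 to 134079155. Both genes were higher in every mutant library than in any WT library in both models, and *Btg2* was called in neither.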

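For *Cck*, expression was 58.9 ± 4.76 FPKM in WT controls and 24.0 ± 1.39 FPKM in Tg mice (SD, n = 3 each), and the log2 fold change was -1.29 with a standard error of 0.0734 (adjusted p = 5.5e-05). *Pcp4* had 937 ± 29.4 FPKM in WT controls and 600.1 ± 6.09 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.64 (standard error 0.0444, adjusted p = 0.00146). *Pcp4* fell from 962 ± 63.2 FPKM in WT controls to 403 ± 37.6 FPKM in Tg mice (SD, n = 3), with a log2 fold change of -1.26 ± 0.0935 (SE, adjusted p = 0.000192). In WT controls *Sema7a* was measured at 82.9 ± 4.55 FPKM and in KI mice at 61.3 ± 1.68 FPKM (SD, n = 3), which gave a log2 fold change of -0.43 (standard error 0.0495, adjusted p = 0.00561). The mean of *Sema7a* was 94.7 ± 2.97 FPKM in WT controls against 52.5 ± 0.589 FPKM in Tg mice (SD, n = 3), and its log2 fold change of -0.85 had a standard error of 0.0473 (adjusted p = 4.78e-05). In mm10, *Pcp4* lies in the locus on chromosome 16 from 96467606 to 96525793 and *Sema7a* on chromosome 9 from 57940135 to 57962865. In the 12 week cerebellum of both models these genes were below the WT range in all mutant libraries. The difference between the models in log2 ratio was -0.62 for *Pcp4* (standard error 0.104, adjusted p = 0.00419) and -0.42 for *Sema7a* (standard error 0.0656, adjusted p = 0.00264).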

Among the genes commonly down-regulated, which consisted of 126 annotated genes, a subset were associated with neuron projection and development (Figure 7C and D). There were a total of 151 genes down-regulated in *Atxn1^154Q/2Q^* KI and up-regulated in ATXN1-82Q Tg, and many were linked to nervous system development (Figure 7C and D). 

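*Clu* had 284 ± 11.6 FPKM in WT controls and 231 ± 14.0 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of -0.30 (standard error 0.0554, adjusted p = 0.0265). *Clu* rose from 342 ± 35.2 FPKM in WT controls to 430 ± 12.6 FPKM in Tg mice (SD, n = 3), with a log2 fold change of 0.34 ± 0.0855 (SE, adjusted p = 0.0546). For *Cst3*, expression was 505 ± 73.2 FPKM in WT controls and 386 ± 20.6 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -0.38 with a standard error of 0.0977 (adjusted p = 0.0651). The mean of *Cst3* was 611 ± 21.8 FPKM in WT controls against 766 ± 42.5 FPKM in Tg mice (SD, n = 3), and its log2 fold change of 0.33 had a standard error of 0.0771 (adjusted p = 0.0436). In WT controls *Nnat* was measured at 81.5 ± 29.6 FPKM and in KI mice at 52.2 ± 7.40 FPKM (SD, n = 3), which gave a log2 fold change of -0.59 (standard error 0.224, adjusted p = 0.156). *Nnat* had 85.8 ± 8.70 FPKM in WT controls and 127 ± 10.5 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of 0.57 (standard error 0.0884, adjusted p = 0.00859). In mm10, *Clu* lies in the locus on chromosome 14 from 65968483 to 65981550, *Cst3* on chromosome 2 from 148871732 to 148875468, and *Nnat* on chromosome 2 from 157540294 to 157567896. The difference between the models was 0.63 for *Clu* (standard error 0.104, adjusted p = 0.0034) and 0.70 for *Cst3* (standard error 0.128, adjusted p = 0.00565). It was 1.16 for *Nnat* (standard error 0.270, adjusted p = 0.0182) and 1.36 for *Gfap* (standard error 0.224, adjusted p = 0.00352). *Cst3* and *Nnat* were among the genes whose values within genotype followed the list of genes of neurons next to the cerebellum in the 5 week KI cerebellum libraries, and *Clu* and *Gfap* were not.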

Synaptic signaling-related genes were largely up-regulated in the *Atxn1^154Q/2Q^* KI and down-regulated in ATXN1-82Q Tg (Figure 7D). This suggests that either the level of mutant ATXN1 protein expression, the length of the polyQ repeat, or the cell-type expressing the pathogenic protein may impact gene expression directionality.

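For *Slc17a7*, expression was 133 ± 24.4 FPKM in WT controls and 169 ± 9.95 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was 0.36 with a standard error of 0.127 (adjusted p = 0.133). *Slc17a7* fell from 152 ± 26.9 FPKM in WT controls to 119.9 ± 16.4 FPKM in Tg mice (SD, n = 3), with a log2 fold change of -0.34 ± 0.136 (SE, adjusted p = 0.184). *Lgr6* had 1.86 ± 0.0191 FPKM in WT controls and 2.49 ± 0.132 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 0.40 (standard error 0.0850, adjusted p = 0.0396). In WT controls *Lgr6* was measured at 1.48 ± 0.0824 FPKM and in Tg mice at 0.794 ± 0.0848 FPKM (SD, n = 3), which gave a log2 fold change of -0.82 (standard error 0.142, adjusted p = 0.0136). In mm10, *Slc17a7* lies in the locus on chromosome 7 from 45163921 to 45176139 and *Lgr6* on chromosome 1 from 134983237 to 135105351. *Slc17a7* was called in neither model on its own, and 2 of 3 Tg libraries lay below the WT range. Between the models the log2 ratio differed by -0.70 for *Slc17a7* (standard error 0.208, adjusted p = 0.0482) and -1.22 for *Lgr6* (standard error 0.144, adjusted p = 0.000513).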

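The difference between the models in the 12 week cerebellum was called for 1506 of 12713 genes, and 3690 had an unadjusted p-value under 0.05. The log2 ratio was higher in Tg than in KI mice for 715 of them and lower for 791, and it had opposite signs in the 2 models for 1201. Leaving out single libraries gave between 755 and 1913 genes, and an adjusted threshold of 0.01 gave 439. Of the authors' genes in opposite directions, 155 could be tested and 142 were called. The Purkinje cell list differed by a median of -0.99 (fry, adjusted p = 0.00298), the microglia list by 0.85 (adjusted p = 0.0301), the oligodendrocyte list by 0.73 (adjusted p = 0.0301) and the astrocyte list by 0.44 (adjusted p = 0.0103). The KI mice are on C57BL/6J and the Tg mice on FVB/NJ, so model and strain cannot be told apart. From the opposite directions, the paper proposes that the level of mutant ATXN1, the length of the polyQ repeat or the cell type expressing it may affect the direction of gene expression changes.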

## Discussion

Neurodegeneration can affect multiple brain regions, however, many neurodegenerative studies have focused their research extensively on one classically defined affected tissue. Due to the increasing evidence that there are underlying differences in tissue-specific cell populations and responses to external stimuli, it is necessary to begin examining all affected and sparred tissues in neurodegenerative conditions to determine their underlying similarities and differences, which remain unknown. Identifying commonalities between tissues will provide insight into potential therapeutic targets, while elucidating discrepancies between tissues will provide a more thorough understanding of how disease uniquely affects each tissue. Further, previous work has highlighted that different mouse models created to study specific neurodegenerative diseases have somewhat different molecular alterations, sometimes making it difficult to discern a common mechanism driving pathological and clinical phenotypes (Hargis and Blalock, 2017). We addressed these questions for the first time in a SCA1 context by 1) identifying underlying molecular alterations that occur in the inferior olive, 2) assessing how these molecular alterations change during early SCA1 disease progression, 3) highlighting prevalent similar and unique biological pathways in two affected SCA1 tissues, and 4) conducting a cross-model comparison between two SCA1 mouse modes (Figure 8).

**Figure 8.**
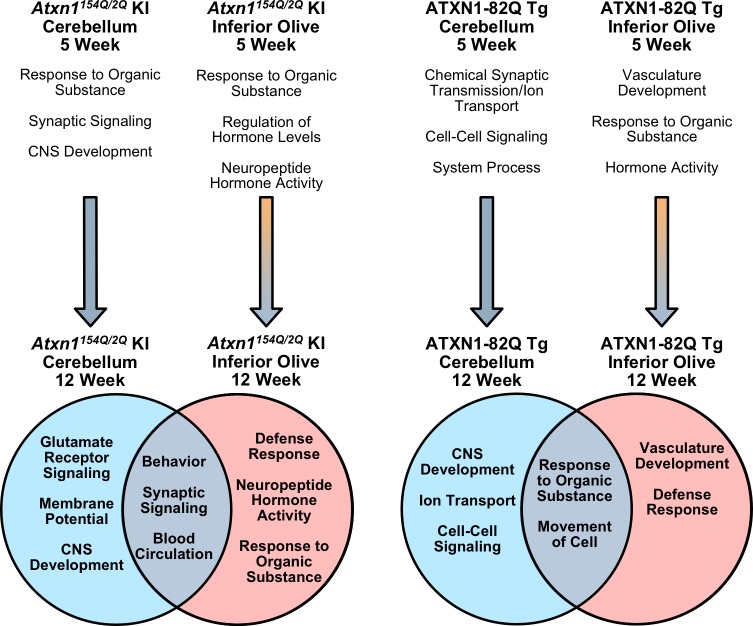
Summary of biological and molecular pathway enrichment across SCA1 mouse models in each brain region over time. Differentially regulated genes in the 5 week old inferior olive and cerebellum from both SCA1 mouse models are associated with specific biological and molecular pathways, a subset of which are listed. The 5 week old *Atxn1^154Q/2Q^* KI cerebellum pathways are derived when using a nominal p-value < 0.01. In the cerebellum, the majority of differentially regulated genes are down-regulated at both the 5 and 12 week time-points (blue arrow). In the SCA1 inferior olive, the majority of genes are up-regulated at 5 weeks of age, which is followed by a shift toward gene down-regulation (orange and blue gradient arrow). In SCA1 mice at 12 weeks of age, there are enriched biological and molecular pathways that are both conserved, and unique, to specific affected tissues.

Response to organic substance and hormone-related pathways were significantly enriched in both the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg inferior olive at 5 weeks of age, which coincides with the earliest reported onset of behavioral phenotypes (Figure 2—figure supplement 1; Figure 5—figure supplement 1; Figure 8). A subset of the *Atxn1^154Q/2Q^* KI response to organic substance pathway contained ISGs, which are known to contribute to immune-related processes (Figure 2—figure supplement 1D). A small subset of immune-related genes were also identified in the 5 week ATXN1-82Q Tg inferior olive (Figure 5—figure supplement 1D). This suggests that some, but not a significant amount, of Defense Response-related genes are significantly different in the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg inferior olive at 5 weeks of age. However, by 12 weeks of age, both the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg inferior olive differentially regulated gene lists are made up of a substantial portion of defense response, or immune-related, genes (Figures 2D, 5E and 8; Figure 5—figure supplement 2C). The biological and pathological significance of the defense response in the SCA1 inferior olive will require further examination to determine whether this is a component of a pathological pathway or protective response. One interesting finding in this study is that although the defense response was a top significantly enriched pathway in the inferior olive of two distinct SCA1 models, the genes differentially regulated in these models do not strongly overlap (Figure 5F and G). For example, ISGs such as the retinoic acid-inducible genes (RIG-1) like receptors *Ddx58* (RIG-1) and *Ifih1* (MDA5) are significantly up-regulated in the *Atxn1^154Q/2Q^* KI inferior olive, but do not change in the ATXN1-82Q Tg inferior olive. 

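*Ddx58* had 1.58 ± 0.0968 FPKM in WT controls and 2.18 ± 0.241 FPKM in KI mice (SD, n = 3 per genotype), a log2 fold change of 0.44 (standard error 0.105, adjusted p = 0.106). For *Ifih1*, expression was 1.47 ± 0.0912 FPKM in WT controls and 2.16 ± 0.0622 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was 0.53 with a standard error of 0.0860 (adjusted p = 0.0265). *Ddx58* rose from 1.47 ± 0.108 FPKM in WT controls to 1.51 ± 0.100 FPKM in Tg mice (SD, n = 3), with a log2 fold change of 0.0316 ± 0.105 (SE, adjusted p = 0.999). In WT controls *Ifih1* was measured at 0.877 ± 0.0282 FPKM and in Tg mice at 0.788 ± 0.0247 FPKM (SD, n = 3), which gave a log2 fold change of -0.14 (standard error 0.122, adjusted p = 0.999). In mm10, *Ddx58* lies in the locus on chromosome 4 from 40203777 to 40239825 and *Ifih1* on chromosome 2 from 62593238 to 62646577. *Ddx58* was not called in the KI inferior olive although all 3 KI libraries were above the WT range, and its log2 fold change in the Tg inferior olive changed sign without WT replicate 3 or Tg replicate 2. The difference between the models was -0.40 for *Ddx58* (standard error 0.142, adjusted p = 0.527) and -0.67 for *Ifih1* (standard error 0.123, adjusted p = 0.0533).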

Due to the fundamental difference in the expression of polyQ-expanded mutant ATXN1 protein in the inferior olive between the two different SCA1 models (Figures 2A, 5A and B), the molecular and cellular mechanisms leading to the increased defense response will be different.

Enrichment for defense response-related genes in the 12 week old ATXN1-82Q Tg inferior olive is particularly striking given that ATXN1-82Q is not detectable at the mRNA and protein level in this tissue compared to the cerebellum (Figure 5A and B). Further, polyQ-expanded ATXN1 would only be expressed in neurons if it is expressed below detectable levels since the expression of ATXN1-82Q is driven by the *Pcp2* promoter (Burright et al., 1995). Therefore, the large number of defense response-related genes, especially those expressed at higher levels in glia cells, suggest that some non-cell autonomous effects on transcription are occurring in ATXN1-82Q Tg inferior olive. Interestingly, potential upstream regulators identified with IPA did not indicate that Irf7 was a significant regulatory factor in the ATXN1-82Q Tg mice (Supplementary File 5). This further enhances our prediction that polyQ-expanded mutant Atxn1 may directly influence the Irf7 activity in a cell-autonomous manner in glia cells in the *Atxn1^154Q/2Q^* KI inferior olive (Figure 2I). While alterations in glia-expressed genes appear to be a major component of the inferior olive transcriptome, we cannot rule out the possibility that some of these gene expression alterations are occurring in other cell-types in the inferior olive. One alternative explanation for the gene expression changes in the ATXN1-82Q Tg inferior olive is dysfunction and pathology of cerebellar PCs having a retrograde effect on the inferior olive.

Our results suggest that gene expression changes are dynamic between 5 and 12 weeks of age in the inferior olive of both mouse models (Figure 8). Comparison of the differentially regulated gene lists over time found a large proportion of genes altered at both time-points with dysregulated expression (Figure 2—figure supplement 4B and C; Figure 5—figure supplement 3B and C). These genes were typically up-regulated at 5 weeks of age, but were down-regulated at 12 weeks of age, and this was consistent across both SCA1 mouse models (Figure 2—figure supplement 4B and C; Figure 5—figure supplement 3B and C; Figure 8). This is in comparison to the cerebellar time-point comparison, which found that the majority of overlapping genes remained consistently either down-regulated or up-regulated over time (Figure 3—figure supplements 2B, C, 4B and C; Figure 6—figure supplement 3B and C; Figure 8). Whether this switch in gene expression regulation is tied to disease onset and progression, pathological cerebellar input, or other mechanisms is unknown.

One caveat of the present study is the few number of differentially regulated genes identified in the 5 week old *Atxn1^154Q/2Q^* KI cerebellum (Figure 3—figure supplement 1B). Previous reports from a 4 week and 7 week time-point microarray study identified more genes significantly altered in this brain region (Crespo-Barreto et al., 2010; Gatchel et al., 2008). After extending our p-value to include nominally significant genes p < 0.01, we found significant overlap between our dataset with the previously published datasets (Figure 3—figure supplement 3A). This suggests that animal variability, differences in animal housing, and potentially our stringent FDR p-value < 0.05 cut-off ultimately led to a small number of genes differentially regulated at 5 weeks of age. Despite this, our current findings in the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg cerebellum are consistent with previously published reports (Gatchel et al., 2008; Ingram et al., 2016). In the Ingram et al. study (Ingram et al., 2016) investigating cerebellar molecular alterations in ATXN1-82Q Tg mice that correlate with disease progression, the 10 hub genes that correlate with disease progression in PCs were also significantly down-regulated in our 5 and 12 week datasets (Figure 3D; GEO accession 122099). In addition, *Cck* and *Col18a1* were down-regulated in our 5 and 12 week datasets (Figures 4E and 7D; Figure 2—figure supplement 4E), which match the previous report (Ingram et al., 2016).

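*Cck* had 52.9 ± 2.39 FPKM in WT controls and 26.0 ± 2.94 FPKM in Tg mice (SD, n = 3 per genotype), a log2 fold change of -1.03 (standard error 0.0773, adjusted p = 7.48e-05). For *Col18a1*, expression was 17.3 ± 3.06 FPKM in WT controls and 11.3 ± 0.770 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -0.60 with a standard error of 0.126 (adjusted p = 0.0375). *Col18a1* fell from 23.1 ± 1.43 FPKM in WT controls to 8.25 ± 0.574 FPKM in Tg mice (SD, n = 3), with a log2 fold change of -1.47 ± 0.0631 (SE, adjusted p = 2.53e-06). In WT controls *Col18a1* was measured at 20.7 ± 2.44 FPKM and in Tg mice at 4.01 ± 0.247 FPKM (SD, n = 3), which gave a log2 fold change of -2.34 (standard error 0.0970, adjusted p = 2.61e-05). For *Col18a1* the log2 ratio differed between the models at 12 weeks by -1.74 (standard error 0.173, adjusted p = 0.000221).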

There was a marked difference in the biological functions associated with the differentially expressed genes in both the 12 week old *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg inferior olive and cerebellum comparisons (Figures 4B, 6D and 8). The defense response was consistently enriched in the inferior olive relative to the cerebellum across SCA1 mouse models (Figures 4B, 6D and 8). The lack of significantly enriched defense response-related pathways in the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg cerebellum is particularly striking given that a previous study found increased gliosis in the cerebellum around this time-point (Cvetanovic et al., 2015). 

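For *Gfap*, expression was 66.6 ± 16.1 FPKM in WT controls and 51.4 ± 0.417 FPKM in KI mice (SD, n = 3 each), and the log2 fold change was -0.35 with a standard error of 0.142 (adjusted p = 0.188). All 3 KI libraries lay below the WT range, but the gene was not called, and the log2 fold change lay between -0.47 and -0.16 when single libraries were left out. A list of astrocyte genes to which *Gfap* belongs was lower in KI mice for 14 of 16 genes, with a median log2 fold change of -0.26 (fry, adjusted p = 0.016).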

Further, our transcriptomics data found a significant decrease in *Gfap* expression in the *Atxn1^154Q/2Q^* KI cerebellum (Figure 7D), which is consistent with a recently published report (Edamakanti et al., 2018). This may indicate that protein levels and mRNA expression do not coincide in some instances. It is also possible that defense response-related genes are enriched among activated glia in the SCA1 cerebellum, however, those differentially regulated genes may be lost due to sequencing in bulk cerebellar lysates. There is significant up-regulation for some components of the defense response, including ISGs in the *Atxn1^154Q/2Q^* KI cerebellum (Figure 4D), and compliment cascade factors in the ATXN1-82Q Tg cerebellum (Figure 6C), however, the relatively small number of genes associated with the defense response that are differentially regulated within the cerebella suggests that it is not a major feature of the SCA1 cerebellar transcriptome.

Enrichment for Cic binding sites within the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg cerebellum down-regulated genes (Tables 2 and 3) is consistent with a previous report (Fryer et al., 2011), indicating that the presence of polyQ-expanded ATXN1 acts synergistically with Cic to further repress transcriptional activity. While there was a degree of enrichment for Cic binding sites among the up-regulated *Atxn1^154Q/2Q^* KI and down-regulated ATXN1-82Q Tg inferior olive genes, it was not the most significantly over-represented potential transcriptional regulator at the 12 week time-point (Tables 1–3; Figure 2—source data 3; Supplementary File 5). While we cannot rule out the role of Cic-Atxn1 interactions on regulating molecular alterations in the inferior olive, other transcriptional regulators, such as Irf7 and Esr1, may be regulating a proportion of the differentially regulated genes in the inferior olive in the *Atxn1^154Q/2Q^* KI and ATXN1-82Q Tg mouse models.

The two SCA1 mouse cerebellar datasets had significant enrichment for similar biological functions, which initially suggested to us that similar genes may be altered in these two mouse models despite the mouse model differences in polyQ-expansion, cell-type expression, expression level of polyQ-expanded ATXN1, human vs. mouse protein, or genetic backgrounds (Burright et al., 1995; Watase et al., 2002). While a proportion of genes did overlap between these two mouse models, we observed a difference in the directionality of gene expression changes across the models (Figure 7B and C). A similar observation can be found in SCA2 transgenic and KI mouse models (Halbach et al., 2017; Pflieger et al., 2017). The majority of the commonly dysregulated genes were up-regulated in the ATXN1-82Q Tg mouse cerebellum and down-regulated in the *Atxn1^154Q/2Q^* KI cerebellum (Figure 7C), and contained genes associated with nervous system development (Figure 7D). The disparity in significant gene expression directionality in these two models may be due to the cell-type-specific expression of polyQ-expanded ATXN1. The PC-specific expression of ATXN1-82Q, and its effect on PC function, may lead to up-regulation of a subset of non-neuronal genes. However, cell-type appropriate expression of polyQ-expanded Atxn1 in *Atxn1^154Q/2Q^* KI cerebellum may lead to alterations in similar genes via cell-type specific intrinsic mechanisms. Despite the discrepancy in the directionality of the differentially expressed genes, previous studies show that the two mouse models exhibit similar behavioral and pathological phenotypes. Both models manifest motor coordination deficits at approximately 5 weeks of age (Clark et al., 1997; Watase et al., 2002). Molecular layer thinning is obvious at 12 weeks in the ATXN1-82Q Tg mouse model, but occurs at a later time-point in the *Atxn1^154Q/2Q^* KI mouse (Barnes et al., 2011; Clark et al., 1997; Duvick et al., 2010; Watase et al., 2002).

Variability in gene expression in the brain across multiple inbred mouse strains has previously been demonstrated (Nadler et al., 2006). The two SCA1 mouse models analyzed in the present study were maintained on different mouse genetic backgrounds. The *Atxn1^154Q/2Q^* KI mice are maintained on a C57BL/6J background, while the ATXN1-82Q Tg are kept on a pure FVB/NJ background. Therefore, the genetic interaction between polyQ-expanded ATXN1 and the mouse genetic background should be considered. In addition, the two SCA1 mouse models utilize either the mouse or human homologue of polyQ-expanded ATXN1. The amino acid sequence similarity between the mouse and human ATXN1 is 89% when excluding the polyQ-tract. While this indicates a high degree of sequence similarity, how the sequence differences influence subsequent gene expression changes is unknown.

In summary, our work shows for the first time that there are specific biological pathways enriched in a less studied SCA1 affected tissue, the inferior olive. Further, there are intrinsic molecular differences between two affected tissues in SCA1, and biological pathways that are largely brain-region-specific are conserved across SCA1 mouse models, regardless of the expression of polyQ-expanded ATXN1. The commonalities between affected tissues indicate that a subset of molecular changes may be useful as disease biomarkers in SCA1.

## Materials and methods

**Key resources table:** 

Reagent type	Designation	Source or reference	Identifiers	Additional information
Strain, or strain background (*Mus* *musculus*, C57BL/6J)	*Atxn1^154Q/2Q^* KI	PMID:12086639	RRID:MGI:2429435, backcrossed in house on C57BL/6J background	
Strain, or strain background (*Mus* *musculus,* FVB/NJ)	ATXN1-82Q Tg	PMID:7553854	RRID:MGI:2447854 backcrossed in house on FVB/NJ background	
Strain, or strain background (*Mus* *musculus*, C57BL/6J)	C57BL/6J	The Jackson Lab	Stock: 000664	
Strain, or strain background (*Mus musculus,* FVB/NJ)	FVB/NJ	The Jackson Lab	Stock: 001800	
Cell line (*Mus musculus*)	BV2	A kind gift from Dr. Katerina Akassoglou (Adams et al., 2007)	RRID: CVCL_0182	
Transfected construct	human Flag-ATXN1 82Q	A kind gift from Dr. Huda Zoghbi	Addgene Plasmid #33237	
Transfected construct	mammalian expression vector pcDNA3.1+	Invitrogen (ThermoFisher Scientific)	Cat. # V790-20	
antibody	rabbit polyclonal anti-Atxn111750	a kind gift from Huda Zoghbi (Servadio et al., 1995)	RRID:AB_2721278	(1:1,000) WB
Antibody	mouse monoclonal anti-Calbindin	Sigma	Cat. #: C9848 RRID:AB_476894	(1:2,000) IHC
Antibody	mouse monoclonal anti-Gapdh	Sigma	Cat. #G8795 RRID:AB_1078991	(1:10,000) WB
Antibody	chicken polyclonal anti-Gfap	Abcam	Cat. # ab4674 RRID:AB_304558	(1:1,000) IHC
Antibody	rabbit polyclonal anti-Iba1	Wako	Cat. # 019–19741 RRID:AB_839504	(1:2,000) IHC
Antibody	goat polyclonal anti-chicken Alexa555	ThermoFisher	Cat. #A21437 RRID:AB_2535858	(1:500) IHC
Antibody	goat polyclonal anti-mouse Alexa488	ThermoFisher	Cat. # A11001 RRID:AB_2534069	(1:500) IHC
Antibody	goat polyclonal anti-rabbit Alexa568	ThermoFisher	Cat. #A11011 RRID:AB_143157	(1:500) IHC
Antibody	donkey anti-rabbit	GE Healthcare	Cat. #NA934 RRID:AB_772206	(1:4,000) WB
Antibody	anti-mouse	GE Healthcare	Cat. #NXA931 RRID:AB_772209	(1:4,000) WB
Commercial assay or kit	RNeasy Mini Kit	Qiagen	Cat #74106	
Commercial assay or kit	iScript cDNA Synthesis Kit	Bio-Rad	Cat. #1708891	
Commercial assay or kit	iTaq Universal Probes Supermix	Bio-Rad	Cat. #1725131	
Commercial assay or kit	Pierce BCA Protein Assay	ThermoFisher	Cat. #23225	
Commercial assay or kit	Amaxa Cell Line Nucleofector Kit T	Lonza	Cat. #VCA-1002	
Other	DAPI	Vector Laboratories	Cat. #H-1500 RRID:AB_2336788	
Other	*Actb* probe	Applied Biosystems	Cat. #4352932E	
Other	*ATXN1* probe	Applied Biosystems	Cat. # 4331182 Hs00165656_m1	
Other	*Calb1* probe	Applied Biosystems	Cat. #4331182 Mm00486647_m1	
Other	*Gapdh* probe	Applied Biosystems	Cat. #4352933E	
Other	*Ifitm3* probe	Applied Biosystems	Cat. # 4331182 Mm00847057_s1	
Other	*Ifr7* probe	Applied Biosystems	Cat. #4331182 Mm00516793_g1	
Other	*Oasl2* probe	Applied Biosystems	Cat. # 4331182 Mm01201449_m1	
Other	*Stat1* probe	Applied Biosystems	Cat. # 4331182 Mm01257286_m1	
Software, algorithm	Ingenuity Pathway Analysis (IPA) (Spring Release 2018)	http://www.ingenuity.com/products/pathways_analysis.html	RRID:SCR_008653	
Software, algorithm	NIH DAVID v6.8	http://david.abcc.ncifcrf.gov/	RRID:SCR_001881	
Software, algorithm	TopHat v2.1.0	http://tophat.cbcb.umd.edu/	RRID:SCR_013035	
Software, algorithm	Cufflinks v2.2.1	http://cole-trapnell-lab.github.io/cufflinks/	RRID:SCR_014597	
Software, algorithm	Bowtie2 v2.1.0	http://bowtie-bio.sourceforge.net/bowtie2/index.shtml	RRID:SCR_016368	
Software, algorithm	FastQC v0.11.3	http://www.bioinformatics.babraham.ac.uk/projects/fastqc/	RRID:SCR_014583	
Software, algorithm	Cummerbund	http://compbio.mit.edu/cummeRbund/index.html	RRID:SCR_014568	
Software, algorithm	Bioconductor R with heatmap.2 gplots package	https://www.rdocumentation.org/packages/gplots/versions/3.0.1/topics/heatmap.2		
Software, algorithm	R project for statistical computing v3.3.3	http://www.r-project.org/	RRID:SCR_001905	
Software, algorithm	MEME Suite - Motif-based sequence analysis tools	http://meme-suite.org/	RRID:SCR_001783	
Software, algorithm	EnrichmentMap	http://baderlab.org/Software/EnrichmentMap	RRID:SCR_016052	
Software, algorithm	Cytoscape v3.5.1	http://cytoscape.org	RRID:SCR_003032	
Software, algorithm	GraphPad Prism	http://www.graphpad.com/	RRID:SCR_002798	
Software, algorithm	ImageJ	https://imagej.net/	RRID:SCR_003070	

### Mice

All animal care procedures were approved by the Yale University Institutional Animal Care and Use Committee. Mice were kept in a 12 hr light/dark cycle with standard chow and *ad libitum* access to water. *Atxn1^154Q/2Q^* KI mice were maintained on a pure C57BL/6J background, and the ATXN1-82Q Tg mice on a FVB/NJ background (Burright et al., 1995). For RNA-sequencing, males at 5 and 12 weeks of age were used. For immunohistochemistry and western blotting, a combination of males and females were used.

### RNA extraction and RNA-sequencing

Cerebella and inferior olive were dissected out, flash frozen in liquid nitrogen, and stored at −80°C until processing. For inferior olive, the brainstem was removed and the inferior olive dissected using the decussation of the pyramid and pons as a reference (Yu et al., 2014). The location of the dissection was verified under a dissection microscope before flash freezing. To eliminate variability in dissection, the same individual performed the macro-dissections of the cerebellum and inferior olive.

RNA was extracted using the Qiagen RNeasy Mini Kit, and DNA was removed with DNase I as described in the manufacturer’s protocol. Total RNA was sent to the Yale Center for Genome Analysis for processing. RNA integrity was measured with capillary electrophoresis (Agilent BioAnalyzer 2100, Agilent Technologies) and RIN values were checked to ensure RNA integrity before proceeding with RNA-seq (Supplementary File 6). Libraries were generated using oligo-dT purification of poly-adenylated RNA, which was then reverse transcribed into cDNA that was fragmented, blunt ended, and ligated to adaptors. Base pair size was determined with capillary electrophoresis, and the library was quantified before pooling and sequencing on a HiSeq 2000 using a 75 bp paired-end read strategy. Sequencing data can be accessed under GEO accession # (GSE122099).

### RNA-sequencing data analysis

TopHat2 v2.1.0 was utilized to align reads to the mouse reference genome (mm10) before quantification and differential expression analysis with cufflinks v2.2.1 (Kim et al., 2013a; Roberts et al., 2011; Trapnell et al., 2012; Trapnell et al., 2010). Cuffnorm was utilized for generating normalized expression values (Trapnell et al., 2010). Annotations with a FDR adjusted p-value (q < 0.05) were considered significant, and genes with less than 0.5 FPKM values in one biological group were not considered in the final analysis. For the 5 week *Atxn1^154Q/2Q^* KI cerebellum, a nominal p-value < 0.01 was used for analysis (Figure 3—figure supplements 3 and 4; Figure 4—figure supplement 1). Sample information and quality control was visualized using CummeRbund in R v3.3.3 (Goff et al., 2013). Enrichment analysis was conducted using NIH DAVID 6.8 using the GO_TERM FAT and KEGG annotations, with measurable genes detected in our RNA-sequencing experiments serving as the reference background (Huang et al., 2009a; Huang et al., 2009b). NIH DAVID functional annotation clustering parameters included a minimum of five initial group and final group membership, which preferentially produces larger group sizes. Cluster names on the bar graphs were named based on the most significantly enriched biological pathway in the cluster, unless otherwise specified. The rationale for using the FAT annotations was that it contains a filtered version of the GOTERM ALL category, which includes all GO annotations from level 1 (least specific) to level 5 (most specific). All enriched GO annotations with a FDR p-value cut-off of 0.05 and a minimum of 5 genes in each cluster were included in the analysis. For the 5 week old *Atxn1^154Q/2Q^* KI cerebellum, a nominal p-value < 0.01 was used for enrichment analysis cut-off (Figure 3—figure supplement 4D; Figure 4—figure supplement 1C). Networks were visualized using EnrichmentMap in Cytoscape v3.5.1 (Merico et al., 2010). GO annotations that did not relate to neuronal function (for example, terms related to muscle function), were excluded from the EnrichmentMap. Edge width corresponds with the correlation coefficient between nodes, and the similarity cutoff overlap coefficient was set to 0.8. This strict coefficient cutoff allowed for the formation of clusters of nodes with similar GO annotations. Qiagen’s Ingenuity Pathway Analysis (Spring Release 2018) was utilized to identify enriched canonical pathways predicated to be activated or inhibited. Benjamini-Hochberg adjusted p-values were used for identifying enriched pathways. For analyzing upstream regulators, the following parameters were utilized: an activation z-score of absolute value (2+), p-value overlap of 0.01, depth of 2 and breadth of 5, and only direct relationships were included. Heatmaps were generated using normalized read counts and the package ‘gplots’ in R v3.3.3. Prism v7 was used for generating barplots of RNA-seq read counts.

### Immunofluorescence staining

Mice were anesthetized before intracardial perfusion with phosphate buffer saline (PBS) and 4% paraformaldehyde (PFA). Brains were extracted and fixed overnight in 4% PFA before incubation in 20% and 30% sucrose gradient. Samples were frozen in OCT compound (VWR, 4583) and sliced in 30 µm sections on a cryostat. Sections were washed in PBS and PBS with 0.1% Triton-X before incubation in 5% normal goat serum (Jackson Labs 005-000-121) at room temperature. Primary antibody incubation was carried out at 4°C with the following antibodies: mouse anti-Calbindin, rabbit anti-Iba1, and chicken anti-Gfap. Sections were washed before incubation in secondary antibodies goat anti-mouse Alexa488, goat anti-rabbit Alexa568, and goat anti-chicken Alexa555. Sections were mounted and coverslipped with DAPI. Fluorescent images were scanned on a Zeiss LSM800 confocal microscope. Three brain slices were imaged and quantified for each mouse.

### Cell counting and fluorescence intensity

ImageJ (National Institutes of Health) was used for all image processing. To measure the fluorescence intensity for Gfap-positive staining, the inferior olive was traced based on calbindin-positive staining, and the area in μm was measured and mean fluorescence intensity measured. To count the total number of Iba1-positive cells, ‘analyze particle’ was used and manually checked by a blinded individual to ensure Iba1-positive staining co-localized with DAPI.

### Western blotting

Inferior olive and cerebella were homogenized in buffer (0.5% NP-40, 0.5% Triton-X, 0.1% SDS, 20 mM Tris pH 8.0, 180 mM NaCl, 1 mM EDTA and Roche complete protease inhibitor cocktail). Samples were then sonicated to ensure breakdown of protein aggregates before rotation at 4°C for 10 min and centrifugation for 10 min at 13,000 rpm at 4°C. Supernatant was quantified using a BCA assay (ThermoFisher 23225) and protein from each sample was added to a 8% Tris-HCl gel for western blotting. For *Atxn1^154Q/2Q^* KI inferior olive and cerebellum, 70 μg and 20 μg of protein were added per lane, respectively. For ATXN1-82Q Tg inferior olive and cerebellum, 10 μg of protein was added per lane. Protein was transferred onto 0.42 μm nitrocellulose, and blotted with primary antibodies rabbit anti-Atxn1 11750 (a kind gift from Dr. Huda Zoghbi) (Servadio et al., 1995), and mouse anti-Gapdh. Nitrocellulose was washed before incubation in secondary anti-rabbit and anti-mouse, incubated in chemiluminescence substrate (Perkin Elmer NEL103E001) and developed on a Konica SRX-101A tabletop X-ray film processor. Images were quantified using ImageJ.

### Cell culture

Murine microglial BV2 cells were a kind gift of Dr. Katerina Akassoglou (Adams et al., 2007). Microglial BV2 cells were cultured in DMEM with 10% heat-inactivated FBS, and maintained at 37°C with 5% CO_2_. Cells were transfected with *pcDNA3.1* and *Flag-ATXN1-85Q* constructs using an Amaxa Nucleofector (Lonza) and the Amaxa Cell Line Nucleofector Kit T (Lonza) according to manufacturer’s instructions. Cells were maintained post-nucleofection for 48 hr before RNA extraction using the Qiagen RNeasy Mini Kit and subsequent real-time quantitative reverse transcription polymerase chain reaction outlined below.

The microglia-like nature of BV2 cells was verified via immunostaining with Iba1 and the induction of cytokine production following lipopolysaccharide stimulation. BV2 cells were tested for mycoplasma contamination by PCR. Cells were pelleted, resuspended in nuclease free water, and lysed. PCR was conducted with 2 µL cell lysate using the following primers: Forward - 5'-GGCGAATGGGTGAGTAAC; Reverse - 5'- CGGATAACGCTTGCGACCT. PCR reaction products from BV2 cells were run on an agarose gel, and BV2 cells were found to be negative for mycoplasma.

Real-time quantitative reverse transcription polymerase chain reaction (RT-qPCR) cDNA was synthesized from 100 ng of total RNA from cell lines or mouse models using the iScript cDNA Synthesis Kit following the manufacturer’s protocol (Bio-Rad). Quantitative real-time PCR was run on a C1000 Thermal Cycler (Bio-Rad) using probes for *ATXN1, Irf7, Ifitm3, Oasl2, Calb1, Actb,* and *Gapdh* (Applied Biosystems). All samples were run in triplicate and normalized to the *Gapdh* and *Actb* expression values for ∆CT calculation and subsequent data analysis.

### Data analysis

For Gfap- and Iba1-positive fluorescence intensity and cell counting, fluorescence intensity or total cells counted were normalized to the total area measured to attain an intensity value or cell count value per 1 mm^2^, then normalized to control samples to obtain a percentage. Immunohistochemistry and western blotting data were analyzed using *t-test*s in Prism v7. For RT-qPCR, the Bio-Rad CFX Manager v3.1 was utilized for statistical analysis, and data were plotted in Prism v7.

How the deposited data were processed for this re-analysis (not part of the article)

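RNA was sequenced from the inferior olive and the cerebellum of male mice of 2 models, Atxn1 154Q/2Q knock-in (KI) and ATXN1-82Q transgenic (Tg), at 5 and 12 weeks of age, with 3 mutant and 3 WT control libraries for each model, tissue and age (48 libraries in all). The libraries of a model, tissue and age share a table, which gives 8 tables of 6 libraries. The authors aligned the reads to mm10 with TopHat2 (v2.1.0) and used Cufflinks (v2.2.1) for expression and testing. Positions are those of the deposited loci, which can extend beyond a gene and hold its neighbors. In each table the authors deposited 1 FPKM value per gene and library, computed by Cuffnorm with normalization across the 6 libraries of the table, so that values of different tables are not on a common scale. The deposited tables also hold the authors' group averages, which were checked to equal the mean of the library values, and the Cuffdiff log2 fold change of mutants over WT controls, p-value and q-value. The deposited q-value is 1 for genes that Cuffdiff did not test, and the smallest deposited p-value is 5e-05. The deposited start positions were taken to count from 0. Of those matched near an annotated transcript start, 62.42% (64967 transcripts) lay 1 base below it, and the rest lay at other offsets. Positions are given with the first base counted as 1.

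Read counts were not used here, so the depth of each library in fragments is unknown and methods for counts could not be applied. The lowest FPKM values of a library correspond to single fragments, and from these the deepest library of a table held between 1.15 and 1.97 times the fragments of the shallowest. Between 12345 and 12967 genes reached 1 FPKM in each library, the upper quartile of expressed genes was 17.5 to 20.5 FPKM, and the RNA integrity numbers were 9.5 to 10. The 10 most abundant genes held 2.89% to 62.7% of the FPKM of a library, the high shares being those of short microRNA genes, whose FPKM values are inflated by their length. Between 9.16% and 13.1% of the entries of a table carry no gene symbol and were not used.

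Mutants were compared with the WT controls of the same table by limma 3.58.1 in R 4.3.3 (linear model with empirical Bayes moderation and a mean-variance trend) on log2(FPKM + 0.1). Genes with a mean of at least 0.5 FPKM in both genotypes were tested, and the p-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison. A gene was called at an adjusted p below 0.05. For the KI cerebellum at 5 weeks a second list was made at an unadjusted p below 0.01, as the authors did. Whether the effect of the genotype differed between ages or models was tested with an interaction term over the 12 libraries of 2 tables. Overlaps are genes called in both of 2 comparisons, and slopes are least squares fits of the 12 week on the 5 week log2 fold changes of the shared genes with the same direction. Because 3 libraries against 3 give 10 splits, a permutation test cannot go below p = 0.1 for a single gene, and the libraries of the genotypes are completely separated by chance in 10% of genes. Errors after a log2 fold change are standard errors, and errors after an FPKM value are standard deviations.

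Gene lists were tested with camera from limma at its preset correlation between genes of 0.01, with fry and with camera at the estimated correlation as alternatives. The 11 lists were interferon-stimulated genes, choroid plexus epithelium, leptomeningeal fibroblasts, anterior pituitary hormone cells, neutrophils, erythrocytes, microglia, astrocytes, oligodendrocytes, Purkinje cells and cerebellar granule cells, each written before the data were examined. A list was tested where at least 3 of its genes passed the filter, which gave 77 pairs of a list and a comparison. A list of neurons of brain regions next to the cerebellum was added after the values were seen. A gene was said to follow a list when its deviations from the mean of its genotype and age had a Pearson correlation above 0.7 with those of the list mean over the libraries named. A gene of the list was compared with the mean of its other genes.

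The method was tested on simulated data, in which 200 genes of tables built like these were changed by a log2 value of 1 or 2, up or down. The changed genes had a mean of at least 1 FPKM, and the noise was drawn for each gene separately. Recovery of smaller changes in single genes was not simulated. Between 88.5% and 95.5% of them (median 93%) were recovered, all with the right direction, and 2.05% to 7.43% of the calls were genes that had not been changed. With no gene changed there were 0 calls. Interactions were recovered for 96.5% to 98.5% of the genes given a log2 change of 1 in opposite directions in the 2 tables. A change in only 1 of 2 tables, which is a smaller difference, was not simulated. A list shifted in the simulation had p-values of 2.49e-50 or less with camera and 6.18e-06 or less with fry. A list left unchanged had p-values of 0.0498 to 0.5 with camera and 0.00256 to 0.737 with fry. Genes of the simulated lists varied independently, so these p-values do not show how the tests behave for lists whose genes vary together.

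Genes are named only when the results or figure panels of the paper name them for the comparison, when they are *Atxn1*, when they belong to a gene list in use, or when they are among the 3 largest changes in each direction among the called genes with complete separation and a mean of at least 1 FPKM. Any other gene named is said to have been chosen after its values were seen.

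Replicate numbers are not stated to pair animals, and the correlation of mutant and WT libraries with the same number, after removal of the group means, was above 0.1 for all 3 pairs only in the Tg inferior olive at 12 weeks (0.26, 0.12 and 0.26), so the replicate number was used as a block only as an alternative. The other alternatives were a pseudocount of 1, genes at 0.5 FPKM in at least 1 genotype, no filter on FPKM, rescaling of each library by its median ratio to the geometric mean, adjusted p below 0.01, unadjusted p below 0.001, orthogonal regression, the authors' q-values in place of limma, and leaving out each library. The authors' q-values with the 0.5 FPKM filter in either genotype, and removal of the trend of each library with the GC content of the transcripts, were added after the values were seen. Enrichment of gene ontology terms and pathways, promoter motifs, staining, immunoblots and behavior were not analysed here.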

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

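Among the tests in this part, those of blood and pituitary tissue for the genes higher in the Tg inferior olive and those of brain tissue from outside the cerebellum, and the second measure for microglia in the inferior olive and the test of their share in the cerebellum, were chosen only after the result was seen.

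For the Tg cerebellum, the difference between the ages in the effect of the genotype passed an adjusted p of 0.05 for 11 of 12898 genes, 10 of them lower at 12 weeks relative to 5 weeks and 1 (*Crtac1*) higher. A difference between groups drew attention to this result. Of 100 drawn splits of the 12 libraries, the real one included, 5 gave at least 11 genes. The draw allowed splits that keep or reverse the real grouping of a table and so carry the genotype effect itself. This share therefore cannot decide, and grouping by chance is not excluded. The count was 178 without WT replicate 3 of the 12 week table and 3, the lowest, without any one of 8 libraries, 5 of them from the 5 week table, and rescaling the libraries gave 12 genes. The separate normalization of the 2 tables cancels within each table, so it is not expected to make such a difference, but the depth of the libraries was not known and its effect was not tested. The Purkinje cell list fell by more at 12 than at 5 weeks (median of the differences -0.44, fry adjusted p = 0.0301), and the granule cell list, with a median of 0.0280 at 5 weeks, was at -0.33 at 12 weeks (median of the differences -0.29, adjusted p = 0.0316). Grouping by chance and a change with age both remain open, and the latter was not tested apart from this term.

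The effect of the genotype in the cerebellum at 12 weeks differed between KI and Tg mice for 1506 of 12713 genes, 1201 of which had opposite signs in the models. A difference between groups was again what drew attention. Only the real split among 100 drawn splits of the libraries gave as many genes (1 of 100), which argues against grouping by chance. The count ranged from 755 without KI replicate 1 to 1913 without KI WT replicate 2. For the 44 genes called in both models with opposite directions, removing the trend with GC content left 95.35% of the 43 with a value still called in both with opposite directions, and removing that with transcript length left 100%, so neither trend accounts for them. A changed share of oligodendrocytes, astrocytes or microglia cannot be told apart from changes within cells, because the oligodendrocyte list moved between the models by 73.76% of the median difference of the 30 genes lower in KI and higher in Tg mice, with medians of -0.42 in KI and 0.30 in Tg mice, the astrocyte list had medians of -0.26 and 0.21, and the microglia list, with -0.22 and 0.62, moved by 86.71% of that difference. The models differ in their mutation and their libraries are in separate tables, so the model itself stays among the open explanations and was not tested.

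A candidate explanation for part of this difference is brain tissue from outside the cerebellum carried into some dissections. At 12 weeks in the KI cerebellum, 13 genes of neurons in neighboring brain regions lay at -3.33, -3.67 and -3.11 (mean log2 difference from the WT mean) in the 3 KI libraries, with *Nrgn* at 3.58, 2.27 and 2.69 FPKM against 61.3, 40.2 and 55.8 FPKM in the WT controls. The list was picked from the genes that fell in these libraries, so the test used the KI cerebellum libraries at 5 weeks, where libraries of both genotypes spread widely (KI 1.58, -1.66 and 0.78, WT 1.99, -0.28 and -1.71) and *Nrgn* ran from 2.095 to 61.1 FPKM. Of the 75 genes lower in the 12 week KI cerebellum by 2-fold or more, 80% followed the list at 5 weeks, against 12.38% of other genes, and of the 30 genes called in both models, lower in KI and higher in Tg mice, 53.33% did (12.66% of other genes). With the GC trend removed these shares were 83.6% and 48.3%. Among the authors' deposited calls, 71.94% of 139 genes lower in KI and higher in Tg mice followed the list. Of 122 deposited calls lower in both, 5.738% did. The 133 genes called here as lower in both models argue against carried tissue, with 5.263% following (12.83% of other genes). For the 400 genes lower by less than 2-fold, 29.25% followed (12.25% of other genes), and carried tissue and a change in the cerebellum cannot be told apart, since the share lies between those 2 cases. All 14 genes of the list had a mean of at least 0.5 FPKM in the Tg cerebellum as well, where the mean over them stayed between -0.27 and 0.49 in the 12 libraries. Whether KI mice lose expression of these genes within the cerebellum was not tested.

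The inferior olive at 12 weeks had effects that differed between the models for 28 of 13174 genes, 27 of them higher in Tg relative to KI mice. This too came up as a difference between groups. Of 100 drawn splits, 8 gave as many genes. Here too the draw allowed splits that keep or reverse the genotypes of a table, so this share cannot decide, and grouping by chance stays open. The count of genes ranged from 11 without KI WT replicate 3 to 58 without Tg replicate 1. For the interferon-stimulated list the median of the differences was -0.47 (0 of 27 genes higher in Tg mice, fry adjusted p = 0.00357). More microglia in the KI tissue would raise the microglia list as well. Within the KI comparison the median log2 fold change of that list was 0.012% of that of the interferon-stimulated list, with 10 of 20 genes higher. Because members that go both ways leave a median near 0, the largest increase was also taken. It reached 37.26% of the median of the interferon-stimulated list in KI mice (*Ctss*, 0.19, at 49.3 FPKM). These values argue against more microglia as the source, by itself, of the rise of that list in KI mice. A smaller increase in their number is not excluded, and by staining the paper reports more Iba1-positive cell bodies in the KI inferior olive at this age. A response to the mutation in KI mice is the biological explanation that the design names, and it was not tested further.

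In the Tg inferior olive at 12 weeks, replicate 3 had a mean log2 difference of 4.73 from the WT mean over the anterior pituitary list, a signal in genes that the paper does not discuss. The other Tg libraries were at -1.51 and -0.22 and the WT controls between -0.25 and 0.29. *Gh* was at 854.4 FPKM and *Prl* at 146.9 FPKM in that library, against 7.96, 27.4 and 21.4 FPKM for *Gh* in the WT controls, and Tg cerebellum replicate 3 of the same age was high as well (5.04). At 5 weeks the pituitary list was also high in Tg inferior olive replicates 1 and 3 (3.63 and 1.83) and Tg cerebellum replicate 3 (2.44). The remaining Tg libraries of these 5 week tables lay between 0.048 and 0.89, and the WT controls at 0.70 or below. Pituitary tissue carried into the dissection is a candidate explanation for replicate 3 of the Tg inferior olive at 12 weeks. As an account of the genes higher in the authors' table of the Tg inferior olive at 12 weeks it is argued against, since 1.724% of 58 such genes followed the pituitary list in the Tg cerebellum libraries of the same age, against 12.3% of other genes. No biological explanation was tested.

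Replicate 1 of the Tg inferior olive at 12 weeks had a mean log2 difference of 3.39 over the neutrophil list, also a signal in genes that the paper does not discuss. The other 5 libraries of the table lay between -0.50 and 0.41. *S100a8* was at 35.3 FPKM in it and between 1.13 and 2.40 FPKM in the WT controls. The Tg cerebellum of that age had a WT library (replicate 2, 2.37) and a Tg library (replicate 1, 2.30) with high values, where *S100a8* was at 66.6 and 59.2 FPKM. Blood left in some tissues may account for part of the genes higher in the authors' table of the Tg inferior olive at 12 weeks, since 65.45% of 55 such genes followed the neutrophil list in the Tg cerebellum libraries, against 14.24% of other genes. An infection or another response of single animals would raise the same genes and was not tested.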

How the results depend on the processing

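No test of an explanation in this part was chosen after a result was seen, but the authors' q-values with the expression filter in either genotype and the removal of GC trends are alternatives chosen after seeing the data. For all counts and slopes below that changed, the cause was not tested unless it is given.

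The counts of the Tg cerebellum at 5 weeks (554) and of the genes shared between its ages (401) were stable under most settings: with a pseudocount of 1, rescaling, the replicate block and the other filters the 5 week count was between 517 and 586. Under a pseudocount of 1 or rescaling, the 12 week counts were 214 and 194 (KI inferior olive), 716 and 793 (KI cerebellum) and 1031 and 1015 (Tg cerebellum), against 211, 764 and 1021. The counts of 0 in the Tg inferior olive (with 902 genes at an unadjusted p under 0.05 at 5 weeks and 474 at 12 weeks) stayed at 0 under these 2 settings.

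With the replicate number as a replicate block, the number of called genes was 7 in the KI inferior olive at 5 weeks and 85 at 12 weeks, 291 in the KI cerebellum at 12 weeks, 3 and 4 in the Tg inferior olive at 5 and 12 weeks, and 263 at an unadjusted p below 0.01 in the KI cerebellum at 5 weeks. The shared genes numbered 4 for the KI inferior olive, 1 for the KI tissues at 5 weeks, 23 for the KI tissues at 12 weeks, 1 and 2 for the Tg tissues at 5 and 12 weeks and 99 for the cerebellum of both models, and the slope for the KI cerebellum was 1.689. A paired fit spends 2 degrees of freedom on the blocks, and the replicate numbers are not known to pair animals.

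At an adjusted p below 0.01, which by construction can only lower a count, 58 genes were called in the KI inferior olive at 12 weeks, 0 and 132 in the KI cerebellum at 5 and 12 weeks, and 343 and 358 in the Tg cerebellum at 5 and 12 weeks. The shared genes fell to 0 for the KI cerebellum, 29 with its 5 week list at unadjusted p, 9 for the KI tissues at 12 weeks, 250 for the Tg cerebellum and 42 for the cerebellum of both models, the KI cerebellum slope was 1.805, and the interactions had 3 genes in the Tg cerebellum, 439 between the models in the cerebellum and 10 in the inferior olive. At an unadjusted p below 0.001 the KI cerebellum at 5 weeks had 15 genes in place of 101.

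With genes expressed in either genotype, the KI cerebellum at 5 weeks had 0 called genes and 0 shared with 12 weeks (496 genes at an unadjusted p under 0.05 with the filter in both), and the interaction of the Tg inferior olive had 1. Without a filter these were 0, 0 and 1, the Tg inferior olive at 12 weeks had 1 called gene, the list at unadjusted p 172, and the slopes were 1.663 (KI cerebellum) and 1.321 (Tg cerebellum). Rescaling each library also gave 0 called genes in the KI cerebellum at 5 weeks and 0 shared with 12 weeks. Orthogonal regression gave slopes of 1.762 and 1.468, which is higher by construction, since it allows for error in the 5 week values.

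With the authors' q-values in place of limma and the same filter, the called genes numbered 117 and 25 in the KI inferior olive and cerebellum at 5 weeks and 131 and 101 in the Tg inferior olive at 5 and 12 weeks. The shared genes numbered 49 for the KI inferior olive, 16 for the KI cerebellum, 12 for the KI tissues at 5 weeks, 55 for the Tg inferior olive, 21 for the Tg tissues at 5 weeks, 52 for the Tg tissues at 12 weeks, 31 for the inferior olive of both models, and 291 for the cerebellum of both models. With the authors' q-values and the filter in either genotype, chosen after seeing the data, the called genes numbered 143 and 25 in the KI tissues at 5 weeks and 150 and 126 in the Tg inferior olive, the shared genes 61 for the KI inferior olive, 16 for the KI cerebellum, 14 for the KI tissues at 5 weeks, 61 for the Tg inferior olive, 23 for the Tg tissues at 5 weeks, 59 for the Tg tissues at 12 weeks, 34 for the inferior olive of both models, and 314 for the cerebellum of both models, and the slope for the Tg cerebellum was 1.47. With the GC trend of each library removed, also chosen after seeing the data, the KI inferior olive at 5 weeks had 24 called genes, including the 2 called otherwise, and the KI cerebellum at 5 weeks 156 at an unadjusted p below 0.01.

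Over the 6 fits of a table that each left out 1 library, the called genes ranged from 0 (without KI replicate 2 or 3) to 18 (without KI replicate 1) in the KI inferior olive at 5 weeks, from 40 (without WT replicate 3) to 160 (without WT replicate 1) at 12 weeks, from 0 to 1 in the KI cerebellum at 5 weeks, from 104 (without KI replicate 1) to 1226 (without WT replicate 1) at 12 weeks, from 0 to 2 (without WT replicate 3) and from 0 to 1 (without WT replicate 2) in the Tg inferior olive at 5 and 12 weeks, from 372 to 482 in the Tg cerebellum at 5 weeks and from 434 (without WT replicate 1) to 975 (without WT replicate 3) at 12 weeks. The KI cerebellum list at unadjusted p had 42 (without WT replicate 2) to 133 genes (without KI replicate 1). A fit with fewer libraries has less power by construction, and the cause of the rises was not tested.

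Over the 12 fits that each left out 1 library of 2 tables, the shared genes ranged from 0 to 8 for the KI inferior olive (8 without 5 week WT replicate 2), 0 to 1 for the KI cerebellum, 24 (without 5 week WT replicate 2) to 78 (without 12 week WT replicate 1) for its list at unadjusted p, 0 to 1 for the KI tissues at 5 weeks (1 without inferior olive WT replicate 2), 18 (without cerebellum KI replicate 2) to 85 (without cerebellum WT replicate 2) for the KI tissues at 12 weeks, 299 to 368 for the Tg cerebellum and 42 (without KI replicate 1) to 331 (without KI WT replicate 1) for the cerebellum of both models. They were 0 in all 12 fits for the Tg inferior olive, the Tg tissues at 5 weeks and at 12 weeks and the inferior olive of both models, where 83, 159, 140 and 96 genes had an unadjusted p under 0.05 in both comparisons. The interactions had 0 genes in all fits for the inferior olive of either model across age (672 and 858 genes at an unadjusted p under 0.05), 0 to 1 in the KI cerebellum (1 without 5 week KI replicate 3 or 12 week WT replicate 2, with 917 at an unadjusted p under 0.05), 3 (in 8 fits, 5 of them without a 5 week library) to 178 (without 12 week WT replicate 3) in the Tg cerebellum, 755 (without KI replicate 1) to 1913 (without KI WT replicate 2) between the models in the cerebellum and 11 (without KI WT replicate 3) to 58 (without Tg replicate 1) in the inferior olive. The gene lists past the threshold numbered 39 to 45 of 77 pairs over the fits that left out 1 library.

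The lists past the threshold numbered 41 of 77 pairs with camera, 8 with fry and 0 with camera at the estimated correlation, which by construction allows for genes of a list that vary together.

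Directions changed in few cases, and all but 1 of them when a library was left out. Over these fits the difference between ages for *Crh* in the KI inferior olive ran from -0.23 to 0.0002646, with 0.0002646 without 5 week WT replicate 3. The median of the interferon-stimulated list in the Tg inferior olive at 12 weeks ran from -0.0109 to 0.03304, with -0.0109 without WT replicate 3. For the choroid plexus list the median ran from -1.54 to 0.05638, with 0.05638 without KI replicate 3 in the KI inferior olive at 12 weeks, from -0.61 to 0.34, with 0.17 without WT replicate 3 and 0.34 without KI replicate 3 in the KI cerebellum at 5 weeks, from -1.36 to 0.26, with 0.26 without KI replicate 1 in the KI cerebellum at 12 weeks and from -1.22 to 0.15, with 0.15 without Tg replicate 3 in the Tg cerebellum at 5 weeks. The Purkinje list in the Tg inferior olive ran from -0.06225 to 0.14, with -0.06225 without Tg replicate 2 at 5 weeks and from -0.06022 to 0.006902, with 0.006902 without WT replicate 1 at 12 weeks. *Aqp1* in the KI inferior olive at 12 weeks ran from -2.18 to 0.18, with 0.18 without KI replicate 3. *Ddx58* in the Tg inferior olive at 12 weeks ran from -0.01563 to 0.08459, with -0.01278 without WT replicate 3 and -0.01563 without Tg replicate 2. *Atxn1* ran from -0.11 to 0.15, with 0.003397 without WT replicate 2, 0.02589 without WT replicate 3, and 0.15 without KI replicate 1 in the KI cerebellum at 5 weeks, from -0.00361 to 0.10, with -0.00361 without WT replicate 3 in the Tg inferior olive at 5 weeks and from -0.02172 to 0.02533, with 0.02533 without WT replicate 3 and 0.02369 without Tg replicate 3 in the Tg cerebellum at 12 weeks, where rescaling gave 0.0205. For these changes of direction the cause was not tested.

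Among the log2 fold changes of the named genes, 2 lost the call under a pseudocount of 1 and 1 with the filter in either genotype, and none changed sign in these. Without a filter 191 were unchanged and 14 lost the call, with rescaling 201 were unchanged, 3 lost it and 1 changed sign, and with the replicate block 187 were unchanged, 13 lost and 5 gained it. With the authors' q-values 122 were unchanged, 82 gained the call and 1 lost it. Over the fits without 1 library, 1061 values were unchanged, 136 lost and 23 gained the call and 9 changed sign. Of the named interactions 301 such values were unchanged, 18 lost and 4 gained the call and 1 changed sign, and under the settings for all libraries at least 26 of 27 were unchanged. For the list medians given at claims 24 were unchanged in direction and call under a pseudocount of 1, either filter and rescaling, 23 with the replicate block (1 gained the call), 11 with fry (13 lost it) and 6 with the estimated correlation (18 lost it), and in the fits without 1 library 8 lost and 9 gained the call and 8 changed sign.

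Not run were the alternatives for read counts (edgeR, DESeq2 and a filter on counts), which need counts, and those for tables with the authors' comparisons alone (a minimum fold change and a recomputed adjustment), since every table held values per library. The tests for Cic and Irf7 motifs in promoters, with their alternatives of promoter length and background, were not run because they need the genome sequence. The slopes of the KI inferior olive, the KI cerebellum at adjusted p and the Tg inferior olive had fewer than 3 shared genes and have no value. Since the depth of the libraries is unknown, how far it limits calls among genes near 0.5 FPKM was not measured.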

Differences from the paper's values

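No test of an explanation is given in this part, and the authors' q-values with the expression filter in either genotype were chosen only after the values were seen. The paper's values were set beside values from limma on FPKM of the same libraries. A count is said to come within the paper's value when neither is more than 1.5 times the other.

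The paper's count of differentially expressed genes was 143 in the KI inferior olive at 5 weeks (103 of them up-regulated) against 2 (0 up-regulated, with 434 up-regulated at an unadjusted p under 0.05), 25 in the KI cerebellum at 5 weeks against 1, 148 in the Tg inferior olive at 5 weeks (142 up-regulated) against 0 (902 at an unadjusted p under 0.05, 560 of them up-regulated) and 126 at 12 weeks against 0 (474 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the authors' deposited q-values in place of limma came within the paper's values, with 117, 25, 131 and 101 genes, and none of the others did, that is a pseudocount of 1, the other filters, rescaling, the replicate block, an adjusted p below 0.01 and leaving out any 1 library. The authors' q-values with the expression filter in either genotype, chosen after seeing the values, gave 143, 25, 150 and 126.

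The paper's count of genes shared between the ages of the KI inferior olive was 62 (29 with the same and 33 with opposite directions) against 2 (2 and 0). For the KI cerebellum it was 17 (all 17 with the same direction) against 1 (1). Between the KI tissues at 5 weeks it was 14 (9 opposite) against 0 (0), with 44 genes at an unadjusted p under 0.05 in both. The paper's numbers for the Tg mice were 61 shared between the ages of the inferior olive (51 opposite) against 0 (0, with 83 at an unadjusted p under 0.05 in both), 23 between the tissues at 5 weeks (15 opposite) against 0 (0, with 159) and 59 at 12 weeks against 0 (140). For the inferior olive of both models at 12 weeks the paper's count was 34 against 0 (96 at an unadjusted p under 0.05 in both). Only the authors' q-values, among the alternatives set before the data were examined, came within the paper's values, with 49, 16, 12, 55, 21, 52 and 31 shared genes in this order, and the other alternatives, leaving out single libraries included, did not. With the filter in either genotype, chosen after seeing the values, the authors' q-values gave 61, 16, 14, 61, 23, 59 and 34.

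Between the models in the cerebellum at 12 weeks, the paper's count of shared genes was 316, of which 177 had opposite directions, against 192 and 44. By this bound the total was within the paper's value with the authors' q-values (291), without KI WT replicate 1 (331) and without Tg WT replicate 3 (214), and differed under the other alternatives set before the data were examined. The number with opposite directions was within it only with the authors' q-values (155), and the authors' q-values with the filter in either genotype, chosen after seeing the values, gave 314 shared genes.

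The paper's slope for the Tg cerebellum was 1.47 (the paper's error 0.03) against 1.356. Of the alternatives set before the data were examined, orthogonal regression (1.468) fell within the paper's error. So did the authors' q-values in place of limma with the same filter (1.445). A pseudocount of 1, the other filters, rescaling, the replicate block and an adjusted p below 0.01 did not. The authors' q-values with the filter in either genotype, chosen after seeing the values, gave 1.47.

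Some genes that the paper reports as changed were not called here, although their directions were those of the paper. In the KI inferior olive at 5 weeks, the log2 fold changes of such genes were *Ifi27* 0.53 (adjusted p = 0.347), *B2m* 0.40 (adjusted p = 0.278), *Ifitm3* 0.54 (adjusted p = 0.264), *Gal* -0.63 (adjusted p = 0.278), *Igf2* 0.98 (adjusted p = 0.416), *Wnt4* 3.05 (adjusted p = 0.134), *Cck* -0.60 (adjusted p = 0.709), *Nppc* -0.60 (adjusted p = 0.197), *Iigp1* 0.59 (adjusted p = 0.38), *Usp18* 0.92 (adjusted p = 0.649), *Aqp1* 1.18 (adjusted p = 0.749), *Ppp1r1b* 0.55 (adjusted p = 0.347), *Hspb1* -0.49 (adjusted p = 0.789). At 12 weeks they were *Isg15* 0.91 (adjusted p = 0.0692), *Ddx58* 0.44 (adjusted p = 0.106), *Rsad2* 0.62 (adjusted p = 0.0584), *Bst2* 0.66 (adjusted p = 0.222), *Ifitm3* 0.55 (adjusted p = 0.188), *Gal* -0.93 (adjusted p = 0.0778), *Aqp1* -1.36 (adjusted p = 0.67), *Ppp1r1b* -0.52 (adjusted p = 0.519). *Ifi44*, *Oas1a*, *Mx2* and *Oas1b* did not pass the filter in both genotypes there, and with the filter in either genotype *Ifi44* (1.61, adjusted p = 0.00328) and *Oas1a* (1.01, adjusted p = 0.037) were called while *Mx2* (0.79, adjusted p = 0.0942) and *Oas1b* (0.78, adjusted p = 0.164) were not.

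In the KI cerebellum at 5 weeks the genes reported by the paper and not called were *Dusp1* -0.63 (adjusted p = 0.999), *Wnt4* -0.75 (adjusted p = 0.999), *Eomes* -1.01 (adjusted p = 0.999), *Mdfi* -0.74 (adjusted p = 0.865), *Per1* -0.55 (adjusted p = 0.999), *Ifi203* 0.93 (adjusted p = 0.976), *Necab1* 0.64 (adjusted p = 0.246), *Synpr* 0.53 (adjusted p = 0.215). At 12 weeks they were *Gabra5* -1.77 (adjusted p = 0.0906), *Gabrg1* -0.37 (adjusted p = 0.149), *Gabra3* -0.96 (adjusted p = 0.0802), *Grin2b* -0.56 (adjusted p = 0.0901), *Eomes* -0.72 (adjusted p = 0.367), *Btg2* 0.40 (adjusted p = 0.0564), *Cst3* -0.38 (adjusted p = 0.0651), *Gfap* -0.35 (adjusted p = 0.188), *Nnat* -0.59 (adjusted p = 0.156), *Slc17a7* 0.36 (adjusted p = 0.133).

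In the Tg inferior olive no gene named by the paper was called in the main analysis. At 5 weeks the values were *Lbp* 0.96 (adjusted p = 0.611), *Nov* 0.49 (adjusted p = 0.6), *Aqp1* 0.92 (adjusted p = 0.6), *Bmp7* 0.38 (adjusted p = 0.58), *Folr1* 1.11 (adjusted p = 0.643), *Gdf7* 0.75 (adjusted p = 0.65), *Kl* 1.04 (adjusted p = 0.6), *Col3a1* 0.66 (adjusted p = 0.123), *Ctgf* 0.47 (adjusted p = 0.527), *Enpp2* 0.61 (adjusted p = 0.695), *Ezr* 0.39 (adjusted p = 0.6), *Igf2* 0.79 (adjusted p = 0.6), *Igfbp2* 0.76 (adjusted p = 0.6). At 12 weeks every adjusted p was 0.999, with log2 fold changes of 0.47 for *Ctgf*, 0.54 for *Fn1*, 0.66 for *Il1r1*, 0.77 for *Ifitm1*, 0.58 for *Col3a1*, 0.67 for *Nov*, -0.98 for *Enpp2*, -0.40 for *Ezr*, -0.36 for *Igf2*, -0.77 for *Igfbp2*, 0.33 for *C1qa*, 0.56 for *C1qb*, 0.50 for *C1qc*, -2.16 for *Folr1*, -0.82 for *Lmx1a*, and -1.84 for *Sostdc1*, and with the filter in either genotype -1.08 for *Fap* and -1.26 for *Krt8*. In the Tg cerebellum at 12 weeks the genes not called were *Grm4* -0.42 (adjusted p = 0.0935), *Grm5* 0.48 (adjusted p = 0.0783), *Rasgrf2* 0.57 (adjusted p = 0.123), *C1qa* 0.86 (adjusted p = 0.174), *C1qb* 0.64 (adjusted p = 0.413), *C1qc* 0.72 (adjusted p = 0.369), *Folr1* 0.97 (adjusted p = 0.0766), *Lmx1a* 0.70 (adjusted p = 0.119), *Sostdc1* 1.00 (adjusted p = 0.224), *Btg2* 0.50 (adjusted p = 0.11), *Clu* 0.34 (adjusted p = 0.0546), *Slc17a7* -0.34 (adjusted p = 0.184). Of the genes that the paper shows from its KI cerebellum list at 5 weeks, made at an unadjusted p under 0.01, *Rasd2*, *Adamts18*, *Sema3a*, *Hrh3*, *Iigp1* and *Ppp1r1b* did not reach that threshold in limma, with log2 fold changes of -0.52, 0.44, 0.34, -0.52, 0.64 and -0.35. The authors' deposited q-values, one of the alternatives set before the data were examined, called each gene listed with a value for an adjusted p, and those for the genes outside the filter in both genotypes were below 0.05 as well.

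Other alternatives set before the data were examined called some of the genes that the paper names and that were not called here. The replicate block called *Gal* in the KI inferior olive at 12 weeks, *Col3a1* in the Tg inferior olive at 5 weeks, *Ace*, *Enpp2* and *Lbp* in it at 12 weeks, and *Folr1* and *Sostdc1* in the Tg cerebellum at 12 weeks. Leaving out 1 library called, in the KI inferior olive at 5 weeks, *Gal*, *Cck* and *Nppc* (without WT replicate 2), *Wnt4* (without WT replicate 1) and *Aqp1* (without KI replicate 1), and at 12 weeks *Bst2* (without KI replicate 3). In the KI cerebellum at 12 weeks it called *Gabra5*, *Gabra3* and *Cst3* (without WT replicate 1 or 2) and *Gabrg1* and *Grin2b* (without WT replicate 2). In the Tg cerebellum at 12 weeks it called *Grm4* (without Tg replicate 2), *Grm5*, *Rasgrf2*, *Folr1* and *Sostdc1* (without WT replicate 3), *C1qa* and *Clu* (without WT replicate 2) and *Lmx1a* (without Tg replicate 1). Removal of the GC trend, chosen after seeing the values, called *Ifitm3*, *Gal*, *Wnt4* and *Nppc* in the KI inferior olive at 5 weeks.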

Other observations

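Of the tests in this part, those of choroid plexus tissue for the genes lower in the inferior olive of both models and for the genes with opposite directions in the Tg tissues at 12 weeks, both tests of GC content in the KI inferior olive at 5 weeks, and the count of fry pairs in other splits, were chosen only after the result was seen.

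Genes that rose at 5 weeks and fell at 12 weeks in the authors' inferior olive tables are candidates for choroid plexus tissue carried into some dissections. The genes called in both authors' KI tables with this reversal numbered 32, and 96.88% of them followed the choroid plexus list within genotype and age across the KI inferior olive libraries, against 3.472% of other genes. Of the 51 such genes in the Tg tables 96.08% did, against 4.923% of other genes. Of these genes 18 in KI and 23 in Tg mice belong to the list itself, and outside it 13 of 14 KI genes (92.9%) and 26 of 28 Tg genes (92.9%) followed it. The genes outside the list were then tested in libraries that played no part in their choice: in the KI cerebellum 12 of 14 (85.7%, others 1.93%) and in the Tg cerebellum 26 of 27 (96.3%, others 2.76%) followed the list. With the list mean as a covariate, the median log2 fold changes of the 14 KI genes outside the list went from 0.99 at 5 weeks and -0.73 at 12 weeks to 0.0215 and -0.0425, and those of the 28 Tg genes outside it from 0.68 and -0.74 to 0.18 and -0.0760. Of these genes, those with reversed signs went from 14 to 6 in KI and from 28 to 16 in Tg mice, so some reversals remained in sign at these smaller sizes.

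Meningeal tissue is argued against for the same genes, with 0 of them (0%) following its list in KI mice against 2.04% of other genes and 5.882% in Tg mice against 3.396%, and so is pituitary tissue, with 0% in KI mice (others 0.684%) and 0% in Tg mice (others 2.77%). *Ttr*, the most abundant gene of the choroid plexus list and named after its values were seen, ran from 5.32 to 157 FPKM in WT controls and from 20.6 to 1324 FPKM in KI mice at 5 weeks, and at 12 weeks from 834.2 to 4309 FPKM and from 16.7 to 2571 FPKM. In the Tg inferior olive it was 630 to 1059 FPKM in WT controls and 987.9 to 3006 FPKM in Tg mice at 5 weeks, and 827.3 to 3358 FPKM and 29.8 to 1226 FPKM at 12 weeks. A change of the choroid plexus itself with the genotype was not tested and may add to the difference, but the list varied widely among libraries of 1 genotype, and the median of the list in the KI inferior olive at 12 weeks was 0.056 without KI replicate 3 in place of -0.98.

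Of the 33 genes lower in both authors' 12 week inferior olive tables, the 12 outside the choroid plexus list with a value at 5 weeks all followed it in the 5 week inferior olive libraries, which played no part in their choice (100%, against 9.301% of other genes). Of the genes with opposite directions in the authors' Tg inferior olive and cerebellum tables at 12 weeks, 85.71% of the 21 outside the list did so in the Tg libraries of 5 weeks (4.939% of other genes). Choroid plexus tissue carried into some dissections is a candidate explanation for both. Whether the models or tissues share a biological change in these genes was not tested.

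In the KI inferior olive at 5 weeks, 2 of the 10 splits of the 6 libraries gave at least 2 called genes, and the other one, which puts WT replicates 1 and 3 with KI replicate 1, gave 1070 genes (353 higher and 717 lower in the second group). The lower genes had a median GC content of 59.0% and the higher genes of 42.3%, with 50.8% over all genes tested. The correlation of GC content with the deviation from the mean of the libraries was 0.44, -0.61 and 0.37 in the WT controls and 0.38, -0.11 and -0.34 in the KI libraries. After the GC trend of each library was removed, 0 of the 12616 genes with a value were past the threshold in that split (1466 had an unadjusted p under 0.05), so a library effect related to GC content is a candidate explanation for it. Between the genotypes 24 genes were called after this correction, 10 higher and 14 lower, in place of 2. Among them were *Gal*, *Wnt4* and *Ifitm3* (adjusted p = 0.0298 each) and *Nppc* (adjusted p = 0.0462), which the paper names. The interferon-stimulated list then had 102.5% of its median log2 fold change, which argues against the GC trend as its source. No batch is given for these libraries.

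For the other comparisons, the real split gave more called genes than any other of the 10 in the KI inferior olive at 12 weeks, in the KI cerebellum at 5 and 12 weeks and in the Tg cerebellum at 5 and 12 weeks (1 of 10 each), and the other splits of these tables gave 0 called genes. In the Tg inferior olive the count of 0 is reached by any split (10 of 10 at 5 and 12 weeks), which says nothing about it, and for the KI cerebellum at 5 weeks 4 of 10 splits gave as many genes at an unadjusted p below 0.01. With 10 splits the share cannot go below 10%, so the splits of a single table do not exclude grouping by chance. Of the 100 pairs of splits of 2 tables, as many shared genes were found in 2 for the KI inferior olive, 1 for the KI cerebellum, 3 for its list at unadjusted p, 1 for the KI tissues at 12 weeks, 1 for the Tg cerebellum and 1 for the cerebellum of both models. The overlaps of 0 genes (KI tissues at 5 weeks, Tg inferior olive, Tg tissues at 5 and 12 weeks and inferior olive of both models) are reached by any pair (100 of 100), as are the interactions of 0 genes across age in the KI inferior olive, the Tg inferior olive and the KI cerebellum by any drawn split (100 of 100), so these shares carry no information.

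Of the 77 pairs of a gene list and a comparison 41 passed the threshold with camera, and of 100 drawn splits of all tables 39 gave as many pairs, with a median of 39.5 pairs per split. The preset correlation of camera thus passed as many pairs for other splits, whereas the 8 pairs that fry passed were reached by the real split alone (1 of 100, with at most 5 pairs in any other). They were the interferon-stimulated list in the KI inferior olive at both ages, the Purkinje list in the KI inferior olive at 5 weeks (median -0.13, 4 of 22 genes higher, adjusted p = 0.0295) and in the Tg cerebellum at 5 weeks (-0.97, 0 of 22, adjusted p = 0.000755) and 12 weeks (-1.30, 0 of 22, adjusted p = 0.00409), the astrocyte list in the KI inferior olive (-0.27, 3 of 15, adjusted p = 0.0221) and KI cerebellum (-0.26, 2 of 16, adjusted p = 0.016) at 12 weeks, and the microglia list in the Tg cerebellum at 5 weeks (0.25, 19 of 20, adjusted p = 0.0237). None of them passed with the estimated correlation, whose smallest adjusted p was 0.152.

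Among the remaining list medians, the leptomeningeal list ran from -0.10 (KI cerebellum at 5 weeks, 5 of 26 genes higher) to 0.48 (Tg inferior olive at 5 weeks, 23 of 24), the pituitary list from 0.0764 (KI inferior olive at 12 weeks, 2 of 3) to 1.17 (Tg cerebellum at 12 weeks, 5 of 5), and the neutrophil list from -0.0672 (KI inferior olive at 12 weeks, 2 of 8) to 0.64 (Tg inferior olive at 12 weeks, 5 of 5). For microglia the range was -0.22 (KI cerebellum at 12 weeks, 0 of 20) to 0.62 (Tg cerebellum at 12 weeks, 19 of 19), for oligodendrocytes -0.42 (KI cerebellum at 12 weeks, 0 of 20) to 0.30 (Tg cerebellum at 12 weeks, 20 of 20), and for granule cells -0.33 (Tg cerebellum at 12 weeks, 2 of 16) to 0.23 (KI cerebellum at 12 weeks, 15 of 16). Only 2 genes of the erythrocyte list passed the filter in each comparison, so it was not tested, and 1 of them was called, *Hbb-bt* in the KI inferior olive at 12 weeks (-0.38, adjusted p = 0.00885). The choroid plexus list was at 1.61 in the KI inferior olive at 5 weeks (18 of 18 genes higher), -0.98 in the KI inferior olive at 12 weeks (0 of 28 genes higher), -0.13 in the KI cerebellum at 5 weeks (7 of 26 genes higher), -0.71 in the KI cerebellum at 12 weeks (3 of 25 genes higher), 0.91 in the Tg inferior olive at 5 weeks (26 of 26 genes higher), -1.50 in the Tg inferior olive at 12 weeks (0 of 26 genes higher), -0.69 in the Tg cerebellum at 5 weeks (1 of 26 genes higher), and 0.82 in the Tg cerebellum at 12 weeks (26 of 26 genes higher).

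*Atxn1* was measured in every comparison and called in none. Reads were aligned to the mouse genome, so the human transgene, which the paper found overexpressed in the Tg cerebellum, is not measured by these values. For KI mice they do not separate the expanded from the normal allele. The log2 fold changes were 0.25 (adjusted p = 0.649) in the KI inferior olive at 5 weeks and 0.25 (adjusted p = 0.149) at 12 weeks. They were -0.0163 (adjusted p = 0.999) in the KI cerebellum at 5 weeks and 0.0740 (adjusted p = 0.457) at 12 weeks. The Tg inferior olive had 0.0405 (adjusted p = 0.968) at 5 weeks and 0.0305 (adjusted p = 0.999) at 12 weeks. The Tg cerebellum had 0.21 (adjusted p = 0.0894) at 5 weeks and -0.000276 (adjusted p = 0.999) at 12 weeks.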
